# Neutrophils suppress tumor‐infiltrating T cells in colon cancer via matrix metalloproteinase‐mediated activation of TGFβ

**DOI:** 10.15252/emmm.201910681

**Published:** 2019-12-02

**Authors:** Markus Germann, Nadine Zangger, Marc‐Olivier Sauvain, Christine Sempoux, Amber D Bowler, Pratyaksha Wirapati, Lana E Kandalaft, Mauro Delorenzi, Sabine Tejpar, George Coukos, Freddy Radtke

**Keywords:** colorectal cancer, neutrophils, T‐cell suppression, TGF‐β, tumor microenvironment, Cancer, Immunology

## Abstract

High T‐cell infiltration in colorectal cancer (CRC) correlates with a favorable disease outcome and immunotherapy response. This, however, is only observed in a small subset of CRC patients. A better understanding of the factors influencing tumor T‐cell responses in CRC could inspire novel therapeutic approaches to achieve broader immunotherapy responsiveness. Here, we investigated T cell‐suppressive properties of different myeloid cell types in an inducible colon tumor mouse model. The most potent inhibitors of T‐cell activity were tumor‐infiltrating neutrophils. Gene expression analysis and combined *in vitro* and *in vivo* tests indicated that T‐cell suppression is mediated by neutrophil‐secreted metalloproteinase activation of latent TGFβ. CRC patient neutrophils similarly suppressed T cells via TGFβ *in vitro,* and public gene expression datasets suggested that T‐cell activity is lowest in CRCs with combined neutrophil infiltration and TGFβ activation. Thus, the interaction of neutrophils with a TGFβ‐rich tumor microenvironment may represent a conserved immunosuppressive mechanism in CRC.

## Introduction

Inflammation is a major hallmark of cancer (Grivennikov *et al*, 2010; Hanahan & Weinberg, 2011), and both pro‐ and anti‐tumorigenic properties of inflammatory cells have been described. T cell‐mediated anti‐tumor immune response correlates with favorable disease outcome and is the basis of cancer immunotherapy (Angell & Galon, 2013; Ribas & Wolchok, 2018). Many myeloid cells, such as macrophages, dendritic cells, monocytes, and neutrophils, not only act as antigen presenting cells to promote anti‐tumor T‐cell responses, but also suppress T cells in many cancer contexts (Grivennikov *et al*, 2010; Joyce & Fearon, 2015; Kumar *et al*, 2016). In CRC, immune cell infiltration and contexture are heterogeneous and reflective of its pathology (Guinney *et al*, 2015; Dienstmann & Tabernero, 2017; Pages *et al*, 2018). Activated T cells are most prominent in primary CRC tumors characterized by high microsatellite instability (MSI) of cancer cells (Mlecnik *et al*, 2016), and infiltration thereof is correlated with favorable prognoses (Pages *et al*, 2018). Remarkable success of immune checkpoint blockade (ICB), which bolsters T‐cell tumor immunity, in solid tumors (Ribas & Wolchok, 2018), led to initiation of clinical trials for ICB in CRC. Unfortunately, the trials were largely unsuccessful and an effective response was only observed in MSI cases (Le *et al*, 2017; Overman *et al*, 2017). The vast unresponsiveness of CRC patients to ICB therapy suggests that there may be unknown factors contributing to T‐cell suppression in the tumor microenvironment (TME).

Immune‐promoting and immune‐suppressive signals are present in normal colon and are essential to maintain tissue homeostasis (Saleh & Trinchieri, 2011). The lack of anti‐tumor immune responses observed in a variety of cancers including CRC is thought to depend largely on an aberrant activation of immune‐suppressive signals in the TME (Llosa *et al*, 2015; Topalian *et al*, 2015; Le *et al*, 2017; Overman *et al*, 2017). Whether these immune‐evasive mechanisms are induced exclusively in established CRCs or develop first in early lesions is currently unknown. Similar to CRC, benign adenomatous precursor lesions are variably infiltrated with T cells and myeloid cells (McLean *et al*, 2011; Maglietta *et al*, 2016). How this correlates with and influences progression to CRC, however, is largely unknown.

Mouse models with inducible intestinal adenoma formation recapitulate human disease and allow for the functional investigation of the TME and its implication in tumor progression (Jackstadt & Sansom, 2016). Here, we investigate the influence of different subsets of immune cells on murine colon adenoma formation and progression. We demonstrate that tumor‐infiltrating neutrophils suppress T cells and thus prevent them from inhibiting tumor formation. Further, we identify neutrophil‐mediated activation of latent TGFβ to be a mechanism of T‐cell suppression in mouse adenomas. Finally, we found that neutrophil infiltration is a conserved feature of human CRCs and that concomitant neutrophil infiltration plus TGFβ activation is indicative of T‐cell suppression in human tumors.

## Results

### T‐cell depletion enhances mouse colon adenoma formation

A variety of mouse intestinal tumor models with distinct properties have been used in CRC research in recent decades (Jackstadt & Sansom, 2016). The majority of these models are based on loss of function of the Apc gene or similar genetic alterations leading to hyperactivation of the Wnt signaling pathway (Jackstadt & Sansom, 2016). Wnt hyperactivation is found in more than 90% of human CRCs (Cancer Genome Atlas, 2012) and is sufficient to induce intestinal adenoma formation in mice (Shibata *et al*, 1997). Most recent studies on mouse tumor formation use Cre recombinase‐based mouse models that induce tumor formation predominantly in the small intestine (Jackstadt & Sansom, 2016). Because tumor formation in humans is largely confined to the colon and not the small intestine, we opted to use *Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mice in which Cre activation induces adenoma formation specifically in the colon (Feng *et al*, 2013). Injecting these mice with a low dose of Tamoxifen to activate Cre‐recombinase led to the formation of aberrant crypt foci within 3 weeks and the formation of macroscopic adenomatous tumors within 6–14 weeks. Activation of T cells counteracts disease progression in microsatellite instable CRCs (Le *et al*, 2017) and in murine advanced CRC transplantation models (Lau *et al*, 2017), but the role of T cells in colon adenomas has not been investigated so far. To test whether tumor‐infiltrating T cells affect colon adenoma formation in *Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mice, we continuously injected them with anti‐CD4 and anti‐CD8 neutralizing antibodies during and after tumor initiation (Fig 1A). This regimen depleted peripheral T cells and diminished tumor T‐cell infiltration by about 60% (Fig 1B and Appendix Fig S1A and B). Despite the incomplete depletion of T cells within colon tumors, we observed an increased total tumor volume as a result of increased tumor numbers and a tendency to increased tumor size (Fig 1C). Within the first week of tumor initiation, T‐cell depletion had no effect on the number of cells with increased nuclear and cytoplasmic β‐catenin staining (Appendix Fig S1C and D), suggesting that loss of T cells has no effect on the transformation of tumor initiating cells by recombinase‐mediated *Apc* gene knockout (Barker *et al*, 2009). T‐cell depletion had no effect on the adenomatous phenotype of tumors (Appendix Fig S2A and B). Taken together, this indicates that T cells already counteract tumor formation in the colon of mice at the early adenoma stage, and T‐cell depletion accordingly promotes tumor development. To test whether inhibition of tumor formation is mediated via a cytotoxic T‐cell response, we injected mice with only anti‐CD8 neutralizing antibodies during and after tumor initiation. In contrast to co‐depletion of CD4^+^ and CD8^+^ T cells, depletion of CD8^+^ T cells alone had no effect on tumor number or total tumor burden (Appendix Fig S2C and D). This suggests that either CD4^+^ T cells alone or CD4^+^ T cells in concert with CD8^+^ T cells mediate suppression of mouse colon adenoma formation.

**Figure 1:**
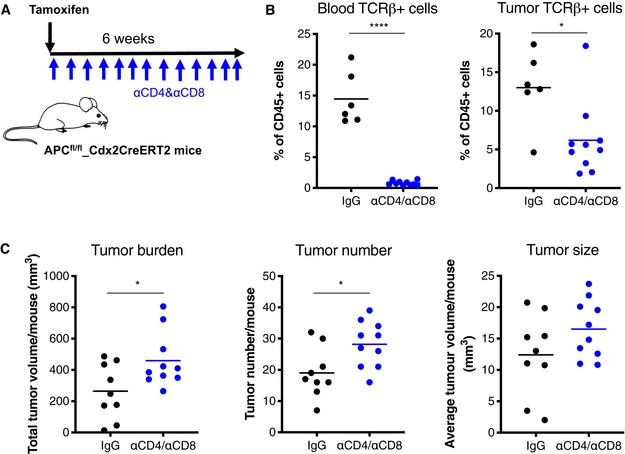
T‐cell depletion leads to increased colon tumor growth in mice A
*Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mice were treated with Tamoxifen and, beginning the day following treatment, injected with either anti‐CD4 and anti‐CD8 neutralizing antibodies (αCD4/αCD8, blue dots) or IgG control (black dots) twice a week for 6 weeks.BFACS analysis of relative TCRβ^+^ T‐cell content in blood (left panel) and tumors (right panel) of mice at the end of treatments as indicated in (A). αCD4/αCD8: *n* = 10; IgG: *n* = 6.CTumor burden (left panel), tumor number (middle panel), and average tumor size (right panel) per mouse assessed during colon resection at the end of treatments. αCD4/αCD8: *n* = 10; IgG: *n* = 9.Data information: In (B–C), statistical analysis was performed by unpaired two‐tailed Student's *t*‐tests. *P < 0.05; ****P < 0.0001. Exact *P*‐values are provided in Appendix Table S4.

### Low‐inflammatory T‐cell infiltration and high myeloid cell infiltration characterize progression of colon adenomas

Having discovered that T cells counteracted initiation of mouse adenomas, we wanted to investigate whether tumor T cells persisted during adenoma progression. For that purpose, we analyzed the distribution of T cells in tissues from healthy colon and colon tumors by FACS analysis and immunohistochemistry over time. T‐cell infiltration was lower in established adenomas than in healthy colon (Fig 2A and B, Appendix Fig S3 and A), suggesting that T cell‐exclusion mechanisms develop during adenoma progression. To investigate whether the low tumor T‐cell infiltration was based on general exclusion of immune cells or on mechanisms inhibiting T cells specifically, we compared the immune cell contexture of tumors and healthy colon. Infiltration of total CD45^+^ immune cells between normal colon and tumor tissue was comparable (Appendix Fig S4B–D), contraindicating a general immune cell exclusion from tumors. In contrast to T cells, tumor‐infiltrating myeloid cells, including neutrophils, monocytes, and macrophages, were increased compared to normal tissue (Figs 2C–F and EV1A, Appendix Fig S4E). T‐cell infiltration in tumor inversely correlated with neutrophil and monocyte infiltration (Fig 2G). This was not the case for neither total macrophages (Fig EV1B), nor macrophages expressing CD206 (Fig EV1C), a marker specific for T cell‐suppressive macrophages (Mantovani *et al*, 2017). Investigating inflammatory and immune‐suppressive T‐cell subsets, we found that both CD8^+^ and total CD4^+^ T cells, but not CD4^+^ Foxp3^+^ regulatory T cells (Tregs) were decreased in tumors compared to healthy colon (Fig 2H–J). Thus, the fraction of potentially immune‐suppressive Tregs among total T cells was increased (Fig 2K). This was not the case for inflammatory interferon‐γ (INFγ)^+^, granzyme B^+^, or interleukin 17A^+^ T‐cell subsets (Fig EV1D), which means that total numbers of these T‐cell subsets are reduced in tumors compared to healthy colon (Fig EV1E). These data indicate a specific reduction of inflammatory T cells in colon tumors and suggest a potential involvement of neutrophils and monocytes in reducing tumor T‐cell infiltration.

**Figure 2:**
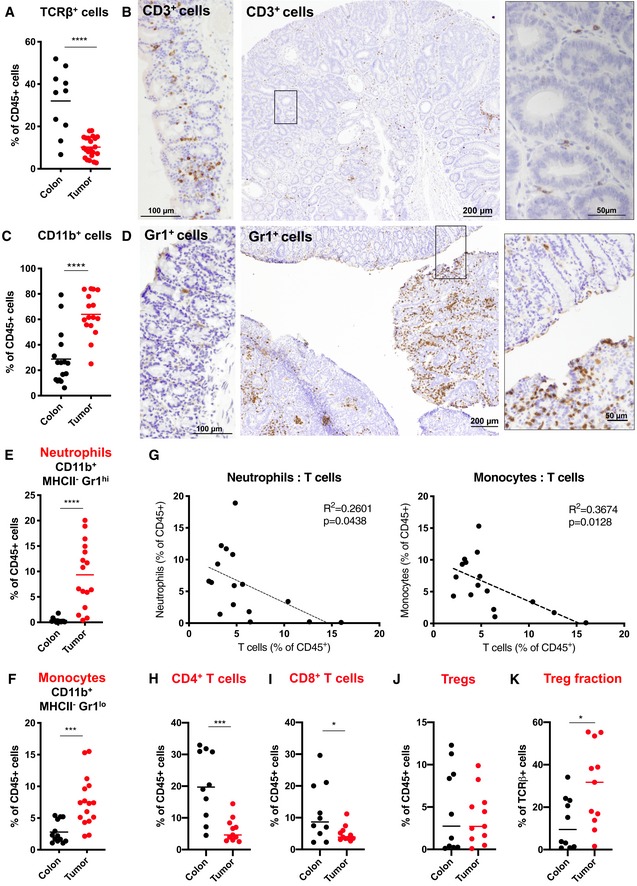
T‐cell exclusion in mouse colon tumors correlates with neutrophil and monocyte tumor infiltration Immune cell contexture in healthy colon and colon tumors of *Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mice.
ARelative TCRβ^+^ T‐cell content in colon (*n* = 10) and tumor (*n* = 22).BAnti‐CD3 immunostaining on normal colon (left panel) and a representative colon tumor section derived from an *Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mouse (right panel: higher magnification of area indicated in middle panel).CRelative CD11b^+^ myeloid cell content in colon (*n* = 16) and tumors (*n* = 16).DAnti‐Gr1 immunostaining on normal colon (left panel) and a representative colon tumor section derived from an *Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mouse (right panel: higher magnification of area indicated in middle panel).E–GRelative CD11b^+^ MHCII^−^ Gr1^hi^ neutrophil (E) and CD11b^+^ MHCII^−^ Gr1^lo^ monocyte (F) content in colon (*n* = 13) and tumors (*n* = 16). (G) Correlation of tumor T‐cell numbers to sample‐matched tumor‐derived neutrophil (left panel) and monocyte (right panel) numbers (*n* = 16).H–JPercentage of T‐cell subsets among total CD45^+^ hematopoietic cells in colon (*n* = 10) and tumor (*n* = 11). (H) CD4^+^ TCRβ^+^ T cells. (I) CD8^+^ TCRβ^+^ T cells. (J) Foxp3^+^ CD4^+^ TCRβ^+^ regulatory T cells (Tregs).KPercentage of Tregs among total T cells (CD45^+^ TCRβ^+^) in normal colon (*n* = 10) or colon tumors (*n* = 11).Data information: In (A), (C), and (E–K), relative content of individual cell types was determined in tissue‐derived single cell suspension using cell type‐specific antibodies and FACS analysis. Each dot represents pooled tumors from one mouse. (A), (C), (E), (F), and (H–K), statistical analysis performed by unpaired two‐tailed Student's *t*‐tests. *P < 0.05; ***P < 0.001; ****P < 0.0001. Exact *P*‐values are provided in Appendix Table S4. Statistical analysis of (G) was performed by linear regression.Source data are available online for this figure.

**Figure EV1:**
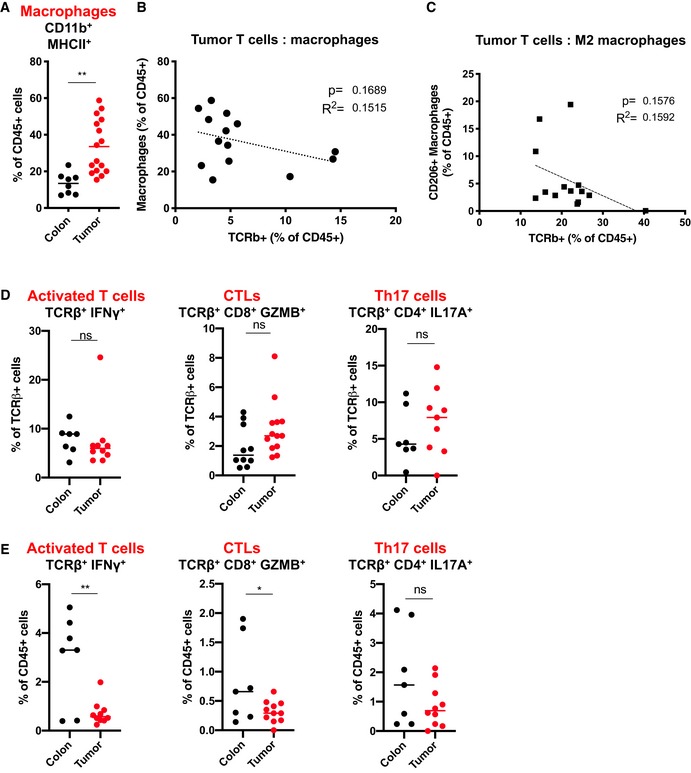
Infiltration of macrophages and T‐cell subsets in mouse colon tumors ARelative CD11b^+^ MHCII^+^ macrophage content in colon (*n* = 8) and tumors (*n* = 16).BCorrelation of relative CD11b^+^ MHCII^+^ macrophage content to sample‐matched relative TCRβ^+^ T‐cell content in colon tumors (*n* = 14).CCorrelation of CD206^+^ macrophage content to sample‐matched T‐cell content isolated from colon tumors (*n* = 14).D, EIFNγ^+^, CD8^+^ GZMB^+^, and IL17A^+^ CD4^+^ effector T‐cell subsets in normal colon and colon tumors displayed as percentage of total TCRβ^+^ T cells (D) or total CD45^+^ hematopoietic cells (E).Data information: In (A–E), each dot represents an individual mouse. (D, left panel); Colon: *n* = 7. Tumor: *n* = 10. (D, middle panel); Colon: *n* = 10. Tumor: *n* = 13. (D, right panel); Colon: *n* = 7. Tumor: *n* = 9. (E, left panel); Colon: *n* = 7. Tumor: *n* = 10. (E, middle panel); Colon: *n* = 7. Tumor: *n* = 11. (E, right panel); Colon: *n* = 7. Tumor: *n* = 10. (A), (D), and (E), statistical analysis was performed by unpaired two‐tailed Student's *t*‐tests. *P < 0.05; **P < 0.01. Exact *P*‐values are provided in Appendix Table S4. (B) and (C), statistical analysis was performed by linear regression.

### Tumor neutrophils suppress T‐cell proliferation *in vitro*

Suppression of T cells by neutrophil and monocyte subtypes via various mechanisms have been previously described (Talmadge & Gabrilovich, 2013), including secretion of immunosuppressive TGFβ and IL10 or enzymatic activity of arginase, nitric oxide synthetase (iNOS), adenosine‐converting enzymes (CD39 and CD73), indoleamine‐deoxygenase, and cyclooxygenase‐2 (PTGS2) (Gabrilovich *et al*, 2012; Bronte *et al*, 2016; Kumar *et al*, 2016; Shaul & Fridlender, 2018). One of the core characteristics of T cell‐suppressive myeloid cells is their ability to inhibit T‐cell proliferation *in vitro* (Bronte *et al*, 2016). To determine whether any of the tumor‐infiltrating myeloid subpopulations in our mouse model exhibit T cell‐suppressive activity, we performed co‐culture experiments with *in vitro*‐activated T cells from healthy mice and tumor‐derived myeloid subpopulations (Appendix Figs S3A and S5A–F). Neutrophils and to a lesser extent, macrophages, but not monocytes isolated from colon tumors of mice inhibited proliferation of *in vitro*‐activated T cells (Fig 3A), suggesting that tumor‐infiltrating neutrophils have high T cell‐suppressive potential.

**Figure 3:**
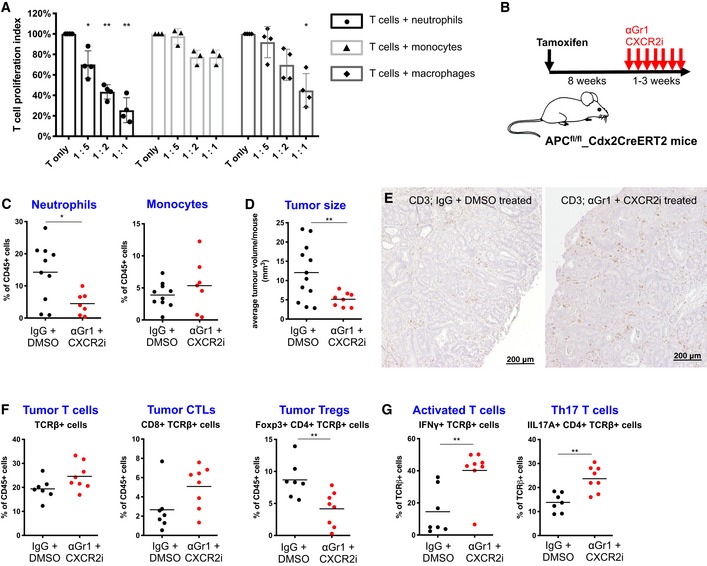
Tumor neutrophils suppress T cells *in vitro* and *in vivo* A
*In vitro* co‐culture of activated T cells with increasing ratios of neutrophils, monocytes, or macrophages. T‐cell proliferation index is numbers of proliferated T cells after 3 days of indicated co‐culture condition relative to the number of proliferated T cells when cultured alone. CD4^+^ and CD8^+^ T cells were derived from lymph nodes of wild‐type mice. Neutrophils, monocytes, and macrophages were derived from colon tumors of *Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mice. Each dot represents an individual neutrophil (*n* = 4), monocyte (*n* = 3), or macrophage (*n* = 4) sample. Bars represent mean ± SD.BExperimental setup. Eight weeks after Tamoxifen treatment of *Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mice, animals were treated with anti‐Gr1 antibody (αGr1, three times/week) plus CXCR2 inhibitor (CXCR2i, five times/week) or with IgG (three times/week) plus DMSO control (five times/week) for 1–3 weeks.CTumor neutrophil (left panel) and monocyte (right panel) content after αGr1 + CXCR2i (*n* = 7) or IgG + DMSO (*n* = 10) treatments.DAverage tumor volume per mouse at the end of αGr1 + CXCR2i (*n* = 9) or IgG + DMSO (*n* = 12) treatments as indicated in (B).EAnti‐CD3 immunostaining on representative tumor sections derived from mice after indicated treatments.FFACS analysis of CD45^+^ TCRβ^+^ cells, CD45^+^ TCRβ^+^ CD8^+^ cells, and CD45^+^ TCRβ^+^ CD4^+^ Foxp3^+^ cells in extracted tumors after αGr1 + CXCR2i (*n* = 8) or IgG + DMSO (*n* = 7) treatments.GFACS analysis of IFNγ (left panel) and IL17A (right panel) expression in tumor extracted T cells after αGr1 + CXCR2i (*n* = 7) or IgG + DMSO (*n* = 7) treatments.Data information: In (A), statistical analysis was performed by using two‐way ANOVA with Dunnett's multiple comparison tests. *P < 0.05; **P < 0.01. In (C–D) and (F–G), shown are combined data of two independent experiments. Each dot represents pooled tumors from one mouse. Statistical analysis was performed by unpaired two‐tailed Student's *t*‐tests. *P < 0.05; **P < 0.01. Exact *P*‐values are provided in Appendix Table S4.Source data are available online for this figure.

### Neutrophil depletion in tumor‐bearing mice reduces tumor burden and activates T cells

We observed low T‐cell infiltration in mouse colon tumors when neutrophils were present. Together with the fact that tumor‐derived neutrophils inhibited T‐cell proliferation *in vitro*, this indicates that in mouse colon tumors, neutrophils may be involved in T‐cell exclusion. To investigate this hypothesis, we treated *Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mice with combined anti‐Gr1 antibody and CXCR2 inhibitor at a stage where mice had established tumors with expected high neutrophil and low T‐cell infiltration (Fig 3B). This regimen depleted neutrophils, but not monocytes, from blood and tumors of mice (Fig 3C and Appendix Fig S6A and B) and, compellingly, resulted in reduced average tumor size and, consequently, total tumor burden (Fig 3D and Appendix Fig S6C). This correlated with increased tumor infiltration of activated T cells, reduced numbers of Tregs, and a trend to increased total T‐cell numbers (Fig 3E–G and Appendix Fig S6D). In analogy to mice with established colon tumors, treatment of *Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mice with combined anti‐Gr1 antibody and CXCR2 inhibitor during and after tumor initiation led to reduced tumor neutrophil infiltration and reduced tumor burden (Fig EV2). When in this experimental setting tumor‐infiltrating T cells were co‐depleted, neutrophil depletion no longer reduced tumor growth (Fig EV2).

**Figure EV2:**
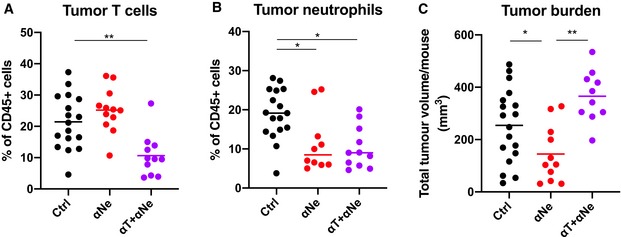
Effect of neutrophil plus T‐cell co‐depletion on mouse colon tumor formation A–C
*Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mice were treated with Tamoxifen and 1 day post‐treatment injected with either IgG control, neutrophil depletion regimen (αGr1+CXCR2i; αNe) or with neutrophil depletion regimen plus T‐cell depletion regimen (αCD4^+^αCD8^+^) (αT + αNe) for 5 weeks (A). Colons were then excised and analyzed by FACS for their content of CD45^+^ TCRβ^+^ T cells (A) and CD45^+^ CD11b^+^ Ly6C^lo^ SSC^hi^ neutrophils (B) and scored on the number and size of tumors (C).Data information: In (A–C), each dot represents an individual mouse. (A) Ctrl: *n* = 17. αNe: *n* = 11. αT+αNe: *n* = 11. (B) Ctrl: *n* = 17. αNe: *n* = 10. αT+αNe: *n* = 11. (C) Ctrl: *n* = 18. αNe: *n* = 11. αT+αNe: *n* = 11. Statistical analysis was performed by unpaired two‐tailed Student's *t*‐tests. *P < 0.05; **P < 0.01. Exact *P*‐values are provided in Appendix Table S4.

These data strongly suggest that tumor‐infiltrating neutrophils impair activation of T cells present in colon tumors and, as such, are part of the tumor growth sustaining tumor microenvironment (TME). In contrast to neutrophil depletion, reducing tumor macrophage infiltration by treating mice with a colony‐stimulating factor 1‐receptor inhibitor had no effect on tumor burden or tumor T‐cell activation (Appendix Fig S6E–G).

### Tumor neutrophils express genes associated with T‐cell suppression

To investigate how neutrophils mediate T‐cell suppression, we performed RNA‐sequencing on sorted neutrophils and monocytes from tumors and blood of tumor‐bearing and healthy mice. 

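The deposited expression data covered 40 libraries in 10 groups of 4, each group holding 1 sorted cell type from 1 source. Neutrophils and monocytes had been sorted from colon tumors, from blood of tumor-bearing mice and from blood of healthy mice, which gave 24 libraries, and epithelial and stromal cells from colon tumors and healthy colon gave the rest. In the tumor, neutrophils were gated as Ly6G-positive, Ly6C-low and monocytes as Ly6G-negative, Ly6C-high cells, both negative for MHCII (Appendix Fig S3A). Tumors had been induced with tamoxifen at 25 mg/kg, which activates a colon-expressed Cre recombinase that deletes both copies of Apc. RNA was amplified into double-stranded cDNA before the sequencing libraries were made. The authors mapped the reads to mouse genome mm10 and deposited an expected count and an RPKM value, which scales the reads by transcript length and by the number of mapped reads, for each of 45706 Ensembl genes in each library. Of the nonzero expected counts, 99.6% were not whole numbers. Counts on genes totaled between 10717873 and 38002939 per library, with a median of 16338416. The median was 16561612 in tumor neutrophils, 17810098 in tumor monocytes, 13630662 in blood neutrophils of tumor-bearing mice, 14967270 in their blood monocytes, 14809562 in blood neutrophils of healthy mice and 16046550 in their blood monocytes. Over the 60 pairs of replicates within a group, the squared difference between replicates was 21.5 to 852.5 times what counting error alone would give, for genes with at least 20 counts in the pair. Rounded counts of the 8 libraries of the groups compared were tested with edgeR's quasi-likelihood test after TMM normalization, on the genes kept by filterByExpr. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1.5, the thresholds the paper states, were called differentially expressed. The paper names limma and voom for this step, and limma-voom was run as an alternative on the same libraries. Values of single genes are given as mean RPKM ± SD over 4 libraries, with a 2-sided exact permutation test of the means, which can give no p-value under 0.0286 with 70 arrangements of 4 against 4 libraries.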

Global gene expression was highly altered in tumor‐derived cells, indicating that both neutrophils and monocytes undergo substantial transcriptional alterations upon tumor infiltration (Appendix Fig S7A and B). 

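In neutrophils, 2229 of the 13674 genes tested (16.3%) were differentially expressed between tumors and blood of tumor-bearing mice, 1626 higher and 603 lower in tumor. The comparison of monocytes gave 1781 of 15280 genes (11.7%), 1186 higher and 595 lower in tumor. Between blood of tumor-bearing and healthy mice, 536 of 13360 genes (4.01%) differed in neutrophils, 239 higher and 297 lower in tumor-bearing mice, and 32 of 15313 (0.209%) differed in monocytes, 14 higher and 18 lower. The median log2 fold change over all genes tested was 0.11 for tumor against blood neutrophils and -0.03 for tumor against blood monocytes. The alternative that moved the tumor counts most was a fit of all 40 libraries in 1 model, which called 5995 genes in neutrophils and 2803 in monocytes. A single library also moved the neutrophil count by more than 1.5 times, which was 3624 without tumor neutrophil replicate 2. Epithelial markers averaged 31.8% of their level in tumor epithelial cells over the tumor neutrophil libraries. Epithelial cells at that share would bring 50% or more of the rise for 61.9% of the 1626 genes. Without replicate 1 this was 37.2% of 1425 genes. Xist, transcribed in females, exceeded 1 RPKM in 0 of 4 tumor neutrophil libraries and in 2 of 4 blood libraries compared. With Xist as a covariate, chosen after the results were seen, 934 genes were called.

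**Figure D1:**
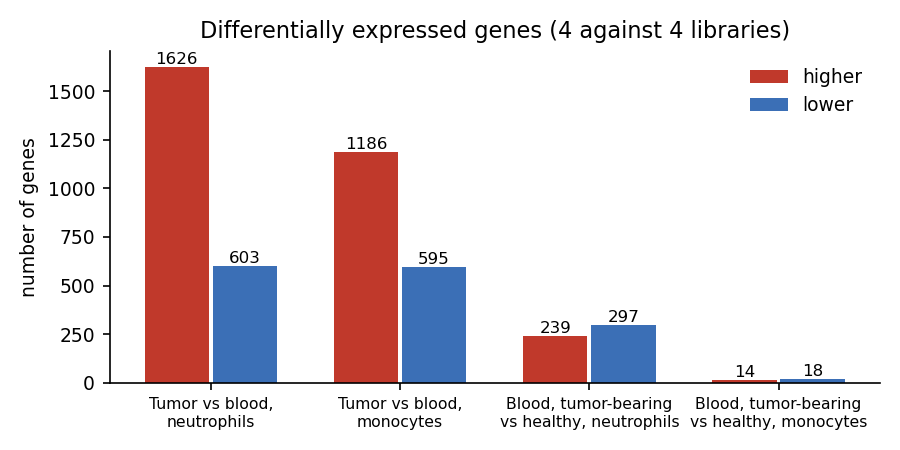
Number of differentially expressed genes in each comparison of neutrophils and monocytes, with genes higher in the first group drawn apart from genes lower in it. The bars reach 1626 higher and 603 lower genes for tumor against blood neutrophils and 14 higher and 18 lower genes for blood monocytes of tumor-bearing against healthy mice.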

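The largest changes were taken from the differentially expressed genes with a mean log2 CPM, counts scaled to library size, of at least 5 and no overlap between the groups of libraries, 635 genes in neutrophils and 649 in monocytes. The gene with the largest rise from blood to tumor neutrophils was Cdh17 (ENSMUSG00000028217, chromosome 4 from 11758147 to 11817895 of mm10). It had 3 counts or fewer in every blood neutrophil library and was at least 531-fold higher in tumor neutrophils (edgeR, adjusted p = 0.00148), at 4.90 ± 4.99 RPKM against 5.45 ± 4.21 RPKM in sorted tumor epithelial cells. The next were Dmbt1 (ENSMUSG00000047517), with a log2 fold change of 10.77 (standard error 1.51, adjusted p = 0.00124 from edgeR's test), and Lypd8 (ENSMUSG00000013643), with 10.37 (standard error 1.22, adjusted p = 6.9e-04). Both were also abundant in tumor epithelial cells, Dmbt1 at 15.5 ± 10.2 RPKM against 18.4 ± 15.2 in tumor neutrophils and Lypd8 at 66.6 ± 56.9 against 141 ± 109.6. The largest falls were those of Ppbp (log2 fold change -6.24), B430010I23Rik (-5.33), which overlaps Mtus1 on the other strand and whose reads the counting could have split, and Ly9 (-4.45), with adjusted p-values of 0.00165, 8.9e-04 and 2.1e-04 from the same edgeR test. Platelet markers summed to 2.13 to 40.3 RPKM in these blood neutrophil libraries and to 0.142 to 1.61 in tumor neutrophils. Platelet RNA in the blood fraction thus remains open as the source of the Ppbp fall. Across the alternatives the adjusted p-value reached 0.218 for Cdh17, 0.132 for Dmbt1 and 0.0609 for Ppbp, so these calls were lost in some. In monocytes, Il1a (ENSMUSG00000027399, chromosome 2 from 129299610 to 129309972) rose most, from 0.0469 ± 0.0443 RPKM in blood to 118 ± 14.9 RPKM in tumor (log2 fold change 11.57, standard error 0.56, edgeR adjusted p = 2.2e-06). Flrt3 followed with a log2 fold change of 10.64 and Dab2 with 10.52. The hemoglobin genes Hbb-bs (-7.50) and Hbb-bt (-7.43), paralogs whose reads the counting could have split, and Ngp (-6.37) fell most. The adjusted p-values of Hbb-bs and Hbb-bt passed 0.05 in 6 of 9 alternatives and reached 0.157 and 0.156. Erythroid markers summed to 740 and 533 RPKM in blood monocyte replicates 1 and 2 of tumor-bearing mice. They summed to 6.11 and 29.0 in replicates 3 and 4 and to at most 2.60 in tumor monocytes. The hemoglobin falls thus follow red-cell RNA in some blood libraries and need not be a change in monocytes. The paper reasons from the altered global gene expression in tumor-derived cells, shown as clusters and as overlaps of called genes (Appendix Fig S7A and B). It takes this as a sign of substantial transcriptional alterations in both cell types when they infiltrate the tumor.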

Clear phenotypic differences between tumor associated neutrophils and monocytes and their circulating counterparts have been previously described (Kumar *et al*, 2016; Shaul & Fridlender, 2018). Both tumor‐infiltrating neutrophils and monocytes expressed Arginase 2, CD39 and CD73, IL10, iNOS, and Ptgs2 at increased levels compared to circulating cells (Appendix Fig S7C). These genes are all implicated in the secretion of factors known to suppress T cells (Gabrilovich *et al*, 2012; Lanitis *et al*, 2017). Accordingly, transwell co‐culture experiment results suggested that the T cell‐suppressive properties of neutrophils rely, at least partially, on secreted factors (Appendix Fig S8A). 

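The 6 genes and Arg1, which Appendix Fig S7C also shows, were measured in each library. On mm10, Arg2 (ENSMUSG00000021125) lies on chromosome 12 from 79130777 to 79156301 and overlaps Vti1b and Gm48780 on the other strand. Entpd1 (ENSMUSG00000048120), which encodes CD39, lies on chromosome 19 from 40612366 to 40741602, and Nt5e (ENSMUSG00000032420), which encodes CD73, on chromosome 9 from 88327197 to 88372092. Il10 (ENSMUSG00000016529) lies on chromosome 1 from 131019845 to 131024974 and Nos2 (ENSMUSG00000020826), which encodes iNOS, on chromosome 11 from 78920787 to 78960254. Ptgs2 (ENSMUSG00000032487) lies on chromosome 1 from 150100031 to 150108227 and Arg1 (ENSMUSG00000019987) on chromosome 10 from 24915221 to 24927484. In neutrophils, all 7 genes had a positive log2 fold change from blood to tumor in edgeR's test, and 4 passed an adjusted p-value of 0.05 over all genes tested. Il10 stood at 5.94 ± 1.22 RPKM in tumor and 0.123 ± 0.0817 in blood neutrophils of tumor-bearing mice (log2 fold change 5.63, standard error 0.69, adjusted p = 7.7e-04). Entpd1 stood at 70.5 ± 29.1 RPKM in tumor and 20.1 ± 0.944 in blood neutrophils of tumor-bearing mice (log2 fold change 1.91, standard error 0.45, adjusted p = 0.0147). Nt5e was measured at 1.8 ± 0.654 RPKM in tumor and 0.474 ± 0.302 in blood neutrophils of tumor-bearing mice (log2 fold change 2.04, standard error 0.57, adjusted p = 0.0323), and Ptgs2 at 128.97 ± 131 RPKM in tumor and 7.68 ± 7.72 in blood neutrophils of tumor-bearing mice (log2 fold change 4.40, standard error 1.19, adjusted p = 0.0277). Every tumor library lay above every blood library for Il10, Entpd1, Nt5e and Ptgs2 (exact permutation test, p = 0.0286 each). Without blood neutrophil replicate 1, Il10 alone of these 4 genes stayed under 0.05, with edgeR adjusted p-values of 0.0575 for Entpd1, 0.0856 for Nt5e and 0.0543 for Ptgs2. Without blood neutrophil replicate 2 the same 3 genes had adjusted p-values of 0.0604, 0.0963 and 0.0668. Arg2 missed the threshold at 89.1 ± 40.4 RPKM in tumor and 34.2 ± 2.19 in blood neutrophils of tumor-bearing mice (log2 fold change 1.59, standard error 0.50, adjusted p = 0.0510), with 3 of 4 tumor libraries above every blood library (exact permutation test, p = 0.0857). Its edgeR adjusted p-value was 0.00438 without tumor neutrophil replicate 1. Across the alternatives the adjusted p-value of Arg2 ran from 0.0222 to 0.203, and it passed with DESeq2 and with a minimum of 10 counts in every library. The corresponding highest values were 0.110 for Entpd1, 0.0815 for Nt5e, 0.0759 for Ptgs2 and 0.00315 for Il10. Nos2 had 4.55 ± 4.16 RPKM in tumor and 1.59 ± 1.22 in blood neutrophils of tumor-bearing mice (log2 fold change 1.47, standard error 1.00, adjusted p = 0.341) and Arg1 had 0.850 ± 1.41 RPKM in tumor and 0.129 ± 0.0885 in blood neutrophils of tumor-bearing mice (log2 fold change 2.47, standard error 1.34, adjusted p = 0.229), with exact permutation p-values of 0.343 and 0.457. The Arg1 mean rested on replicate 1, without which its log2 fold change was 0.26, and that of Ptgs2 largely on replicate 2 (323 RPKM against 48.5 to 85.2 in the others), without which its log2 fold change was 2.83. Adjusted over the list alone, 5 of the 7 genes passed 0.05, the additional gene being Arg2 at 0.0129, and since the paper shows these genes from the same libraries that count is not independent evidence. The alternative that moved the count of 4 most was limma on log2 RPKM values, with a pseudocount of 1 or of 0.1, which called Il10 only.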

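In monocytes, all 7 genes passed an adjusted p-value of 0.05 in edgeR's test, over all genes tested and adjusted over the list alone, and for each of them every tumor library lay above every blood library (exact permutation test, p = 0.0286). Nos2 rose most, from 0.0187 ± 0.0262 RPKM in blood to 6.43 ± 10.2 in tumor (log2 fold change 8.80, standard error 1.55, adjusted p = 0.00346). The tumor mean of Nos2 rested largely on replicate 1, and without that library the log2 fold change was 6.42. Ptgs2 rose from 1.81 ± 1.06 to 131 ± 20.5 RPKM (log2 fold change 6.45) and Arg1 from 0.321 ± 0.330 to 20.5 ± 14.0 (6.22). Il10 went from 0.453 ± 0.677 to 7.37 ± 6.12 RPKM, with a log2 fold change of 4.29 and an edgeR adjusted p-value of 0.0174 that was 0.0510 without blood monocyte replicate 3 and 0.0514 without tumor monocyte replicate 2. The RPKM values of Nt5e were 0.0532 ± 0.0312 in blood and 0.865 ± 0.257 in tumor, a log2 fold change of 4.25. Arg2 had 2.43 ± 2.02 RPKM in blood and 26.3 ± 5.73 in tumor (3.65 on the log2 scale), and Entpd1 had 2.14 ± 0.404 and 15.9 ± 6.54 (3.16). The call of Nos2 was lost under limma-voom, where its adjusted p-value was 0.0624, and the values over the alternatives ran from 3.4e-07 to 0.253. Whether the change from blood to tumor differed between the cell types was tested as an interaction over 16 libraries. Of the 3 genes that passed in monocytes only, Nos2 differed (edgeR interaction, log2 difference -7.40, standard error 1.89, adjusted p = 0.0364), and Arg1 (-3.94, adjusted p = 0.152) and Arg2 (-2.17, adjusted p = 0.1002) did not pass 0.05. The difference in Nos2 passed in 8 of the 16 fits that each left out 1 library and had an edgeR adjusted p-value of 0.105 without tumor monocyte replicate 1, the highest of these, while the alternatives gave 4.0e-04 to 0.681. Those of Arg1 and Arg2 passed in some fits. Without 1 library their edgeR adjusted p-values ran from 0.0329 to 0.277 for Arg1 and from 0.0242 to 0.171 for Arg2. The alternatives gave 0.0247 to 0.188 for Arg1 and 0.0362 to 0.142 for Arg2.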

Small molecule inhibitors of Arginase, iNOS, adenosine signaling, Ptgs2, or blocking anti‐IL10 antibodies were, however, unable to revert the neutrophil‐mediated inhibition of T‐cell proliferation in the co‐culture assay (Appendix Fig S8B). This is in contrast to a recent study, where inhibition of iNOS partially rescued T‐cell suppression mediated by neutrophils isolated from breast tumor‐bearing mice (Coffelt *et al*, 2015). Our results, however, suggest that the investigated pathways in the context of mouse colon adenoma are not the principle drivers of the neutrophil‐mediated T‐cell suppression.

### Neutrophil‐secreted MMP9 activates TGFβ‐mediated T‐cell suppression and tumor promotion

Since our results and previous studies (Gabrilovich *et al*, 2012; Coffelt *et al*, 2015; Kumar *et al*, 2016) suggest that the most likely mediator of T‐cell suppression by neutrophils is a soluble factor, we next aimed to identify these factors *in vitro*. We performed cytokine array analysis of T cells co‐cultured with tumor‐derived neutrophils or monocytes to identify differentially secreted proteins that may account for the T cell‐inhibitory effect of neutrophils. Metalloproteinase 9 (MMP9) and Resistin‐like molecule β (RELMβ) were the only two proteins that were specifically identified as being differentially secreted in the T‐cell co‐culture assay when tumor‐derived neutrophils were present (Fig 4A). MMP9 is known to process latent TGFβ into its active form (Yu & Stamenkovic, 2000), and TGFβ was recently shown to be part of the immune‐suppressive TME in colon tumors (Mariathasan *et al*, 2018; Tauriello *et al*, 2018). We therefore hypothesized that neutrophils contribute to the inhibitory TME through MMP9 secretion, which subsequently proteolytically cleaves and activates latent TGFβ produced by the TME. To test this hypothesis, we first confirmed the neutrophil‐specific expression of MMP9 within tumors by mRNA analysis and co‐immunostaining. 

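The mRNA of Mmp9 (ENSMUSG00000017737, chromosome 2 from 164940780 to 164955850 on mm10) was compared across the 4 cell types sorted from tumors, with 4 libraries each. Counts on genes totaled 13944547 to 17980197 in tumor neutrophils, 12076890 to 20229439 in tumor monocytes, 19668703 to 33319740 in tumor epithelial cells and 12815805 to 22861761 in tumor stromal cells. Mmp9 was measured at 41.7 ± 24.2 RPKM in tumor neutrophils, 2.34 ± 2.82 in stromal cells, 0.0484 ± 0.0448 in monocytes and 0.0198 ± 0.0168 in epithelial cells. Neutrophils held 94.5% of the sum of the 4 means, with an SD of 6.74 over the libraries, and between 93.0% and 97.3% when each library was left out in turn. The lowest of the tumor neutrophil libraries, replicate 1 at 6.81 RPKM, still lay above the highest stromal library at 6.09. That neutrophil library also held epithelial marker transcripts at 92.7% of their level in tumor epithelial cells. The tumor stromal libraries labeled replicate 3 held neutrophil markers at 22.6% and 10.9% of their level in tumor neutrophils. In stromal replicates 1 and 2 these were at 0.669% and 0.180%. The stromal Mmp9 may thus not be that of stromal cells alone. In edgeR contrasts over the 19026 genes tested in these 16 libraries, the log2 fold change of Mmp9 in neutrophils was 10.53 against monocytes (standard error 1.45, adjusted p = 5.0e-04), 12.04 against epithelial cells (standard error 1.55, adjusted p = 3.1e-05) and 5.25 against stromal cells (standard error 1.15, adjusted p = 0.00467). For all 3 contrasts every neutrophil library lay above every library of the other type (exact permutation test, p = 0.0286). The contrast with stromal cells moved most among the alternatives, whose adjusted p-values ran from 0.00329 to 0.272, to a log2 fold change of 3.63 at the highest of these, when the animal named in each library's title entered the fit as a block. What that block removes is uncertain, since Xist, which is transcribed in females, was at 46.8 RPKM in tumor epithelial replicate 4 and at 0.0225 in tumor neutrophil replicate 4, whose titles name the same animal.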

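The mRNAs of Tgfb1 (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077), Tgfb2 (ENSMUSG00000039239, chromosome 1 from 186622792 to 186705989) and Tgfb3 (ENSMUSG00000021253, chromosome 12 from 86056745 to 86079041) were compared in the same libraries. Tumor stromal replicates 1 and 2 held epithelial marker transcripts at 89.4% and 49.2% of their level in tumor epithelial cells, against 19.0% and 12.7% in the other stromal libraries. Macrophage markers in the tumor stromal libraries were at 27.0% to 47.7% of their level in tumor monocytes. The stromal values may thus include RNA of other cells. Tgfb2 and Tgfb3 overlap predicted genes on the other strand, Gm29491 for Tgfb2 and Gm37804 and Gm48008 for Tgfb3. Tgfb1 stood at 18.1 ± 6.5 RPKM in tumor monocytes, 2.06 ± 1.52 in stromal cells, 1.98 ± 1.25 in neutrophils and 0.610 ± 0.122 in epithelial cells. Monocytes held 79.6% of the sum of the 4 means (SD 9.04). The log2 fold change of Tgfb1 in monocytes was 5.08 against epithelial cells (adjusted p = 5.5e-05) and 3.41 against stromal cells (adjusted p = 0.00145), and that of neutrophils was -2.54 against monocytes (adjusted p = 0.00901), all from edgeR's contrasts. Tgfb2 was measured at 2.14 ± 0.319 RPKM in epithelial cells, 1.57 ± 0.709 in stromal cells, 0.465 ± 0.346 in neutrophils and 0.145 ± 0.133 in monocytes, and epithelial and stromal cells held 49.5% and 36.4% of the sum. In the edgeR contrasts, Tgfb2 was lower in monocytes than in epithelial cells (log2 fold change -3.72, adjusted p = 0.00160) and stromal cells (-3.20, adjusted p = 0.00609). Across the alternatives the adjusted p-value of the first ran from 3.1e-04 to 0.0255 and that of the second from 0.00171 to 0.256, where it was lost with the animal in the library titles as a block, an assignment that Xist puts in doubt. Its differences between neutrophils and epithelial cells (-1.58, adjusted p = 0.0989) and between neutrophils and stromal cells (-1.07, adjusted p = 0.285) did not pass 0.05 there. With limma on log2 RPKM values and a pseudocount of 1, both passed, at adjusted p-values of 0.00202 and 0.0192, as they did with a pseudocount of 0.1, and the alternatives reached 0.248 and 0.794. With edgeR and tumor monocyte replicate 1 left out the first had 0.0418. The exact permutation test gave p = 0.0286 for Tgfb2 in neutrophils against epithelial cells and p = 0.0571 against stromal cells. Tgfb3 had 0.790 ± 0.204 RPKM in stromal cells, 0.657 ± 0.446 in epithelial cells, 0.211 ± 0.132 in monocytes and 0.106 ± 0.140 in neutrophils. Epithelial and stromal cells together held 82.0% of the Tgfb3 sum (SD 10.3). None of the 4 edgeR contrasts of Tgfb3 between a myeloid and a non-myeloid type passed 0.05, the closest being neutrophils against stromal cells (-2.38, adjusted p = 0.0619) and neutrophils against epithelial cells (-2.04, adjusted p = 0.0849). Without tumor neutrophil replicate 1 these had adjusted p-values of 0.0120 and 0.0156, and under limma-voom 0.0114 and 0.0177, while other alternatives reached 0.363 and 0.152.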

The major cell type expressing MMP9 mRNA and protein were tumor‐infiltrating neutrophils (Fig 4B and C, Appendix Fig S9A and B), while Tgfb1 mRNA expression was mostly restricted to tumor‐infiltrating monocytes and Tgfb2, and Tgfb3 mRNA expression was mostly restricted to tumor epithelium and stroma (Fig 4D).

**Figure 4:**
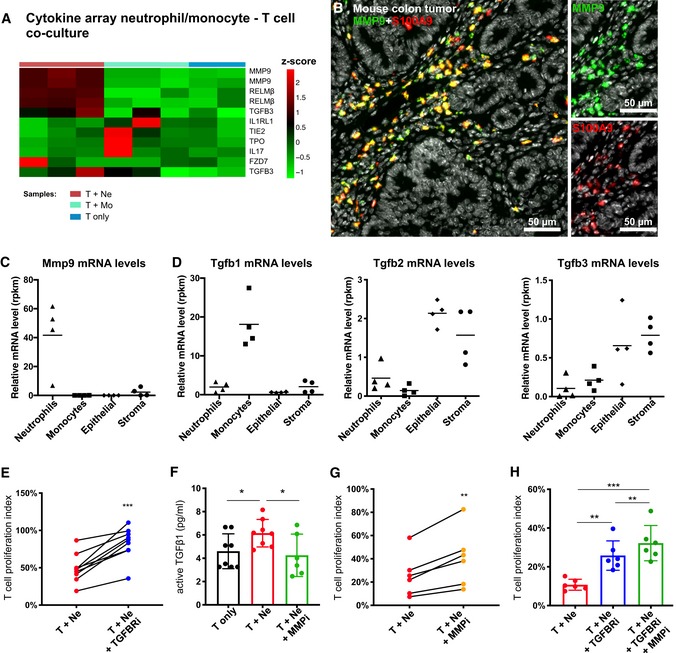
Tumor neutrophils suppress T cells *in vitro* via MMP9‐mediated TGF‐beta activation AMeasurement of cytokines present in cell culture supernatants of T cells co‐cultured with either tumor‐derived neutrophils (T + Ne; *n* = 3) or with tumor‐derived monocytes (T + Mo; *n* = 3). Cytokines with a log_2_ fold change > 0.6 or < −0.4 were considered as differentially present in supernatants. Shown is a heatmap of scaled cytokines levels (*z*‐score) differentially present in T + Ne compared to T + Mo. Adjusted *P*‐values were calculated by moderated *t*‐test (limma) and Benjamini post‐test and were < 0.05 only for MMP9 and RELMβ. Supernatants of T cells alone (T only; *n* = 2) served as internal control. T cells cultured with monocytes did not have differential presence of cytokines compared to T cells alone.BCo‐immunostaining for MMP9 (green) and S100A9 (red) on a representative tumor section derived from an *Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mouse. Right panel shows a higher magnification of indicated area of the left panel.C, DmRNA expression levels of Mmp9 (C) or Tgfb1, Tgfb2, and Tgfb3 (D) in indicated FACS‐sorted cell types isolated from mouse colon tumors (*n* = 4). Data are derived from RNA‐sequencing and are displayed as reads per kilo base per million mapped reads (rpkm).E–HNeutrophil–T‐cell co‐cultures treated with vehicle (T + Ne), 10 μm Galunisertib (T + Ne + TGFBRi), 10 μm of the MMP inhibitor GM6001 (T + Ne + MMPi), or with 10 μm Galunisertib plus 10 μm GM6001 (T + Ne + TGFBRi + MMPi). (E, G, and H) T‐cell proliferation after 3 days of indicated co‐culture conditions. T‐cell proliferation index is numbers of proliferated T cells under indicated condition relative to the number of proliferated T cells when cultured alone. (F) Protein levels of free active TGFβ1 in cell culture supernatants of indicated conditions determined by ELISA.Data information: In (C–H), each dot represents a measurement on an individually derived sample. (E) *n* = 9. (F) T only: *n* = 8; T + Ne: *n* = 8; T + Ne + MMPi: *n* = 6. (G) *n* = 6. (H) *n* = 6. In (E–H), statistical analysis was performed by paired two‐tailed Student's *t*‐tests. *P < 0.05; **P < 0.01; ***P < 0.001. Exact *P*‐values are provided in Appendix Table S4. (F and H) Bars represent mean ± SD.Source data are available online for this figure.

Next, we tested whether inhibition of TGFβ receptor signaling could revert the inhibition of T‐cell proliferation in the co‐culture assay. Two independent small molecule TGFβ receptor inhibitors (Galunisertib and SB431542) as well as a pan anti‐TGFβ antibody rescued T‐cell proliferation in the neutrophil co‐culture assay (Fig 4E, Appendix Fig S8C). Moreover, and in agreement with the hypothesis, addition of a small molecule MMP inhibitor to the T cell–neutrophil co‐culture resulted in the reduction of active TGFβ present in the serum‐containing media (Fig 4F), which correlated with increased T‐cell proliferation (Fig 4G–H).

To confirm activated TGFβ signaling in mouse colon adenomas, we performed immunostaining for the TGFβ signaling component pSMAD3 and the TGFβ‐target gene IGFBP7. A strong staining for pSMAD3 and IGFBP7 could be observed in adenomas compared to benign mucosa (Figs EV3A–D and 5A). pSMAD3 staining within tumors was found in both epithelial and stromal cells (Fig EV3B), while IGFBP7 expression seemed to be restricted to stromal cells (Figs EV3D and 5A). Induction of pSMAD3 and IGFBP7 expression was already present in early lesions 3 weeks after tumor induction (Fig EV3C and D) and was accompanied by neutrophil infiltration (Fig EV3C). Depletion of neutrophils in mice reduced protein levels of both pSMAD3 and IGFBP7 within colon tumors (Appendix Fig S9C), suggesting that tumor‐infiltrating neutrophils activate TGFβ signaling in colon adenomas throughout their formation. Next, we treated experimental mice *in vivo* with a MMP2/9 inhibitor, which led to reduced numbers of pSMAD3‐positive cells, as well as reduced protein levels of remaining pSMAD3‐expressing cells within tumors (Fig 5A–C). This suggests that MMP9 produced by tumor‐infiltrating neutrophils activates TGFβ signaling within the TME.

**Figure EV3:**
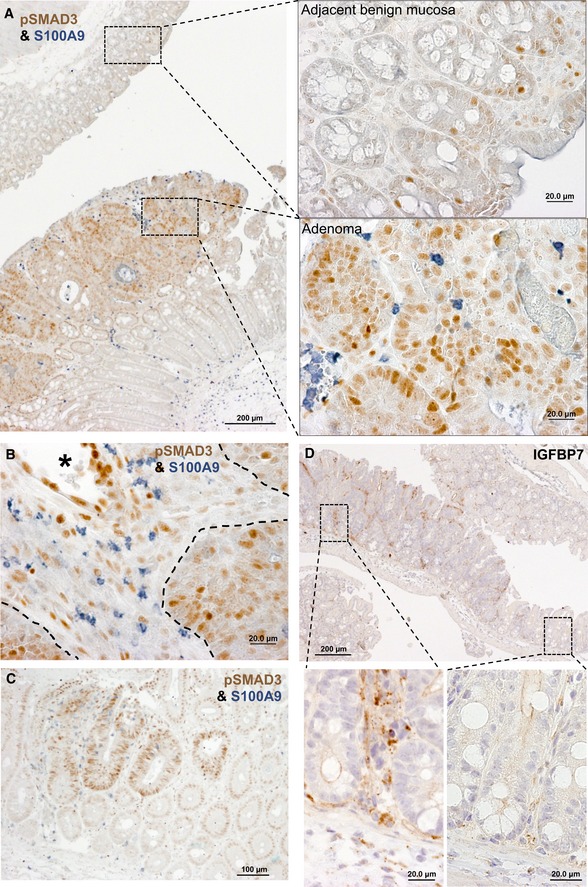
TGFβ‐signaling activation and neutrophil infiltration at different stages of adenoma formation A–CCo‐immunostaining of the TGFβ signaling component pSMAD3 (brown) and the neutrophil marker S100A9 (gray‐blue) on sections of *Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mouse colon adenomas representative of different stages of adenoma formation. (A and B) Sections of established adenoma and adjacent benign mucosa 14 weeks after tumor initiation. (A) Right panels are higher magnifications of indicated areas in left panel. Adenoma tissue (left panel, below) presents with strong pSMAD3 staining in adenoma, but weak pSMAD3 staining in the adjacent benign tissue (left panel, above). (B) High magnification of tumor tissue demonstrating pSMAD3 staining in epithelial cells (delineated by dashed black lines), as well as in tumor stromal cells, including endothelium (*) lining cells. (C) Section of an early, aberrant crypt focus‐like colon lesion 3 weeks after tumor initiation.DImmunostaining of the TGFβ target gene IGFBP7 in an early colon lesion 3 weeks after tumor initiation. Lower panels are higher magnifications of areas indicated in upper panel. IGFBP7 staining was mainly found in the stroma of the adenomatous lesion (left area), but not in adjacent benign mucosa (right panel). Source data are available online for this figure.

**Figure 5:**
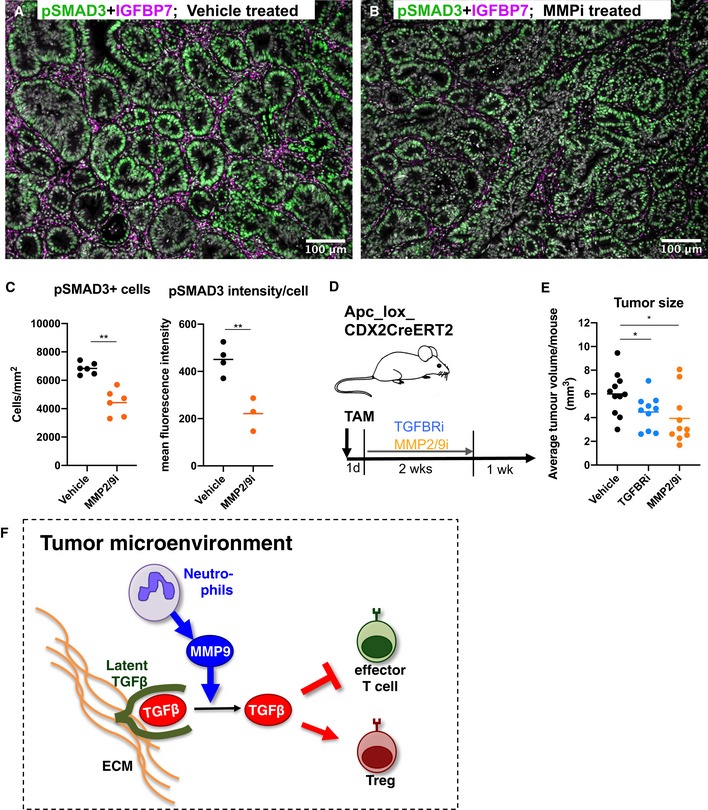
MMP‐induced TGFβ signaling promotes tumor formation A–CEvaluation of TGFβ signaling activity in mouse colon tumors after four consecutive daily injections of hosts with 40 mg/kg of the MMP2/9‐inhibitor SB3‐CT (MMPi). (A and B) Co‐immunostaining for pSMAD3 (green) and IGFBP7 (magenta) on representative tumor‐containing colon sections derived from Apcfl/fl‐Cdx2CreERT2 mice treated with vehicle (A) or MMPi (B). (C) Quantification of pSMAD3^+^ cells (left panel) and pSMAD3 staining intensity per pSMAD3^+^ cell (right panel) on at least five arbitrarily selected tumor areas per section of MMPi (*n* = 6)‐ or vehicle (*n* = 6)‐treated mice.D, EEffect of *in vivo* TGFBRi and MMPi treatment of mice for 2 weeks on colon tumor formation. (D) Experimental setup. *Apc* ^*fl*/*fl‐Cdx2CreERT2*^ mice were treated with Tamoxifen and, 1 day post‐treatment, injected with either MMPi (*n* = 10) or the TGFBRi SB431542 (*n* = 10) at 40 mg/kg for 2 weeks with five injections per week. Vehicle‐treated mice: *n* = 11. Average tumor size per mouse was assessed during colon resection 1 week after the end of treatments (E).FModel of activation of latent TGFβ stored in extracellular matrix (ECM) by neutrophil‐secreted MMP9, leading to suppression of effector T cells and promotion of Tregs.Data information: In (C) and (E), statistical analysis was performed by unpaired two‐tailed Student's *t*‐tests. *P < 0.05; **P < 0.01. Exact *P*‐values are provided in Appendix Table S4.Source data are available online for this figure.

Comparable to neutrophil depletion (Figs 3D and EV2D), continuous treatment of mice that develop adenomas with either a TGFβ receptor inhibitor or a MMP2/9 inhibitor directly after adenoma initiation led to reduced average tumor size (Fig 5D and E), suggesting that both MMP9 and TGFβ promote colon adenoma growth.

Taken together, these data indicate that neutrophil‐produced MMPs, including MMP9, contribute to the tumor‐promoting TME by activating TGFβ, which inhibits tumor‐infiltrating effector T‐cell activity and is favorable for Tregs (Li & Flavell, 2008) (Fig 5F). Furthermore, our data suggest that these events are initiated very early during tumor formation.

### Combined neutrophil and TGFβ gene signatures associate with absence of a T‐cell gene signature in human CRC

Our findings suggest that, in mouse adenomas, neutrophil‐mediated activation of latent TGFβ contributes to disease progression by suppressing tumor T cells. The interaction of neutrophils with T cells in human colon tumors has not been investigated until now. Since human CRC develops from adenomas, we hypothesized that the TME of carcinomas may have similar T cell‐suppressive mechanisms in place. To investigate whether an interaction of neutrophils with T cells is also relevant in human colon tumors, we first examined a small cohort of 20 archival CRC samples for the presence of neutrophils and T cells by immunostaining, and analyzed publicly available CRC gene expression datasets by cell type‐specific gene signatures. S100A9^+^ and CD66b^+^ neutrophils were found in all investigated CRC samples. They preferentially localized to the border of the tumor, adjacent to the benign tissue (Fig 6A, Appendix Fig S10). Co‐staining for CD8 on the same sections revealed that CD8^+^ T cells tended to be opposed to neutrophil localization particularly at the tumor border and rarely intermingled (Fig 6B and C, Appendix Fig S10E). This suggests that local presence of neutrophils within CRC tumors might lead to local exclusion or inhibition of CD8^+^ T cells. Comparison of T‐cell signatures to neutrophil and TGFβ signatures (Appendix Table S1) in two publicly available CRC gene expression datasets revealed that T‐cell signatures were lower in tumors with either high neutrophil or high TGFβ signature, but was lowest when both neutrophil and TGFβ signatures were high (Appendix Fig S11A). These data suggest that in human colon tumors where both TGFβ and neutrophils are present, T cells tend to be excluded. We also compared neutrophil, T‐cell, and TGFβ signatures to CRC consensus molecular subtypes (CMS1‐4), since they delineate tumors partially by the content of their immune infiltration (Guinney *et al*, 2015). Interestingly, the CMS4 tumors that have a high TGFβ signature (Guinney *et al*, 2015; Appendix Fig S11B) and are classified under the immune‐suppressed phenotype have the highest neutrophil score among the four CMS tumor subtypes (Fig 6D). When focusing in on CMS4 tumors, the inverse correlation of T‐cell signature to neutrophil and TGFβ signatures was even more pronounced (Fig 6E). Thus, patients within the CMS4 subpopulation with a high TGFβ and high neutrophil signature have the lowest T‐cell score. Taken together, these correlative data suggest that the presence of neutrophils in CRC subtypes characterized by a high TGFβ signature may significantly contribute to T‐cell immune suppression.

**Figure 6:**
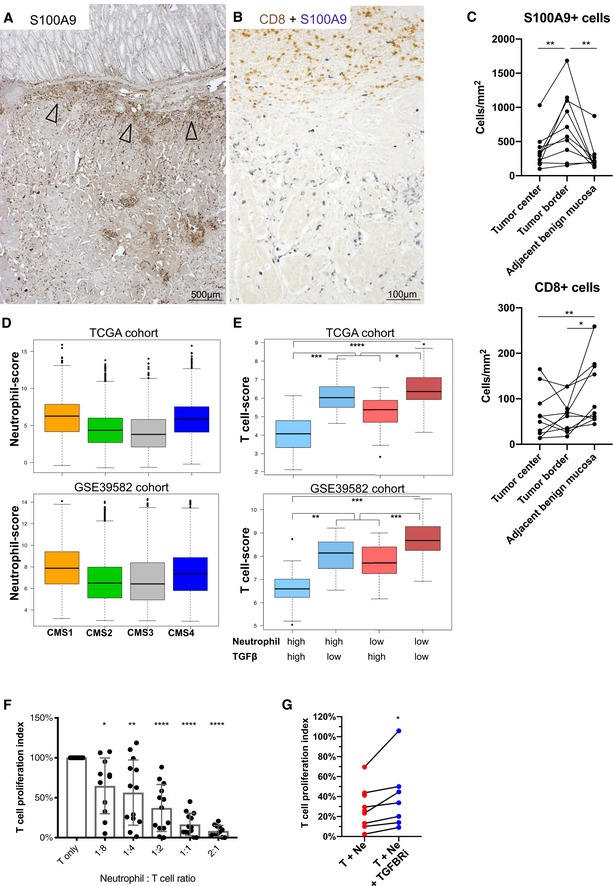
Neutrophils and TGFβ activity associate with T‐cell suppression in human colon cancer A–CEvaluation of S100A9^+^ neutrophil and CD8^+^ T‐cell infiltration in histologic sections of human CRC tumors. (A) Anti‐S100A9 immunostaining on a representative human CRC section. Arrowheads indicate neutrophil infiltration at the tumor boarder. (B) Co‐immunostaining for CD8 (brown) and S100A9 (gray‐blue) in the same CRC sample as shown in (A). (C) Quantification of S100A9^+^ cells (upper panel) and CD8^+^ T cells in different areas on CRC tumor sections containing tumor border with adjacent benign mucosa as determined by a specialized pathologist: “Tumor center” was tissue within tumor > 200 μm from tumor border, “Tumor border” was tissue within tumor < 100 μm from tumor border, and “Adjacent benign mucosa” was mucosa tissue outside tumor < 100 μm from tumor border. Per section, all identifiable tumor border and adjacent benign areas, as well as three arbitrary tumor center areas, were scored. Sections were derived from 10 individual patients.D, EGene expression scores were generated as described in material and methods. Boxes are lower and upper quartiles with median as solid lines; horizontal lines define minimum and maximum; dots define outliers. (D) Neutrophil scores in tumor samples categorized according to CMS subtypes. (E) Comparison of T‐cell gene expression scores in CMS4 tumors within two publicly available CRC gene expression datasets. Samples are categorized according to the medians (high = >median; low = <median) of neutrophil and TGFβ gene expression scores. Upper panel: TCGA dataset. Lower panel GSE39582 dataset.FProliferation of activated blood T cells *in vitro* in co‐culture with increasing ratios of CRC patient‐derived autologous blood neutrophils. CD3^+^ T cells and CD66b^+^ neutrophils were isolated and cultured individually for each patient. Bar graphs display relative numbers of proliferated T cells after 3 days of co‐culture. Each dot per condition represents a neutrophil sample from an individual patient (*n* = 13). Bars represent mean + SD.GProliferation of activated blood T cells *in vitro* in co‐culture with autologous blood neutrophils. Cells were derived from both CRC patients (*n* = 2) and healthy volunteers (*n* = 5). T cells and neutrophils were cultured at a 1:1 ratio and treated with vehicle (T + Ne) or 10 μm Galunisertib (T + Ne + TGFBRi). Each line represents a neutrophil sample from an individual healthy volunteer.Data information: In (C) and (G), statistical analysis was performed by paired two‐tailed Student's *t*‐tests. *P < 0.05; **P < 0.01. In (D–E), *P*‐values were calculated with Mann–Whitney test. *P < 1 × 10^−3^; **P < 1 × 10^−6^; ***P < 1 × 10^−8^; ****P < 1 × 10^−10^. In (F), statistical analysis was performed by using one‐way ANOVA with Dunnett's multiple comparison tests. *P < 0.05; **P < 0.01; ****P < 0.001. Exact *P*‐values are provided in Appendix Table S4.Source data are available online for this figure.

### CRC patient‐derived neutrophils suppress T cells *in vitro*

To test whether patient‐derived neutrophils indeed possess T‐cell suppressive potential, we isolated neutrophils and autologous T cells from the blood of treatment naïve CRC patients. Analogous to mouse adenoma neutrophils, CRC patient neutrophils inhibited proliferation of activated T cells when co‐cultured *in vitro* (Fig 6F). Moreover, MMP9 expression by neutrophils was consistently detected by immunostaining within human CRC samples (Appendix Fig S12A). MMP inhibitor treatment was surprisingly toxic to human T cells, but treatment of T cell‐neutrophil co‐culture with TGFBR inhibitor Galunisertib rescued T‐cell proliferation at least in part (Fig 6G). These data suggest that the potential to inhibit T cells via TGFβ activation is conserved between neutrophils from mouse colon tumors and CRC patients.

## Discussion

The data presented here strongly suggest that neutrophils suppress anti‐tumor T‐cell responses through MMP‐mediated release of active TGFβ within the TME of colon tumors (Fig 5F). T cell‐suppressive activity was pronounced in both mouse tumor neutrophils and CRC patient‐derived neutrophils. We found neutrophil‐mediated TGFβ activation as a T cell‐suppressive mechanism in both species. In large human CRC datasets, tumors with a combined pattern of neutrophil infiltration and TGFβ activation had the lowest T‐cell activity signature. We therefore suggest that neutrophil‐mediated TGFβ activation is a conserved mechanism of T‐cell suppression in human colorectal tumors.

Immune‐suppressive as well as context‐dependent immune stimulatory properties of neutrophils have been suggested previously for various mouse and human models of inflammation and cancer (Coffelt *et al*, 2016; Shaul & Fridlender, 2018). While the current manuscript was under revision for EMBO Molecular Medicine, two studies were published suggesting a role for neutrophils in the progression of advanced mouse colon cancer (Jackstadt *et al*, 2019; Liao *et al*, 2019), which were in part dependent on the suppression of anti‐tumor T cells (Liao *et al*, 2019). A role for neutrophils in immune responses and disease progression has not been described so far for mouse adenomas nor human CRC. Here, we demonstrate that neutrophil depletion in mouse adenomas results in reduced tumor burden and the activation of tumor‐infiltrating T cells. Depletion of T cells, in turn, increased tumor burden and abolished beneficial effects of neutrophil depletion. We therefore suggest that neutrophils promote mouse colon tumor progression by suppressing T cells. This is in line with previous studies, suggesting immune‐suppressive properties for myeloid cell subsets with a neutrophil‐like phenotype (Coffelt *et al*, 2016; Kumar *et al*, 2016; Shaul & Fridlender, 2018). Secreted factors such as TGFβ or IL10, which can directly inhibit T‐cell activation, have been suggested as a mechanism of immune suppression mediated by those cells (Coffelt *et al*, 2016; Kumar *et al*, 2016; Shaul & Fridlender, 2018). Here, we propose a novel, indirect mechanism of neutrophil‐mediated T‐cell suppression that acts via the secretion of MMP9, which in turn leads to activation of TGFβ by proteolytic cleavage.

TGFβ is a major negative regulator of inflammatory responses in general, and of T‐cell immune responses in particular (Li & Flavell, 2008; Ortega‐Gomez *et al*, 2013). TGFβ protein can be produced by a variety of cell types in healthy tissues or in tumors, but is always secreted as a latent protein (Li & Flavell, 2008). Latent TGFβ can be stored in the extracellular matrix and is commonly activated after proteolytic cleavage by MMPs or other proteinases (Li & Flavell, 2008; Constam, 2014). We show that mouse and human colon tumor neutrophils express high levels of MMP9 and that blocking MMP activity inhibits neutrophil‐mediated cleavage of latent TGFβ and T‐cell suppression. We thus propose that MMP9 secretion by neutrophils infiltrating colon tumors will automatically lead to TGFβ activation and, consequently, T‐cell suppression if latent TGFβ is stored in the TME. Previous studies have suggested activated TGFβ signaling as a T cell‐suppressive effect in colorectal cancer and tumor fibroblasts were identified as the main source of TGFβ expression (Calon *et al*, 2015; Tauriello *et al*, 2018). The mechanism by which TGFβ is activated to elicit its T cell‐suppressive role in CRC, however, had been unknown.

Immunotherapy using immune checkpoint blockade (ICB) to promote anti‐tumor T‐cell response is now clinical standard and highly beneficial for cancer patients with various disease origins (Sharma & Allison, 2015; Ribas & Wolchok, 2018). Response to these therapeutics in CRC is limited (Le *et al*, 2017; Overman *et al*, 2017), and an improvement of ICB efficiency is highly desirable (Ribas & Wolchok, 2018). Recently, ICB in combination with TGFBR inhibition was shown to induce an anti‐tumor immune response in a metastatic mouse CRC model (Tauriello *et al*, 2018). We suggest that targeting tumor‐infiltrating neutrophils could represent another therapeutic option for immunotherapy in CRC. Neutrophils are an essential component of the innate immune defense against pathogens, and thus, neutrophil depletion is not a therapeutic option for cancer patients as they would be at risk of developing severe infections (Metcalf, 2010). Therapies targeting T cell‐suppressive cues originating from neutrophils in CRC via CXCR2, TGFBR, or MMP9 inhibitors are attractive options, and the respective compounds are currently under clinical investigation either for CRC (NCT03473925, NCT03470350) or other gastro‐intestinal cancer indications (Shah *et al*, 2018). We suggest combination therapy of CXCR2, TGFBR, or MMP9 inhibitors with ICB could broaden immunotherapy responsiveness in CRC patients, especially in those with pervasive neutrophil infiltration and TGFβ activity.

## Materials and Methods

### Ethics statement

All animal work was conducted in accordance with Swiss national guidelines. All mice were kept in the animal facility under EPFL animal care regulations. They were housed in individual cages at 23°C ± 1°C with a 12‐h light/dark cycle. All animals were supplied with food and water *ad libitum*. This study has been reviewed and approved by the Service Veterinaire Cantonal of Etat de Vaud. Collection of fresh human samples was conducted under approval of the Swiss Ethics commission.

### Mice

Apc^fl/fl^ mice (Shibata *et al*, 1997) (a kind gift of Tatiana Petrova, University of Lausanne, Switzerland) were crossed to Cdx2CreERT2 mice (The Jackson Laboratory, Charles River, L'Arbresle, France). CreERT2 recombinase was activated at age of 8–12 weeks by a single i.p. injection of 25 mg/kg body weight Tamoxifen (Sigma) in sunflower oil. For T‐cell depletion, mice were injected i.p. with a cocktail of anti‐CD8 (clone YTS 169.4, in house production) and anti‐CD4 (clone YTS 191.1, in house production) neutralizing antibodies at 10 mg/kg body weight each twice a week for the whole duration of the experiment. For neutrophil depletion, mice were injected i.p. with anti‐Gr1 neutralizing antibody (clone RB6‐8C5, in house production), three weekly injections, 20 mg/kg body weight per dose and with CXCR2‐inhibitor SB265610 (Sigma), 5 injections per week, 2 mg/kg body weight per dose. For MMP inhibition, mice were injected i.p. with the MMP2/9 inhibitor SB‐3CT (Selleck Chemicals), five injections per week, 40 mg/kg body weight per dose. For TGFBR inhibition, mice were injected i.p. with the ALK4/5 inhibitor SB431542 (MedChem Express), five injections per week, 40 mg/kg body weight per dose. For CSF1R inhibition, mice were injected by oral gavage with the CSF1R‐specific inhibitor BLZ945 (AstaTech) dissolved in 20 mg/ml sulfobutylether‐β‐cyclodextrane pH 2.5 (a kind gift by CycloLab, Budapest, Hungary), five injections per week, 200 mg per kg body weight per dose. Number and size of colon tumors was determined after euthanasia of mice and dissection of their colon. Size of tumors was calculated as (diameter^3^)/2. Tumor burden was calculated as the sum of volumes of all tumors per mouse. Immune cell types in blood and mesenteric lymph nodes were determined after euthanasia of animals. Blood was drawn by heart puncture.

### Human samples

Archival CRC patient samples were derived from the Institute of Pathology, University of Lausanne, Switzerland. CRC patient blood samples were derived from the Center for Experimental Therapeutics Biobank, University of Lausanne, Switzerland. Blood was drawn at day of surgery before patients underwent resection of primary or metastatic tumors. Blood from healthy donors was derived from the local Blood Transfusion Center, Lausanne, Switzerland. Informed consent was obtained from all subjects and experiments conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report.

### Cell isolation

Mouse tissue‐derived cells were isolated from cell suspension after digestion of minced tissue with 1 mg/ml collagenase IV (GIBCO), 0.5 mg/ml Dispase (GIBCO), and 1 mg/ml DNase I (Applichem). Mouse blood cells were derived from peripheral blood after red blood cell lysis. Human immune cells were derived from density gradient separated blood polymorphonuclear cell and mononuclear cell fractions using Lympholyte‐poly solution (Cedarlane), and only autologous, sample‐matched cells were used for co‐culture. Specific cell populations were enriched by either magnetic or fluorescence‐based (FACS) sorting for cell type‐specific antibodies (see Appendix Tables S1 and S3 for detailed information). Biotinylated antibodies with MACS anti‐biotin magnetic beads and MACS columns (Miltenyi Biotec) were used for magnetic sorting. FACS sorting was done on FACS‐Aria II or FACS‐ARIA Fusion and FACS analysis on LSR Fortessa machines (all BD Biosciences).

### Co‐culture assays

Mouse or human T cells were labeled with CellTrace Violet (Thermo Fisher Scientific), plated in 96‐well plates, and activated with mouse‐ or human‐specific CD3/CD28‐Dynabeads (Thermo Fisher Scientific). Mouse T‐cell medium consisted of RPMI1640 + GlutaMAX (GIBCO), 10% fetal bovine serum (GIBCO), 10 μg/ml Gentamycin (GIBCO), 10 mM HEPES (BioConcept), 1 mM Sodium Pyruvate (GIBCO), 1× MEM‐NEAA (GIBCO), and 50 μM beta‐mercaptoethanol (GIBCO). Human T‐cell medium consisted of RPMI1640 + GlutaMAX, 8% human serum (Biowest, France), and 10 μg/ml Gentamycin. Where specified, small molecule inhibitors (see below), neutralizing antibodies (Appendix Table S3), and myeloid cells (neutrophils, monocytes, or macrophages) were added within 1 h after plating of T cells. Small molecule inhibitors were Acetylsalicylic acid (Sigma), Adenosine receptor 2A inhibitor (SCH58261; Cayman Chemicals), Galunisertib (LY2157299; Cayman Chemicals), L‐NMMA (Sigma), NorNOHA (Merck‐Millipore), MMP inhibitor (GM6001; Merck‐Millipore), and SB431542 (Cayman Chemicals). Cells were harvested after 3 days of co‐culture and stained with anti‐TCRβ or anti‐CD3‐specific antibodies (Appendix Table S3) and analyzed on a LSR Fortessa FACS machine. T cells with CellTrace violet intensity below freshly stained controls were scored as proliferated T cells.

### Gene expression and pathway analysis of mouse samples

Total RNA was prepared from 2 × 10^5^ to 5 × 10^5^ cells and collected in quadruplicates using PicoPure RNA isolation kit (Arcturus). RNA‐seq libraries were prepared by first generating double‐stranded cDNA from 2.2 ng total RNA with the NuGEN Ovation RNA‐Seq System V2 (NuGEN Technologies). 100 ng of the resulting double‐stranded cDNA was fragmented to 350 bp using Covaris S2 (Covaris). Sequencing libraries were prepared from the fragmented cDNA with the Illumina TruSeq Nano DNA Library Prep Kit (Illumina) according to the protocol supplied by the manufacturer. Cluster generation was performed with the libraries using the Illumina TruSeq SR Cluster Kit v4 reagents and sequenced on the Illumina HiSeq 2500 with TruSeq SBS Kit v4 reagents. Sequencing data were demultiplexed using the bcl2fastq Conversion Software (v. 2.20, Illumina).

RNA‐seq data were mapped as described previously (Langmead & Salzberg, 2012) (mouse genome mm10) and analyzed using the mapping and the RNA‐seq modules of HTSstation (David *et al*, 2014). Counts preprocessing and differential analysis were performed with the R packages limma (Smyth, 2004) and voom (Law *et al*, 2014). Genes with an adjusted *P*‐value (Reiner *et al*, 2003) lower than 0.05 and an absolute log_2_ Fold‐change > 1.5 were called differentially expressed. Data is publicly available in GEO database (GSE126874).

Gene Set Enrichment Analysis (Subramanian *et al*, 2005) in tumor versus circulating neutrophil and monocytes was performed using gene sets in the Hallmark and KEGG collections of MSigDB v5.0.

### Gene expression analysis in human CRC and adenoma datasets

Datasets: Gene expression and clinical data from human CRC samples in TCGA (RNA‐sequencing, *n* = 603) and French (GSE39582, Affymetrix HG133plus2, *n* = 566) cohorts were retrieved from the CRCSC website (Colorectal Cancer Subtyping Consortium, http://www.synapse.org) (Guinney *et al*, 2015). Samples with identified Consensus Molecular Subtype CMS1, 2, 3, and 4, or only CMS4 (reported as having prominent transforming growth factor β activation) were kept for downstream analysis (TCGA, total cohort *n* = 459, CMS4 subtype *n* = 119; French, total *n* = 466, CMS4 *n* = 92). Gene expression data from human matched colon adenoma and normal colon mucosa were derived from the Gene Expression Omnibus website (http://www.ncbi.nlm.nih.gov/geo).

#### Defining neutrophil, T cells, and TGFβ scores

The average log2 expression level of known markers for neutrophils (CXCR1, CXCR2, S100A8, S100A9, CSFR3, MMP9, MMP25, FCGR3B), T cells (CD8A, CD3D, CD3E, CD3G, IRF1, GZMB, IL27, GNLY, PRF1, CCL5, STAT1, IL12RB1, CD28, CCR5, IL12RB2, CD38, CXCR6, TBX21) and TGF‐beta activity (DCN, COL1A1, SPARC, ACTA2) were used as prototype for neutrophils, T cells and TGFβ. To expand this list of prototype genes in CRC datasets, multiple linear models were fitted (limma) for each gene in the expression matrix and neutrophils, T cells, and TGF‐beta prototype were used simultaneously as explanatory variables. Co‐expressing genes with adjusted *P*‐values < 0.5 and log fold change > 1 were selected as signatures for neutrophils, T cells, and TGF‐beta (with a maximum of 50 genes per signature, Appendix Table S2). To analyze adenoma datasets, prototype signatures were used and were not expanded due to small sample size. Scores for neutrophils, T cells, and TGF‐beta activity were computed as the average expression levels of genes in the three signatures.

#### Categories of samples

Gene expression matrix was normalized for immune content using levels of PTPRC, and then, samples were divided into groups on the basis of neutrophil and TGF‐beta scores. First, samples are divided into two groups at the median neutrophil score. Neutrophil‐high and neutrophil‐low groups are subdivided into two groups on the basis of median TGF‐beta score. T‐cell scores were plotted in the four groups obtained and *P*‐value was computed (Mann–Whitney test).

### Cytokine arrays

Supernatants of mouse activated T cells co‐cultured with neutrophils or monocytes, as described above, were collected after 1 day of culture. L‐308 mouse antibody arrays (Raybiotech) were used to measure cytokines in supernatants according to instructions by the manufacturer. Array fluorescence signals were analyzed using a G2505C microarray scanner (Agilent Technologies) and ImageJ open source image processing software (https://imagej.net).

### ELISA

Supernatants of mouse activated T cells co‐cultured with neutrophils or monocytes, as described above, were collected after 1 day of culture. TGFβ1 protein levels were measured in undiluted supernatant samples using Legend Max Free Active TGFβ1 ELISA kit (BioLegend) according to instructions by manufacturer.

### Immunohistochemistry and immunofluorescence

Paraffin‐embedded and fresh frozen tissues were used for histological analysis. For paraffin‐embedded tissue, tissues were fixed in 4% PFA overnight at 4°C. Fixed tissue was then processed using standard protocols and embedded in paraffin wax. Four‐micrometer‐thick sections were cut using a Thermo Scientific Microm HM325 microtome. Sectioned tissue was dried at 37°C overnight and then stored at 4°C. Paraffin‐embedded tissue sections were dewaxed and rehydrated. Endogenous peroxidase was blocked in PBS/3% H_2_O_2_ for 15 min. Antigen retrieval was then performed with either low pH buffer (citrate pH6) for CD3^−^, S100A9^−^, and CD66b‐specific antibodies, or with high pH buffer (10 mM Tris, 1mMEDTA, pH9) for CD8^−^, MMP9^−^, pSMAD3^−^, and IGFBP7‐specific antibody (see Appendix Table S3 for antibody information).

For fresh‐frozen tissue, tissue embedded in OCT compound (TissueTek) using standard protocols. Eight‐micrometer‐thick sections were cut using a Leica CM1850 cryostat. Cryosections were stored at −80°C. For immunohistochemistry, cryosections were fixed in ice‐cold methanol for 2 min. Sections were then rinsed in PBS and incubated in 1% BSA/PBS for 30 min at room temperature to block nonspecific antibody binding.

For paraffin‐embedded and fresh‐frozen tissues, sections were then blocked in 1% BSA/PBS for 1 h at room temperature. Primary antibody solutions diluted in 1% BSA/PBS were then added and incubated overnight at 4°C or at room temperature for 60 min (see Appendix Table S3 for antibody information). Secondary antibody conjugated with HRP polymers (ImmPRESS, Vector Laboratories) was then added according to instructions by manufacturer. Antibody binding was then revealed either by adding DAB (Sigma) or Vector SG (Vector Laboratories) chromogens for immunohistochemistry, or by using Tyramide Signal Amplification Kits (Thermo Fisher) for immunofluorescence. Microscopy images were acquired with an Olympus AX70 microscope fitted with an Olympus DP70 camera or an Olympus VS120‐L100 slide scanner fitted with a Pike F505 C camera. Fluorescent microscopy images were acquired with a Leica DM5500 microscope fitted with a CCD DFC 3000 camera or an Olympus VS120‐L100 slide scanner fitted with an Olympus XM10 camera.

For the quantification of immunohistochemically and immunofluorescently labeled cells on histologic sections, slide scanner captured images were analyzed using QuPath open source software (Bankhead *et al*, 2017). To analyze per cell staining intensities on slides, immunofluorescently labeled cells, as well as their mean fluorescent signal per cell area, were determined using the Cell Detection algorithm in QuPath software for individual fluorescence channels.

**The paper explained**

**Problem**

Colorectal cancer is one of the major forms of cancer in adults and the second most common cause of cancer death worldwide. Although advances in patient‐screening procedures and adjuvant oncological therapies have improved patient outcome, mortality remains significant. High T‐cell infiltration in colorectal cancer correlates with a favorable disease outcome and immunotherapy response. This, however, is only observed in a small subset of colorectal cancer patients. A better mechanistic understanding of factors influencing tumor T‐cell responses in colorectal cancer could inspire novel therapeutic approaches to achieve broader immunotherapy responsiveness. In the present study, we investigate T cell‐suppressive properties of cells and factors present within mouse colon tumors and analyze presence of their human counterpart in colon cancer patient samples.

**Results**

We demonstrate that in mouse colon tumors *in vivo*, infiltrating neutrophils possess a remarkable potential to suppress T cells within the tumor microenvironment. One of the recently discovered mechanisms contributing to suppression of T cell‐mediated immunity is increased TGFβ levels in the tumor microenvironment. TGFβ, however, is produced as latent inactive pro‐protein. How latent TGFβ becomes activated in the tumor microenvironment of colon cancer is unclear. Our results demonstrate that mouse colon–tumor neutrophils secrete matrix metalloproteinases that proteolytically cleave TGFβ into its active form, an event that seems to be initiated very early during tumor formation and conserved during disease progression. Thus, our results provide new mechanistic insight into how neutrophils contribute to an immune‐suppressive tumor microenvironment. Neutrophil infiltration is a common feature in human colorectal cancer and colorectal cancer patient‐derived neutrophils are able to suppress T cells via TGFβ. Further, analysis of large public datasets indicates that if tumors present with high neutrophil infiltration plus activation of TGFβ, they have the lowest T‐cell activation among all patients.

**Impact**

Our data suggest that the interaction of neutrophils with a TGFβ‐rich tumor microenvironment may represent a conserved immunosuppressive mechanism in colorectal cancer that might be targetable for immunotherapy.

### Statistical analysis

Where not stated otherwise, statistical analysis was performed with GraphPad Prism Version 8 (GraphPad Software Inc., La Jolla, USA). Respective statistical tests used are stated in main text and figure legends.

## Author contributions

MG designed, performed, analyzed, and interpreted experiments and wrote the manuscript. NZ performed analysis of mouse and human gene expression datasets, as well as analysis of cytokine arrays. M‐OS and CS provided and analyzed human archival material. ADB helped to perform and analyze experiments and to write the manuscript. PW and MD helped with human gene expression dataset analysis. ST provided conceptual guidance. LEK and GC provided patient material. FR supervised the project, designed and interpreted experiments and wrote the manuscript. All authors reviewed the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

## Data Availability

Mouse mRNA‐sequencing data generated during this study have been deposited in GEO database with the primary accession code GSE126874 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126874). Codes used in this study (e.g., R functions for gene expression analysis) are freely available from the corresponding authors upon reasonable request.

## References

[emmm201910681-bib-0001] Angell H , Galon J (2013) From the immune contexture to the immunoscore: the role of prognostic and predictive immune markers in cancer. Curr Opin Immunol 25: 261–267 2357907610.1016/j.coi.2013.03.004

[emmm201910681-bib-0002] Bankhead P , Loughrey MB , Fernandez JA , Dombrowski Y , McArt DG , Dunne PD , McQuaid S , Gray RT , Murray LJ , Coleman HG *et al* (2017) QuPath: open source software for digital pathology image analysis. Sci Rep 7: 16878 2920387910.1038/s41598-017-17204-5PMC5715110

[emmm201910681-bib-0003] Barker N , Ridgway RA , van Es JH , van de Wetering M , Begthel H , van den Born M , Danenberg E , Clarke AR , Sansom OJ , Clevers H (2009) Crypt stem cells as the cells‐of‐origin of intestinal cancer. Nature 457: 608–611 1909280410.1038/nature07602

[emmm201910681-bib-0004] Bronte V , Brandau S , Chen SH , Colombo MP , Frey AB , Greten TF , Mandruzzato S , Murray PJ , Ochoa A , Ostrand‐Rosenberg S *et al* (2016) Recommendations for myeloid‐derived suppressor cell nomenclature and characterization standards. Nat Commun 7: 12150 2738173510.1038/ncomms12150PMC4935811

[emmm201910681-bib-0005] Calon A , Lonardo E , Berenguer‐Llergo A , Espinet E , Hernando‐Momblona X , Iglesias M , Sevillano M , Palomo‐Ponce S , Tauriello DV , Byrom D *et al* (2015) Stromal gene expression defines poor‐prognosis subtypes in colorectal cancer. Nat Genet 47: 320–329 2570662810.1038/ng.3225

[emmm201910681-bib-0006] Cancer Genome Atlas N (2012) Comprehensive molecular characterization of human colon and rectal cancer. Nature 487: 330–337 2281069610.1038/nature11252PMC3401966

[emmm201910681-bib-0007] Coffelt SB , Kersten K , Doornebal CW , Weiden J , Vrijland K , Hau CS , Verstegen NJM , Ciampricotti M , Hawinkels L , Jonkers J *et al* (2015) IL‐17‐producing gammadelta T cells and neutrophils conspire to promote breast cancer metastasis. Nature 522: 345–348 2582278810.1038/nature14282PMC4475637

[emmm201910681-bib-0008] Coffelt SB , Wellenstein MD , de Visser KE (2016) Neutrophils in cancer: neutral no more. Nat Rev Cancer 16: 431–446 2728224910.1038/nrc.2016.52

[emmm201910681-bib-0009] Constam DB (2014) Regulation of TGFbeta and related signals by precursor processing. Semin Cell Dev Biol 32: 85–97 2450808110.1016/j.semcdb.2014.01.008

[emmm201910681-bib-0010] David FP , Delafontaine J , Carat S , Ross FJ , Lefebvre G , Jarosz Y , Sinclair L , Noordermeer D , Rougemont J , Leleu M (2014) HTSstation: a web application and open‐access libraries for high‐throughput sequencing data analysis. PLoS ONE 9: e85879 2447505710.1371/journal.pone.0085879PMC3903476

[emmm201910681-bib-0011] Dienstmann R , Tabernero J (2017) Cancer: a precision approach to tumour treatment. Nature 548: 40–41 2872389710.1038/nature23101

[emmm201910681-bib-0012] Feng Y , Sentani K , Wiese A , Sands E , Green M , Bommer GT , Cho KR , Fearon ER (2013) Sox9 induction, ectopic Paneth cells, and mitotic spindle axis defects in mouse colon adenomatous epithelium arising from conditional biallelic Apc inactivation. Am J Pathol 183: 493–503 2376988810.1016/j.ajpath.2013.04.013PMC3730784

[emmm201910681-bib-0013] Gabrilovich DI , Ostrand‐Rosenberg S , Bronte V (2012) Coordinated regulation of myeloid cells by tumours. Nat Rev Immunol 12: 253–268 2243793810.1038/nri3175PMC3587148

[emmm201910681-bib-0014] Grivennikov SI , Greten FR , Karin M (2010) Immunity, inflammation, and cancer. Cell 140: 883–899 2030387810.1016/j.cell.2010.01.025PMC2866629

[emmm201910681-bib-0015] Guinney J , Dienstmann R , Wang X , de Reynies A , Schlicker A , Soneson C , Marisa L , Roepman P , Nyamundanda G , Angelino P *et al* (2015) The consensus molecular subtypes of colorectal cancer. Nat Med 21: 1350–1356 2645775910.1038/nm.3967PMC4636487

[emmm201910681-bib-0016] Hanahan D , Weinberg RA (2011) Hallmarks of cancer: the next generation. Cell 144: 646–674 2137623010.1016/j.cell.2011.02.013

[emmm201910681-bib-0017] Jackstadt R , Sansom OJ (2016) Mouse models of intestinal cancer. J Pathol 238: 141–151 2641467510.1002/path.4645PMC4832380

[emmm201910681-bib-0018] Jackstadt R , van Hooff SR , Leach JD , Cortes‐Lavaud X , Lohuis JO , Ridgway RA , Wouters VM , Roper J , Kendall TJ , Roxburgh CS *et al* (2019) Epithelial NOTCH signaling rewires the tumor microenvironment of colorectal cancer to drive poor‐prognosis subtypes and metastasis. Cancer Cell 36: 319–336 e317 3152676010.1016/j.ccell.2019.08.003PMC6853173

[emmm201910681-bib-0019] Joyce JA , Fearon DT (2015) T cell exclusion, immune privilege, and the tumor microenvironment. Science 348: 74–80 2583837610.1126/science.aaa6204

[emmm201910681-bib-0020] Kumar V , Patel S , Tcyganov E , Gabrilovich DI (2016) The nature of myeloid‐derived suppressor cells in the tumor microenvironment. Trends Immunol 37: 208–220 2685819910.1016/j.it.2016.01.004PMC4775398

[emmm201910681-bib-0021] Langmead B , Salzberg SL (2012) Fast gapped‐read alignment with Bowtie 2. Nat Methods 9: 357–359 2238828610.1038/nmeth.1923PMC3322381

[emmm201910681-bib-0022] Lanitis E , Dangaj D , Irving M , Coukos G (2017) Mechanisms regulating T‐cell infiltration and activity in solid tumors. Ann Oncol 28: xii18–xii32 2904551110.1093/annonc/mdx238

[emmm201910681-bib-0023] Lau J , Cheung J , Navarro A , Lianoglou S , Haley B , Totpal K , Sanders L , Koeppen H , Caplazi P , McBride J *et al* (2017) Tumour and host cell PD‐L1 is required to mediate suppression of anti‐tumour immunity in mice. Nat Commun 8: 14572 2822077210.1038/ncomms14572PMC5321797

[emmm201910681-bib-0024] Law CW , Chen Y , Shi W , Smyth GK (2014) voom: precision weights unlock linear model analysis tools for RNA‐seq read counts. Genome Biol 15: R29 2448524910.1186/gb-2014-15-2-r29PMC4053721

[emmm201910681-bib-0025] Le DT , Durham JN , Smith KN , Wang H , Bartlett BR , Aulakh LK , Lu S , Kemberling H , Wilt C , Luber BS *et al* (2017) Mismatch repair deficiency predicts response of solid tumors to PD‐1 blockade. Science 357: 409–413 2859630810.1126/science.aan6733PMC5576142

[emmm201910681-bib-0026] Li MO , Flavell RA (2008) TGF‐beta: a master of all T cell trades. Cell 134: 392–404 1869246410.1016/j.cell.2008.07.025PMC3677783

[emmm201910681-bib-0027] Liao W , Overman MJ , Boutin AT , Shang X , Zhao D , Dey P , Li J , Wang G , Lan Z , Li J *et al* (2019) KRAS‐IRF2 axis drives immune suppression and immune therapy resistance in colorectal cancer. Cancer Cell 35: 559–572 e557 3090576110.1016/j.ccell.2019.02.008PMC6467776

[emmm201910681-bib-0028] Llosa NJ , Cruise M , Tam A , Wicks EC , Hechenbleikner EM , Taube JM , Blosser RL , Fan H , Wang H , Luber BS *et al* (2015) The vigorous immune microenvironment of microsatellite instable colon cancer is balanced by multiple counter‐inhibitory checkpoints. Cancer Discov 5: 43–51 2535868910.1158/2159-8290.CD-14-0863PMC4293246

[emmm201910681-bib-0029] Maglietta A , Maglietta R , Staiano T , Bertoni R , Ancona N , Marra G , Resta L (2016) The immune landscapes of polypoid and nonpolypoid precancerous colorectal lesions. PLoS ONE 11: e0159373 2744155810.1371/journal.pone.0159373PMC4956166

[emmm201910681-bib-0030] Mantovani A , Marchesi F , Malesci A , Laghi L , Allavena P (2017) Tumour‐associated macrophages as treatment targets in oncology. Nat Rev Clin Oncol 14: 399–416 2811741610.1038/nrclinonc.2016.217PMC5480600

[emmm201910681-bib-0031] Mariathasan S , Turley SJ , Nickles D , Castiglioni A , Yuen K , Wang Y , Kadel EE III , Koeppen H , Astarita JL , Cubas R *et al* (2018) TGFbeta attenuates tumour response to PD‐L1 blockade by contributing to exclusion of T cells. Nature 554: 544–548 2944396010.1038/nature25501PMC6028240

[emmm201910681-bib-0032] McLean MH , Murray GI , Stewart KN , Norrie G , Mayer C , Hold GL , Thomson J , Fyfe N , Hope M , Mowat NA *et al* (2011) The inflammatory microenvironment in colorectal neoplasia. PLoS ONE 6: e15366 2124912410.1371/journal.pone.0015366PMC3017541

[emmm201910681-bib-0033] Metcalf D (2010) The colony‐stimulating factors and cancer. Nat Rev Cancer 10: 425–434 2049557610.1038/nrc2843PMC3345291

[emmm201910681-bib-0034] Mlecnik B , Bindea G , Angell HK , Maby P , Angelova M , Tougeron D , Church SE , Lafontaine L , Fischer M , Fredriksen T *et al* (2016) Integrative analyses of colorectal cancer show immunoscore is a stronger predictor of patient survival than microsatellite instability. Immunity 44: 698–711 2698236710.1016/j.immuni.2016.02.025

[emmm201910681-bib-0035] Ortega‐Gomez A , Perretti M , Soehnlein O (2013) Resolution of inflammation: an integrated view. EMBO Mol Med 5: 661–674 2359255710.1002/emmm.201202382PMC3662311

[emmm201910681-bib-0036] Overman MJ , McDermott R , Leach JL , Lonardi S , Lenz HJ , Morse MA , Desai J , Hill A , Axelson M , Moss RA *et al* (2017) Nivolumab in patients with metastatic DNA mismatch repair‐deficient or microsatellite instability‐high colorectal cancer (CheckMate 142): an open‐label, multicentre, phase 2 study. Lancet Oncol 18: 1182–1191 2873475910.1016/S1470-2045(17)30422-9PMC6207072

[emmm201910681-bib-0037] Pages F , Mlecnik B , Marliot F , Bindea G , Ou FS , Bifulco C , Lugli A , Zlobec I , Rau TT , Berger MD *et al* (2018) International validation of the consensus immunoscore for the classification of colon cancer: a prognostic and accuracy study. Lancet 391: 2128–2139 2975477710.1016/S0140-6736(18)30789-X

[emmm201910681-bib-0038] Reiner A , Yekutieli D , Benjamini Y (2003) Identifying differentially expressed genes using false discovery rate controlling procedures. Bioinformatics 19: 368–375 1258412210.1093/bioinformatics/btf877

[emmm201910681-bib-0039] Ribas A , Wolchok JD (2018) Cancer immunotherapy using checkpoint blockade. Science 359: 1350–1355 2956770510.1126/science.aar4060PMC7391259

[emmm201910681-bib-0040] Saleh M , Trinchieri G (2011) Innate immune mechanisms of colitis and colitis‐associated colorectal cancer. Nat Rev Immunol 11: 9–20 2115103410.1038/nri2891

[emmm201910681-bib-0041] Shah MA , Starodub A , Sharma S , Berlin J , Patel M , Wainberg ZA , Chaves J , Gordon M , Windsor K , Brachmann CB *et al* (2018) Andecaliximab/GS‐5745 alone and combined with mFOLFOX6 in advanced gastric and gastroesophageal junction adenocarcinoma: results from a phase I study. Clin Cancer Res 24: 3829–3837 2969130010.1158/1078-0432.CCR-17-2469PMC7496223

[emmm201910681-bib-0042] Sharma P , Allison JP (2015) Immune checkpoint targeting in cancer therapy: toward combination strategies with curative potential. Cell 161: 205–214 2586060510.1016/j.cell.2015.03.030PMC5905674

[emmm201910681-bib-0043] Shaul ME , Fridlender ZG (2018) Cancer‐related circulating and tumor‐associated neutrophils ‐ subtypes, sources and function. FEBS J 285: 4316–4342 2985122710.1111/febs.14524

[emmm201910681-bib-0044] Shibata H , Toyama K , Shioya H , Ito M , Hirota M , Hasegawa S , Matsumoto H , Takano H , Akiyama T , Toyoshima K *et al* (1997) Rapid colorectal adenoma formation initiated by conditional targeting of the Apc gene. Science 278: 120–123 931191610.1126/science.278.5335.120

[emmm201910681-bib-0045] Smyth GK (2004) Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol 3: Article3 1664680910.2202/1544-6115.1027

[emmm201910681-bib-0046] Subramanian A , Tamayo P , Mootha VK , Mukherjee S , Ebert BL , Gillette MA , Paulovich A , Pomeroy SL , Golub TR , Lander ES *et al* (2005) Gene set enrichment analysis: a knowledge‐based approach for interpreting genome‐wide expression profiles. Proc Natl Acad Sci USA 102: 15545–15550 1619951710.1073/pnas.0506580102PMC1239896

[emmm201910681-bib-0047] Talmadge JE , Gabrilovich DI (2013) History of myeloid‐derived suppressor cells. Nat Rev Cancer 13: 739–752 2406086510.1038/nrc3581PMC4358792

[emmm201910681-bib-0048] Tauriello DVF , Palomo‐Ponce S , Stork D , Berenguer‐Llergo A , Badia‐Ramentol J , Iglesias M , Sevillano M , Ibiza S , Canellas A , Hernando‐Momblona X *et al* (2018) TGFbeta drives immune evasion in genetically reconstituted colon cancer metastasis. Nature 554: 538–543 2944396410.1038/nature25492

[emmm201910681-bib-0049] Topalian SL , Drake CG , Pardoll DM (2015) Immune checkpoint blockade: a common denominator approach to cancer therapy. Cancer Cell 27: 450–461 2585880410.1016/j.ccell.2015.03.001PMC4400238

[emmm201910681-bib-0050] Yu Q , Stamenkovic I (2000) Cell surface‐localized matrix metalloproteinase‐9 proteolytically activates TGF‐beta and promotes tumor invasion and angiogenesis. Genes Dev 14: 163–176 10652271PMC316345

# Supplementary material for: Neutrophils suppress tumor‐infiltrating T cells in colon cancer via matrix metalloproteinase‐mediated activation of TGFβ
**Source:** EMBO Mol Med. 2019 Dec 2;12(1):e10681. doi: 10.15252/emmm.201910681
**Supplement:** Supplementary file 1 — Appendix

## **Appendix**

### **Table of contents**

- Appendix figure S1
- Appendix figure S2
- Appendix figure S3
- Appendix figure S4
- Appendix figure S5
- Appendix figure S6
- Appendix figure S7
- Appendix figure S8
- Appendix figure S9
- Appendix figure S10
- Appendix figure S11
- Appendix figure S12
- Appendix figure legends
- Appendix table S1
- Appendix table S2
- Appendix table S3
- Appendix table S4

Appendix Figure S1

**A**

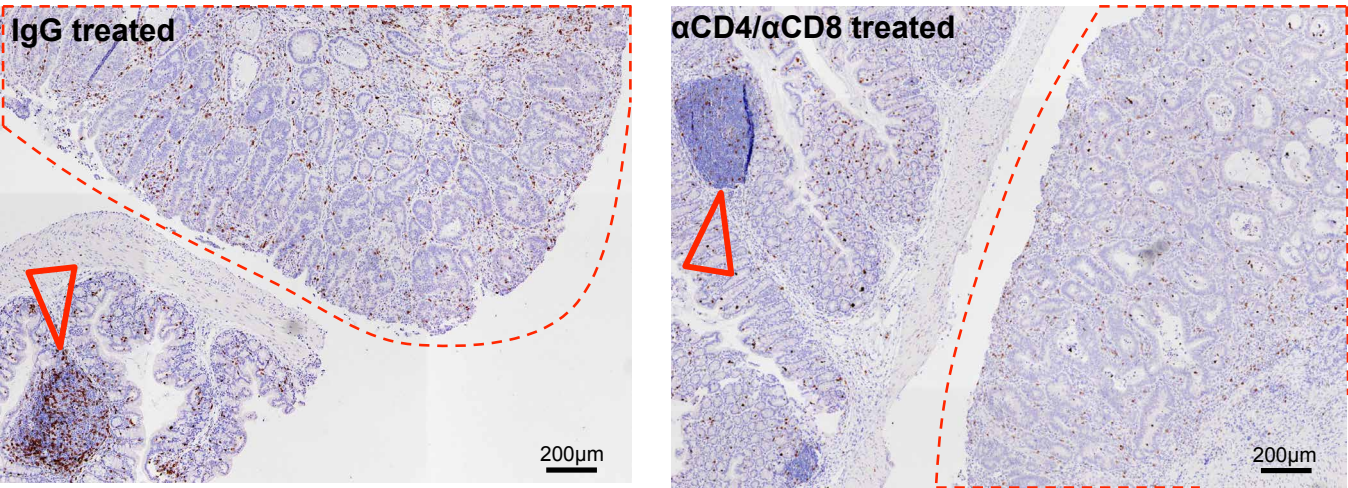

**B**

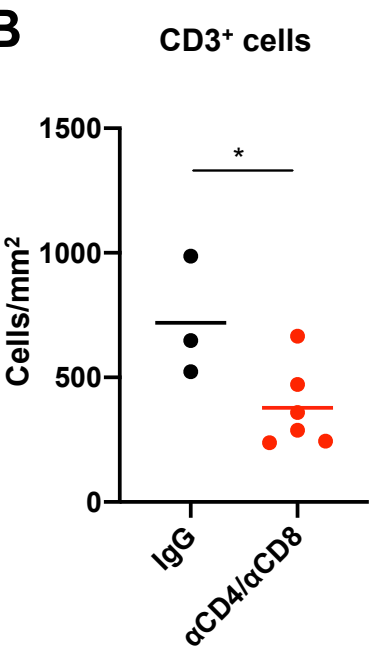

**C**

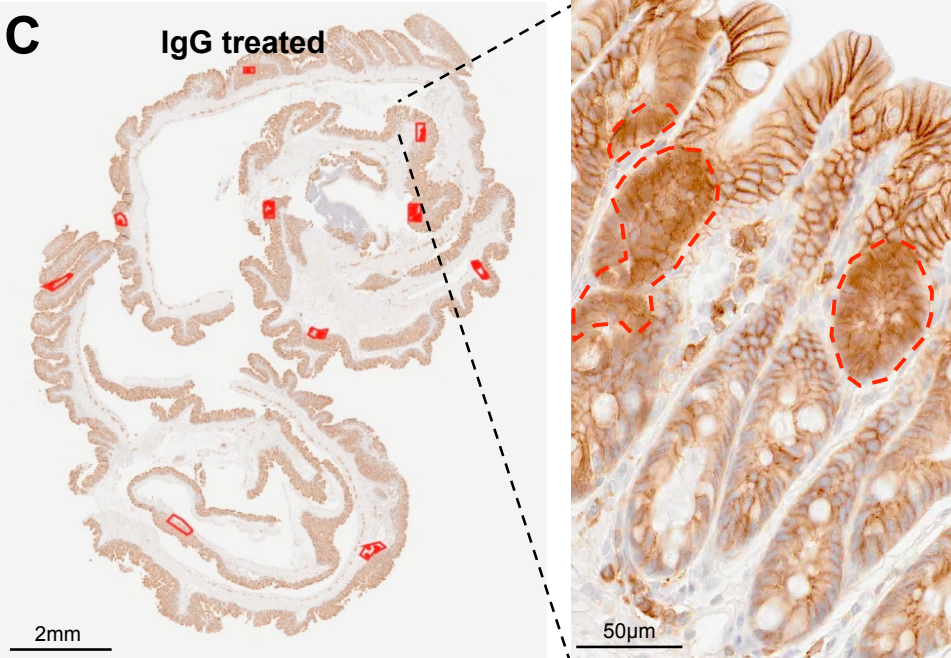

**D**

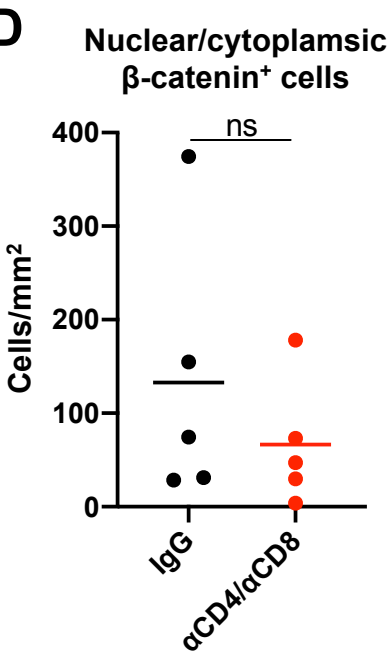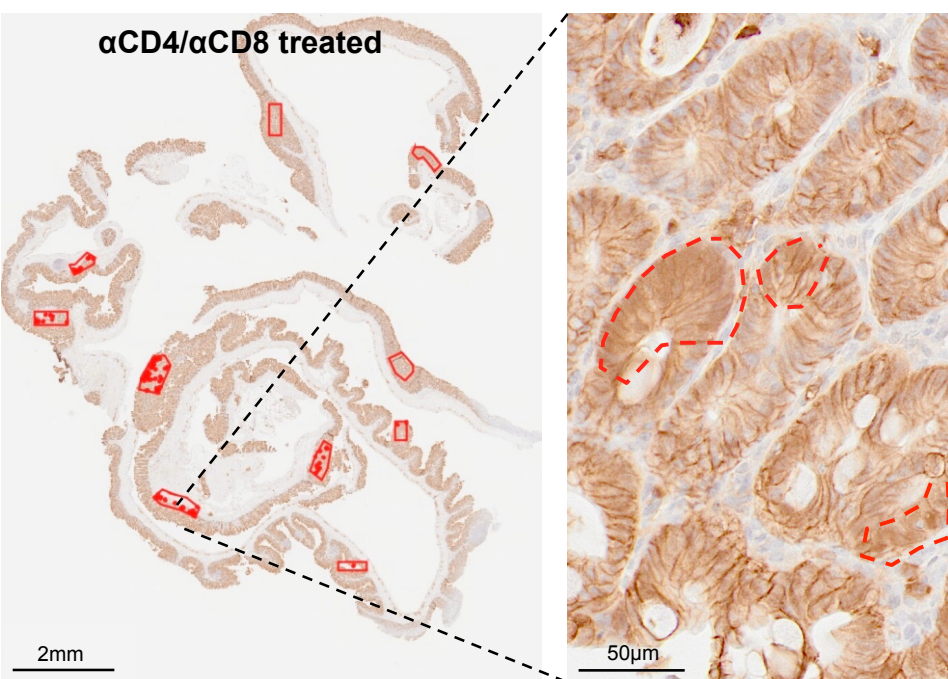

Appendix Figure S2

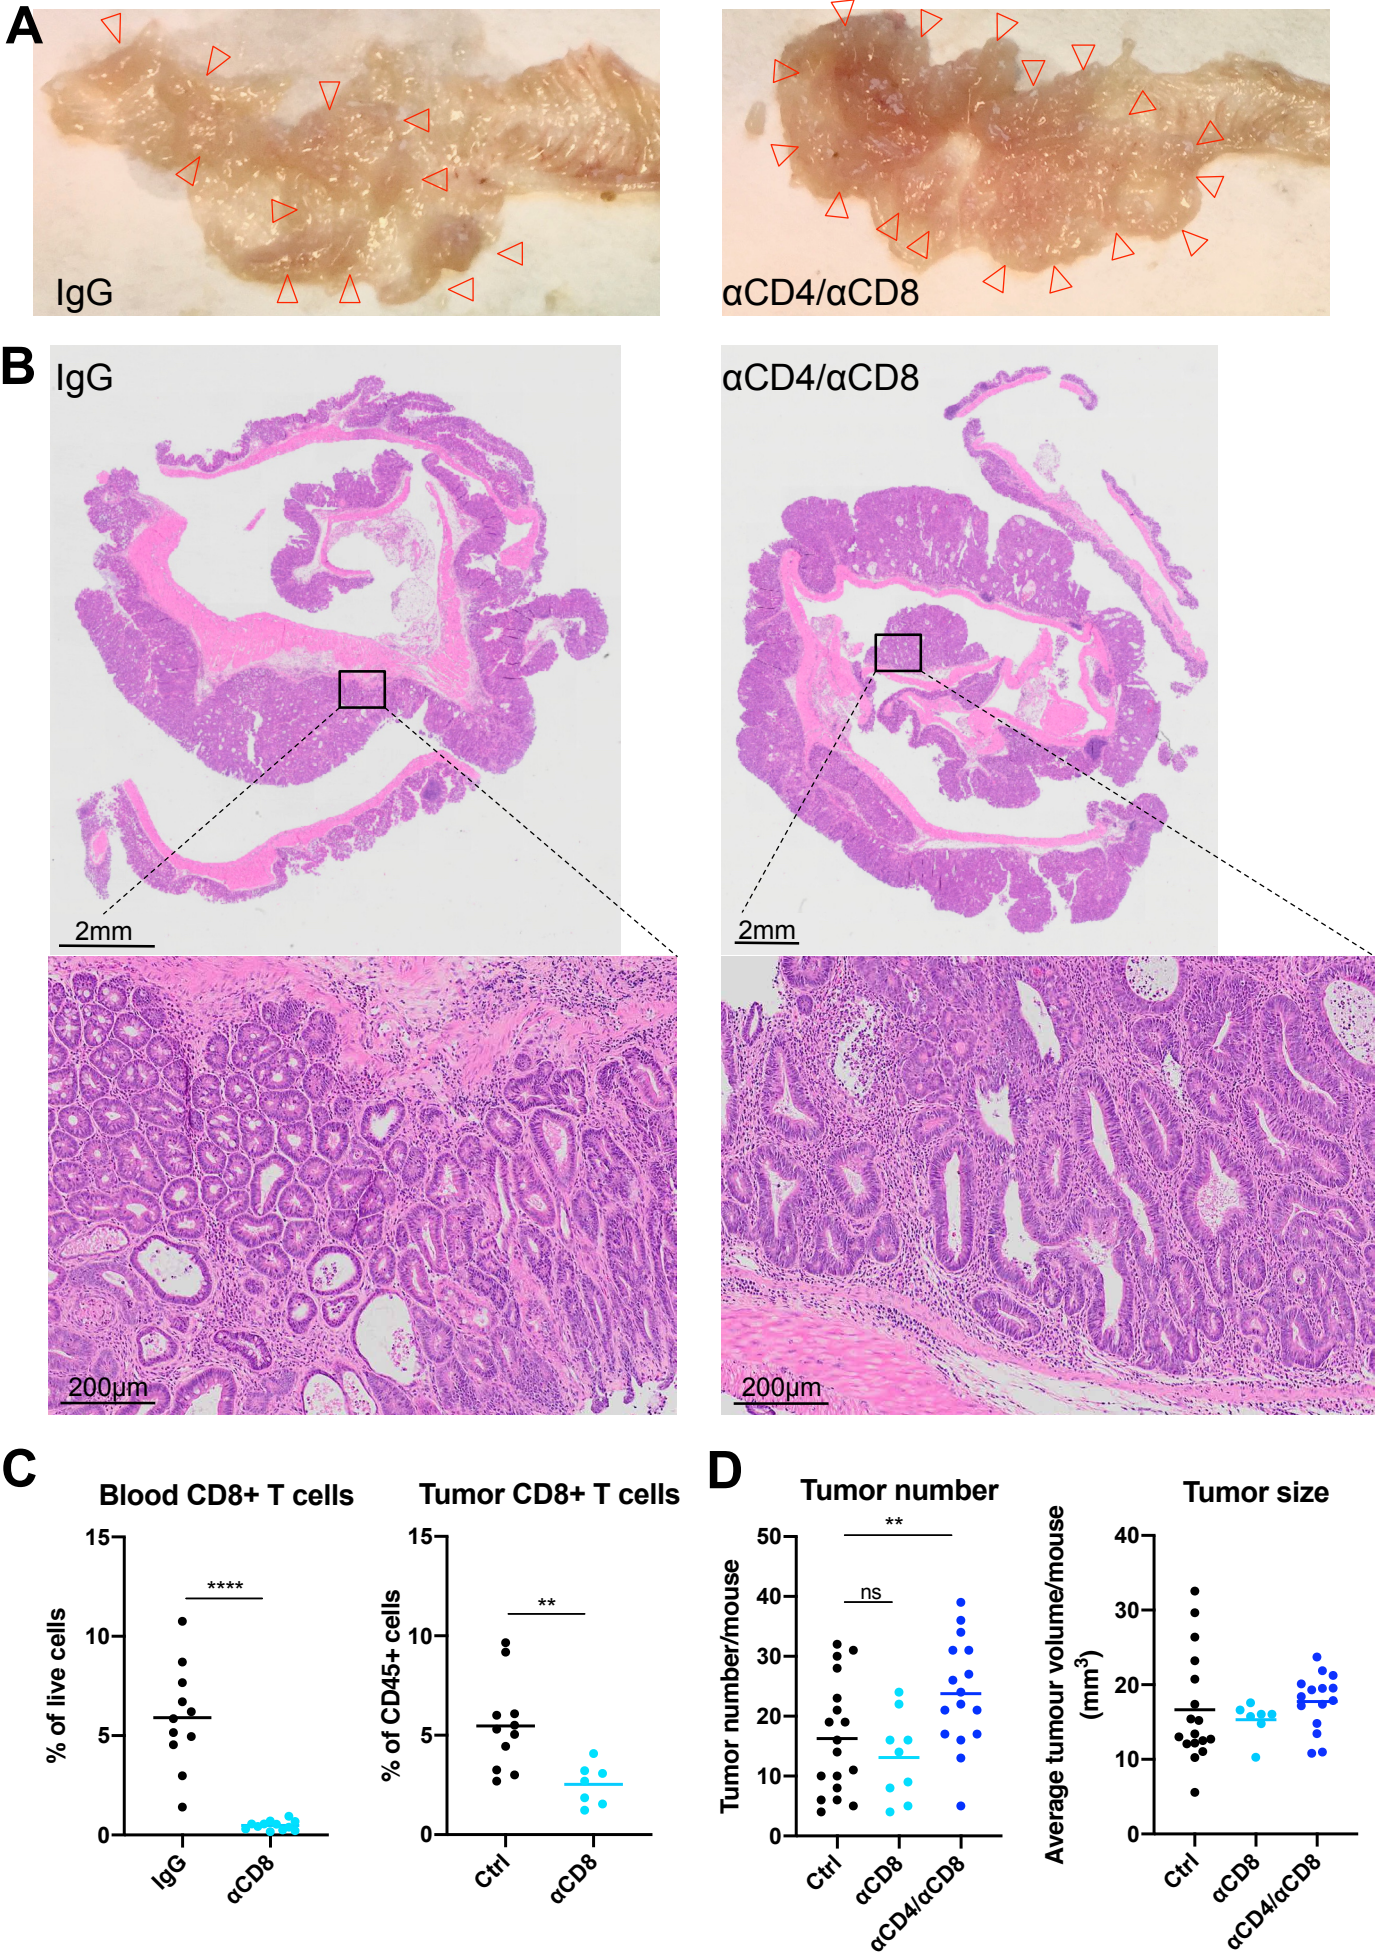

Appendix figure S3

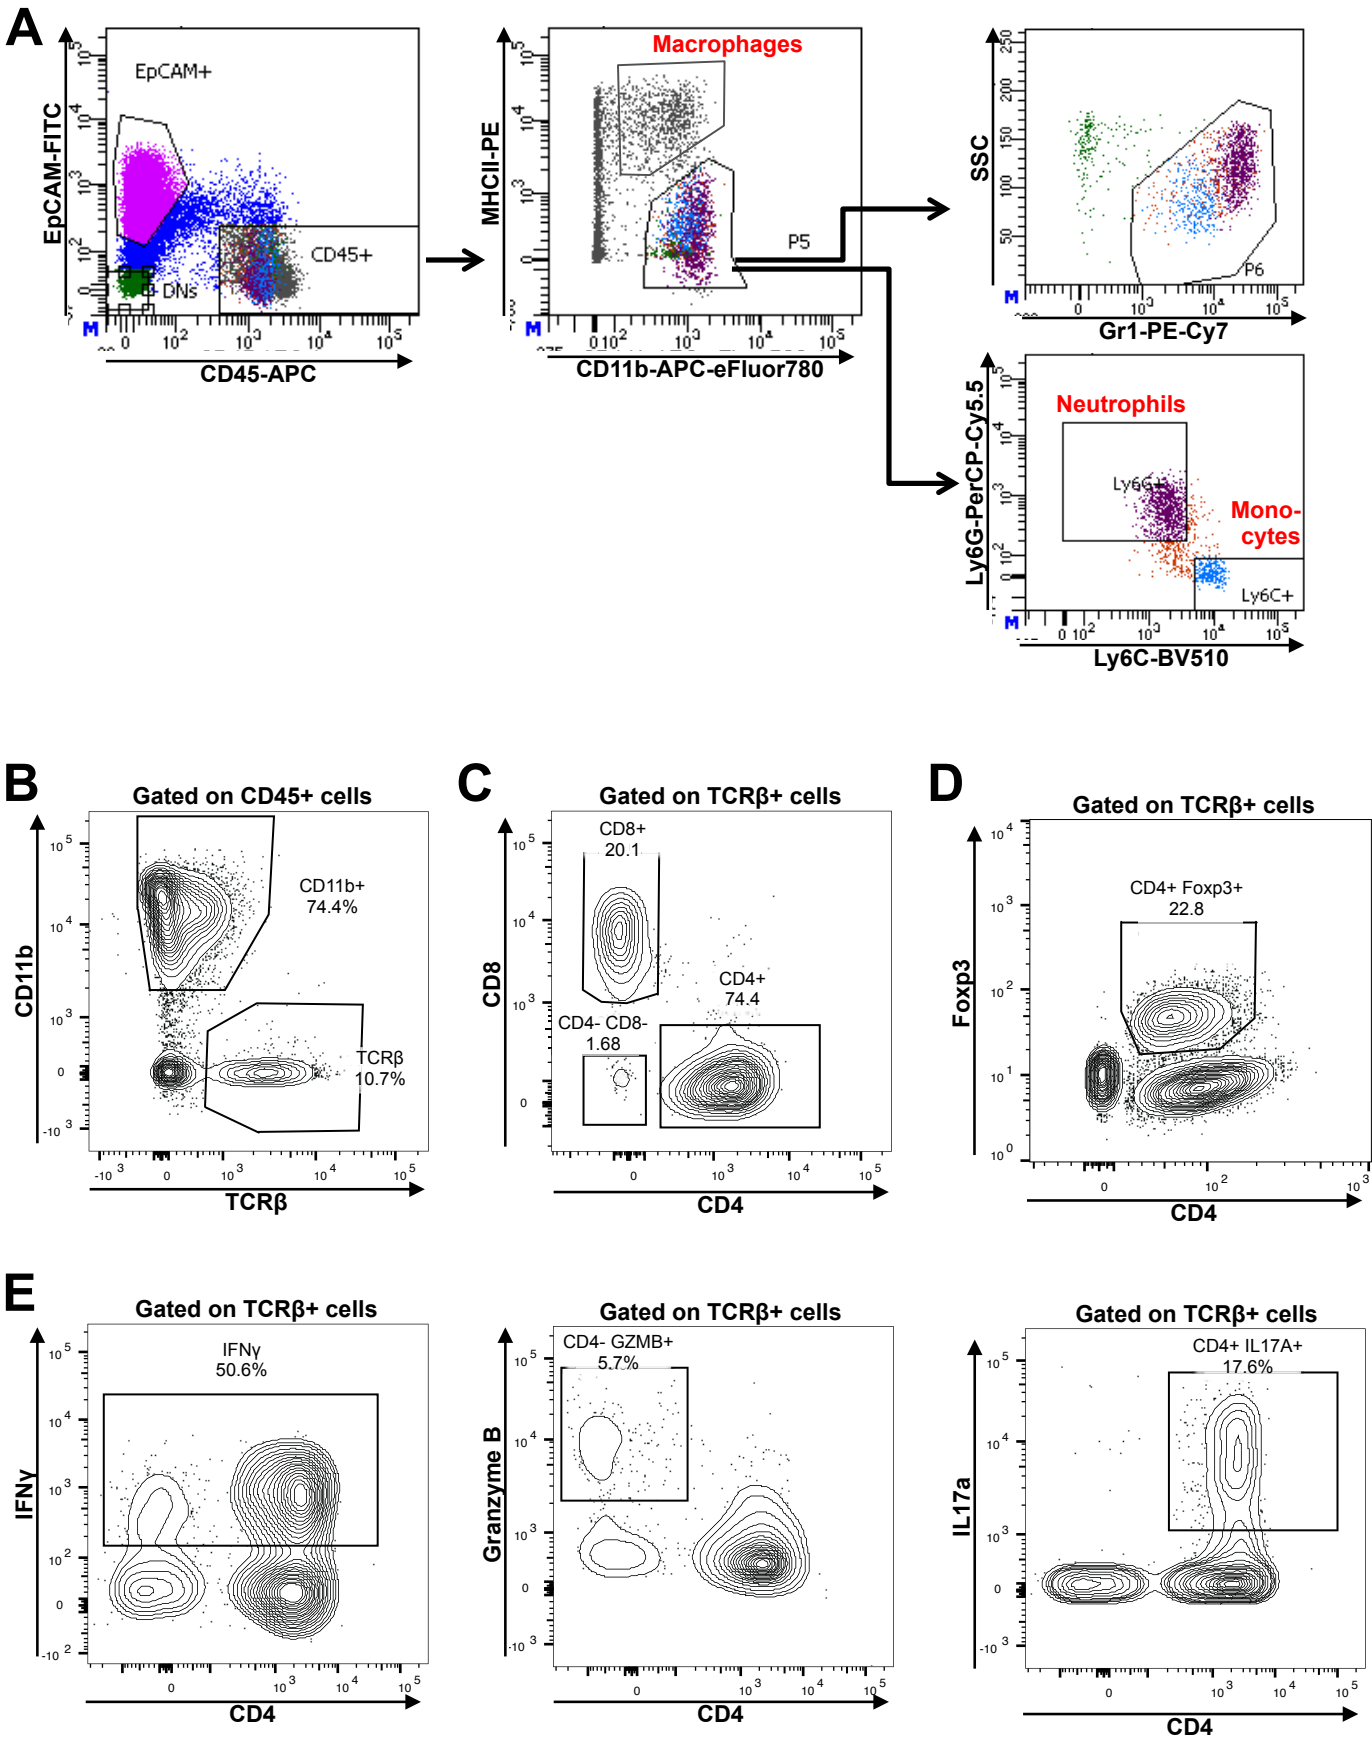

Appendix figure S4

# **A** CD3<sup>+</sup> cells

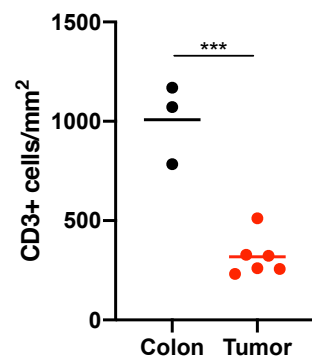

# **B** CD45, normal colon

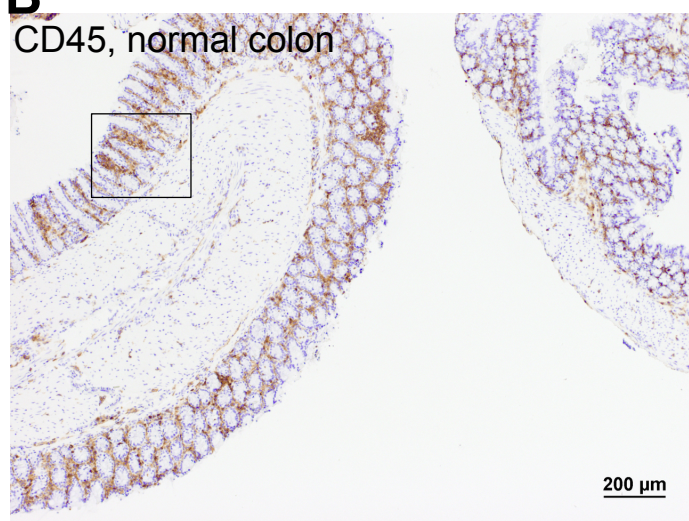

# CD45, colon tumor

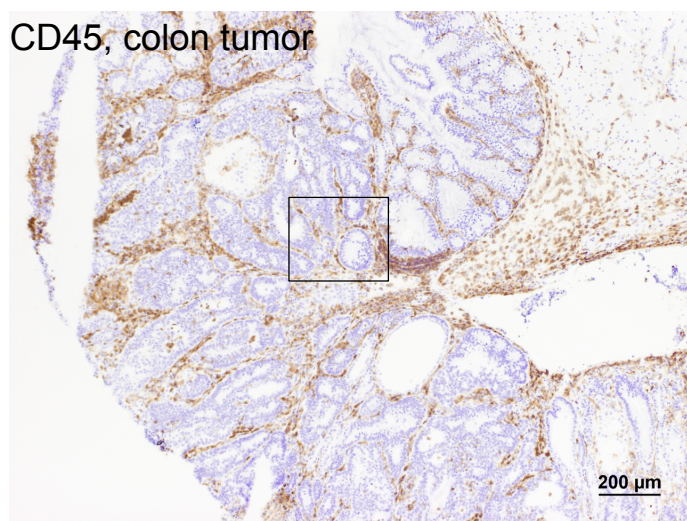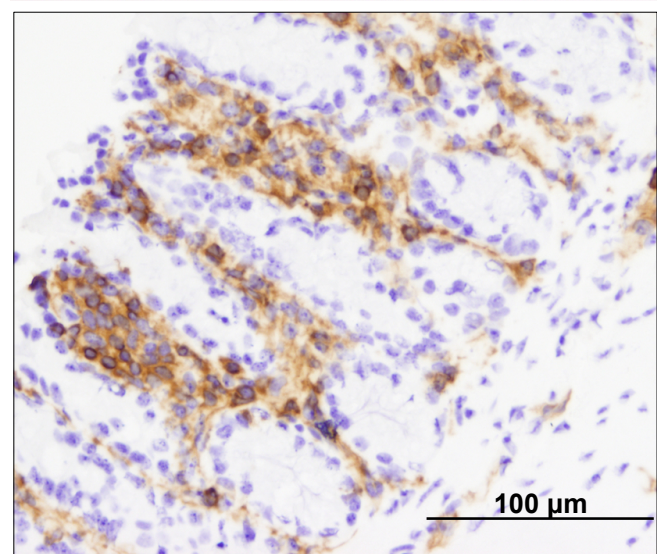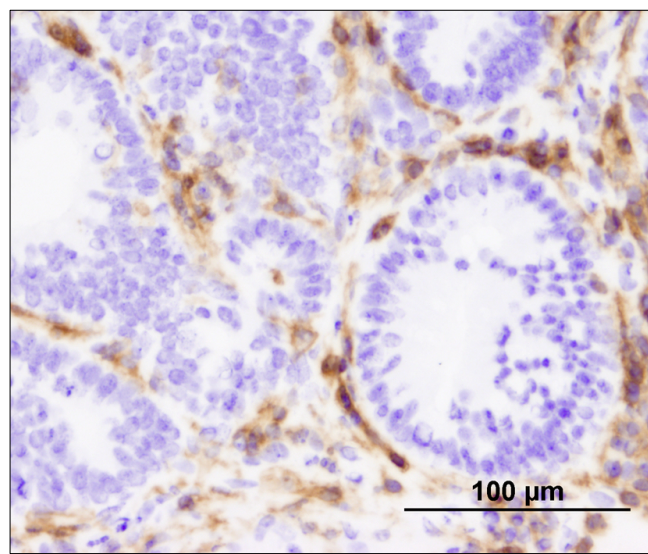

# **C** CD45<sup>+</sup> cells

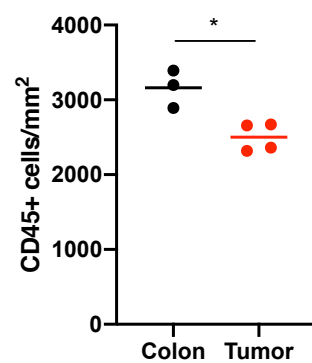

# **D** CD45<sup>+</sup> cells

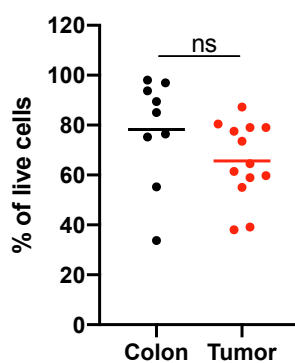

# **E** Gr1<sup>+</sup> cells

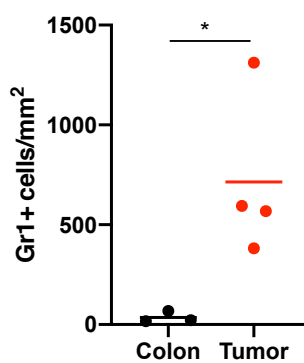

Appendix figure S5

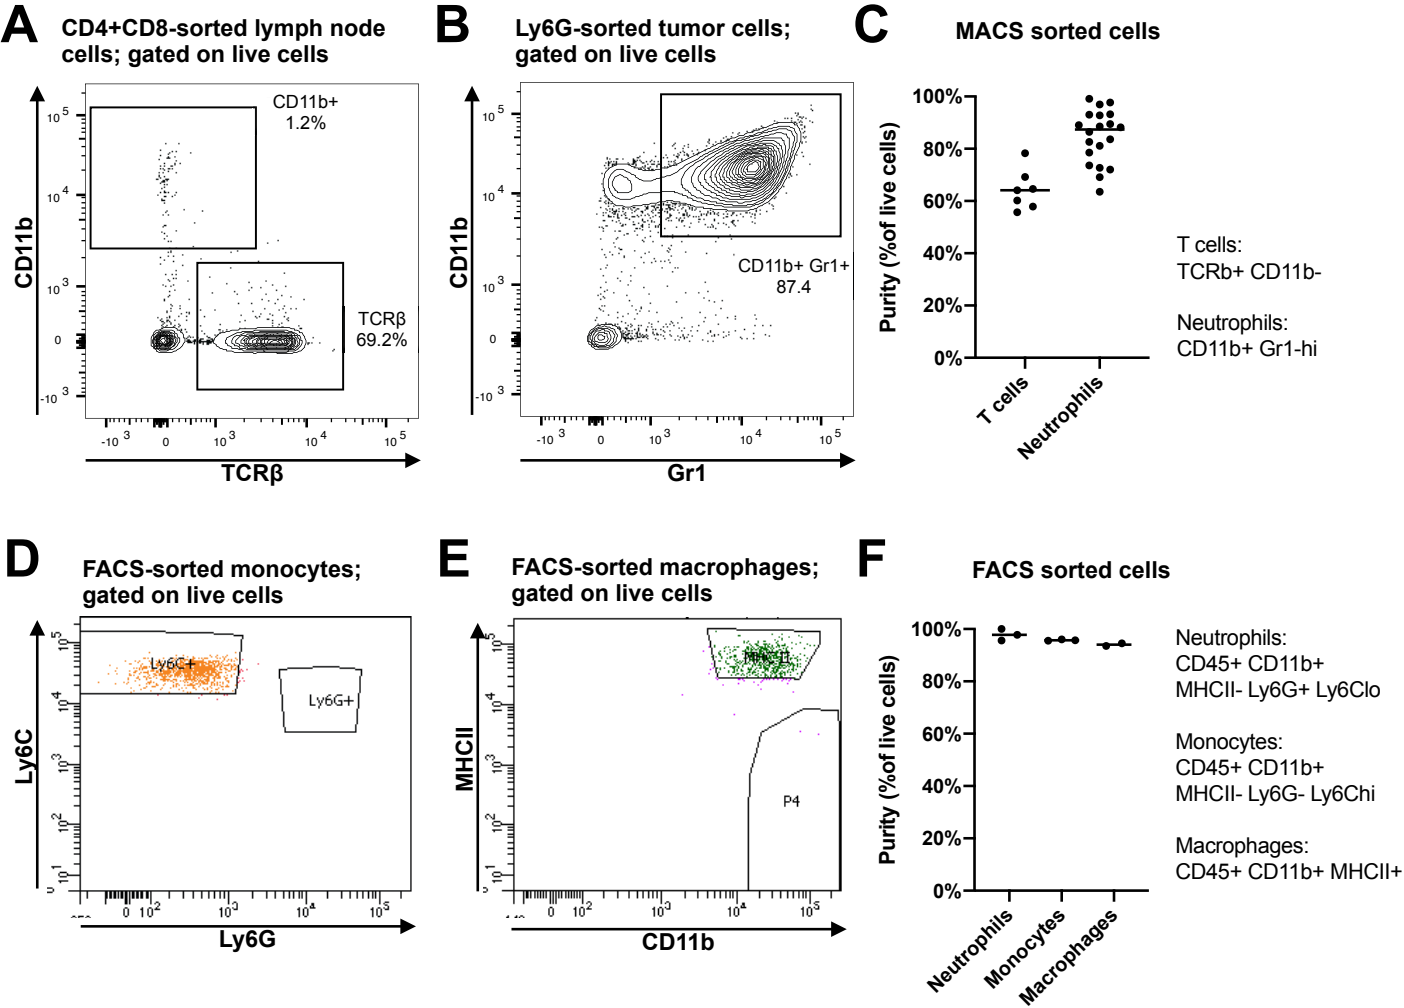

Appendix figure S6

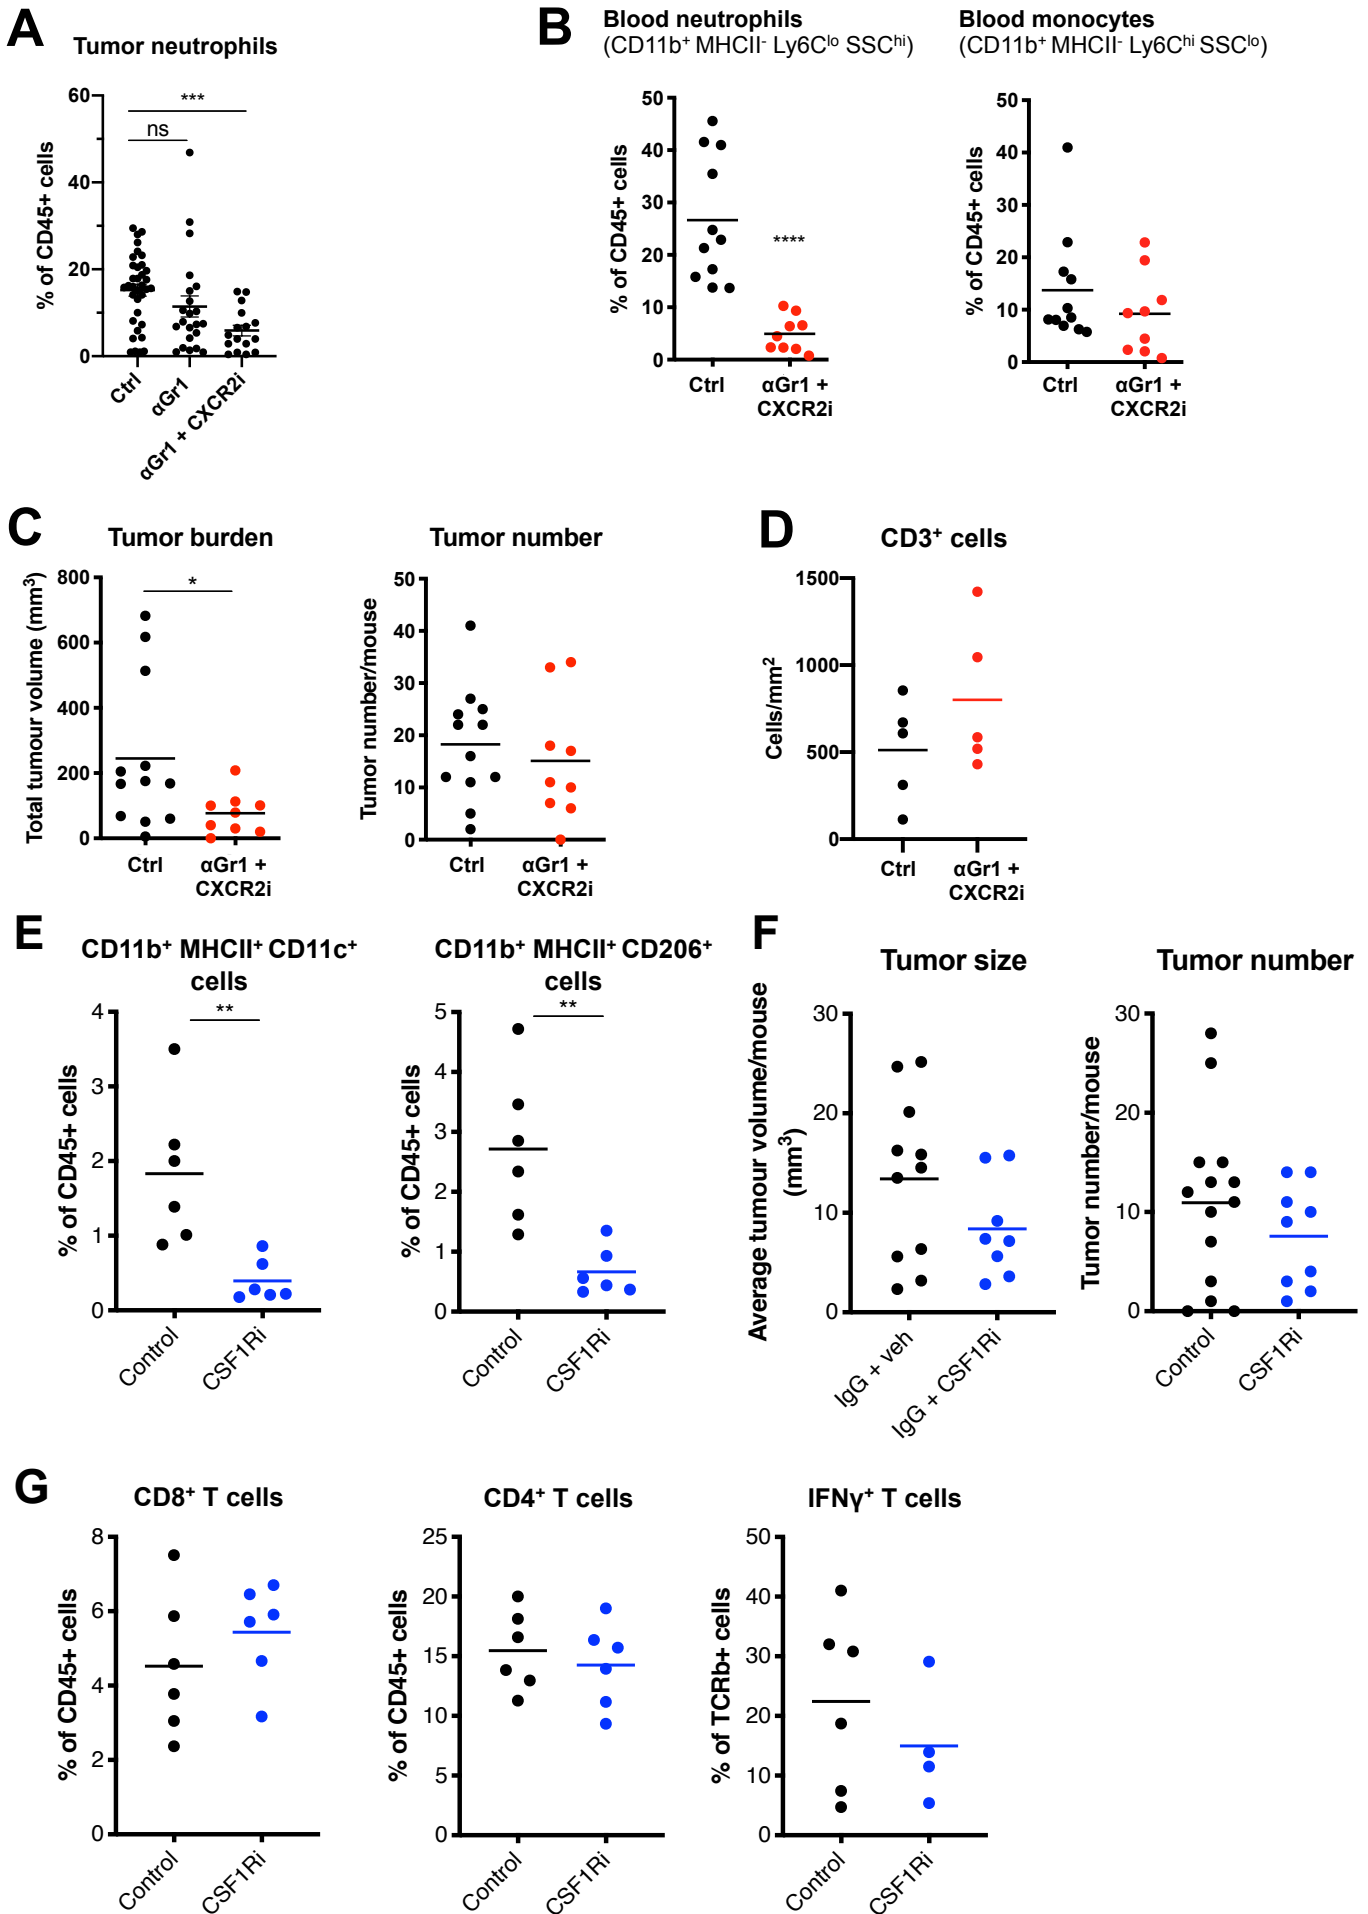

Appendix Figure S7

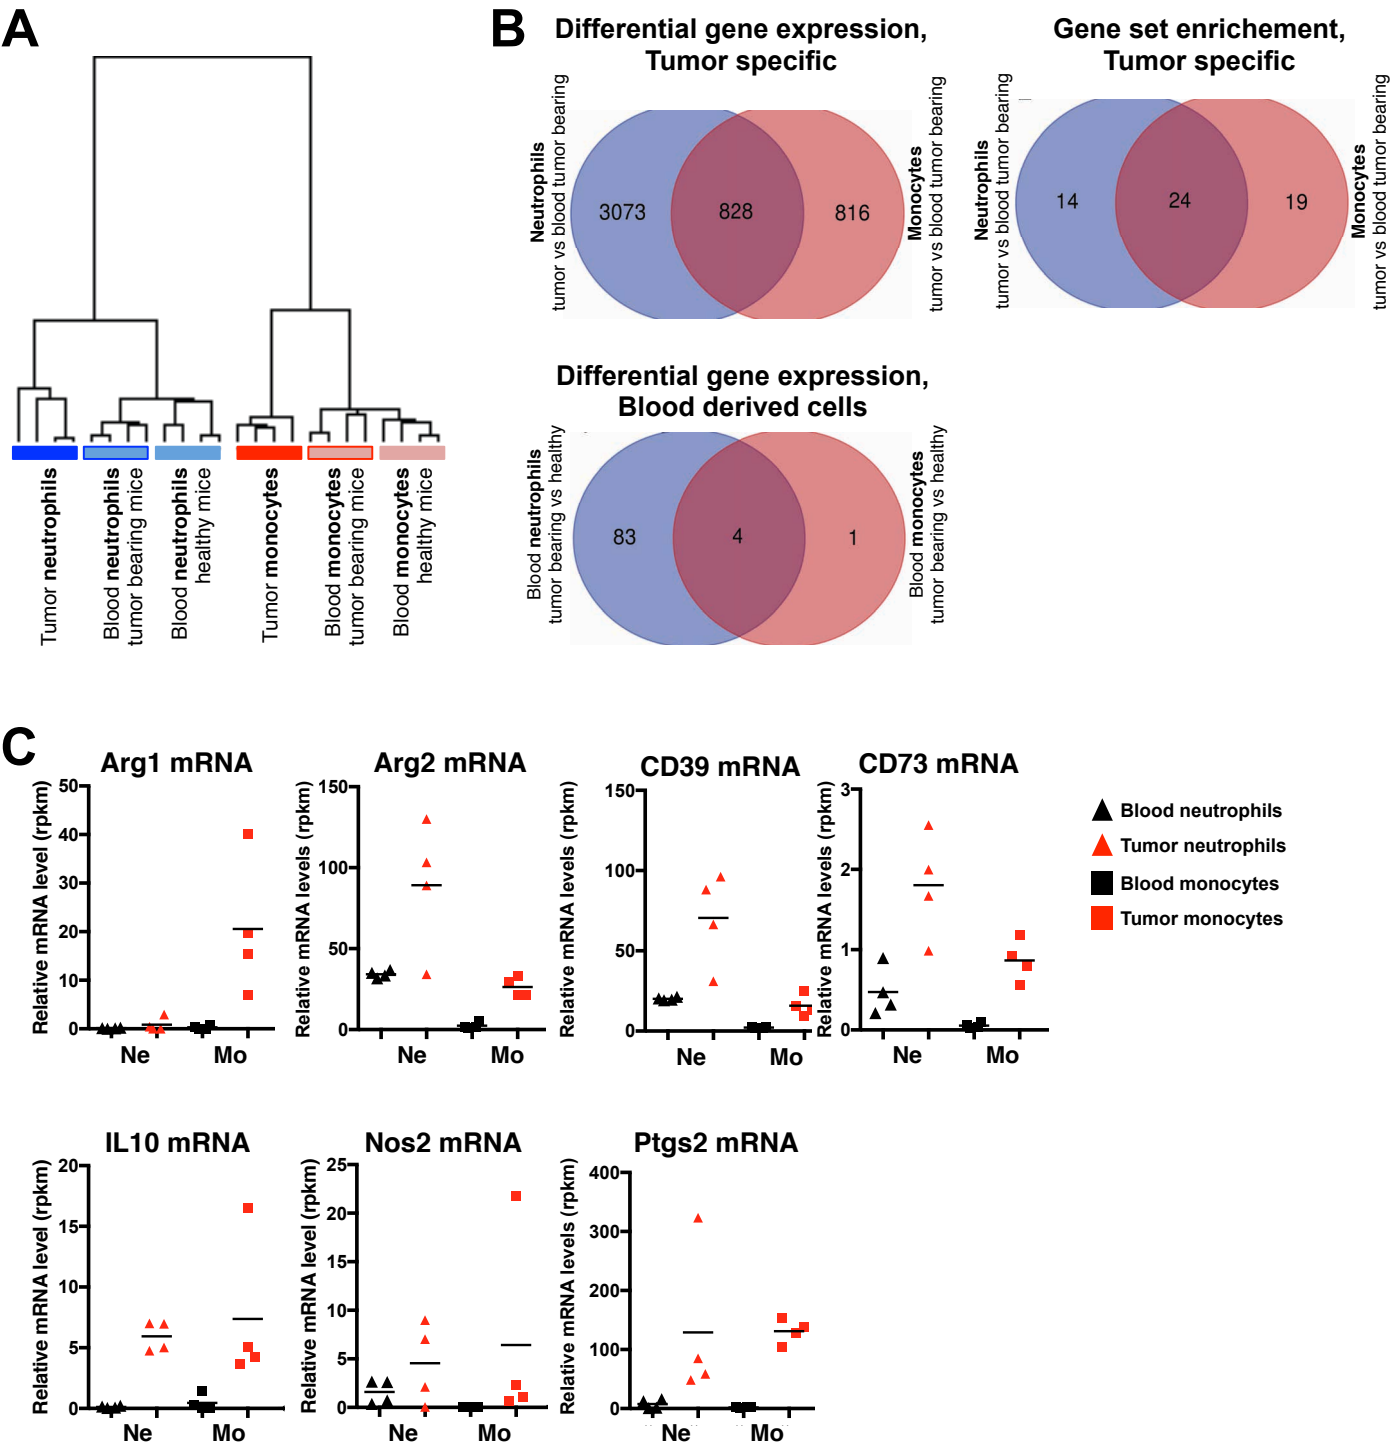

Appendix figure S8

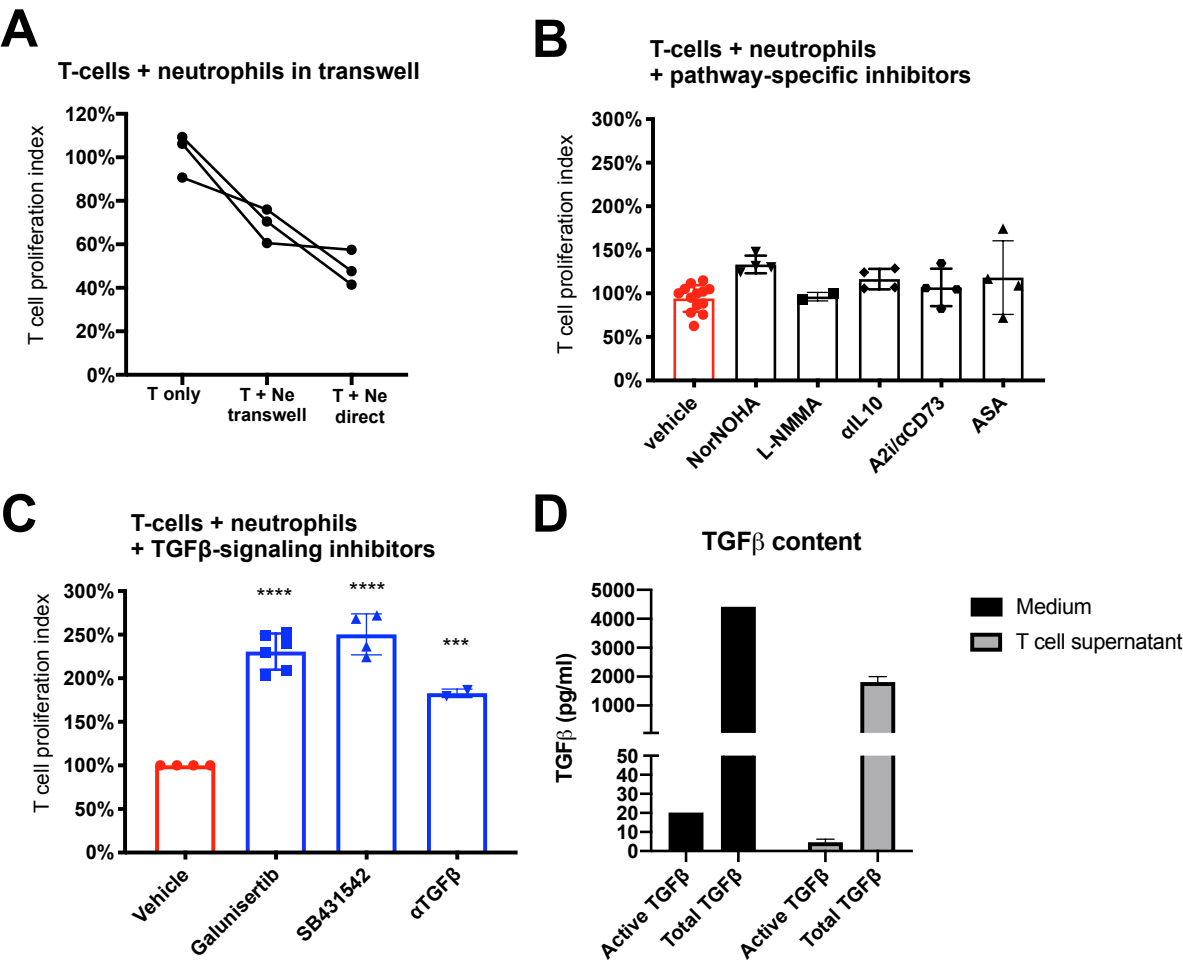

Appendix figure S9

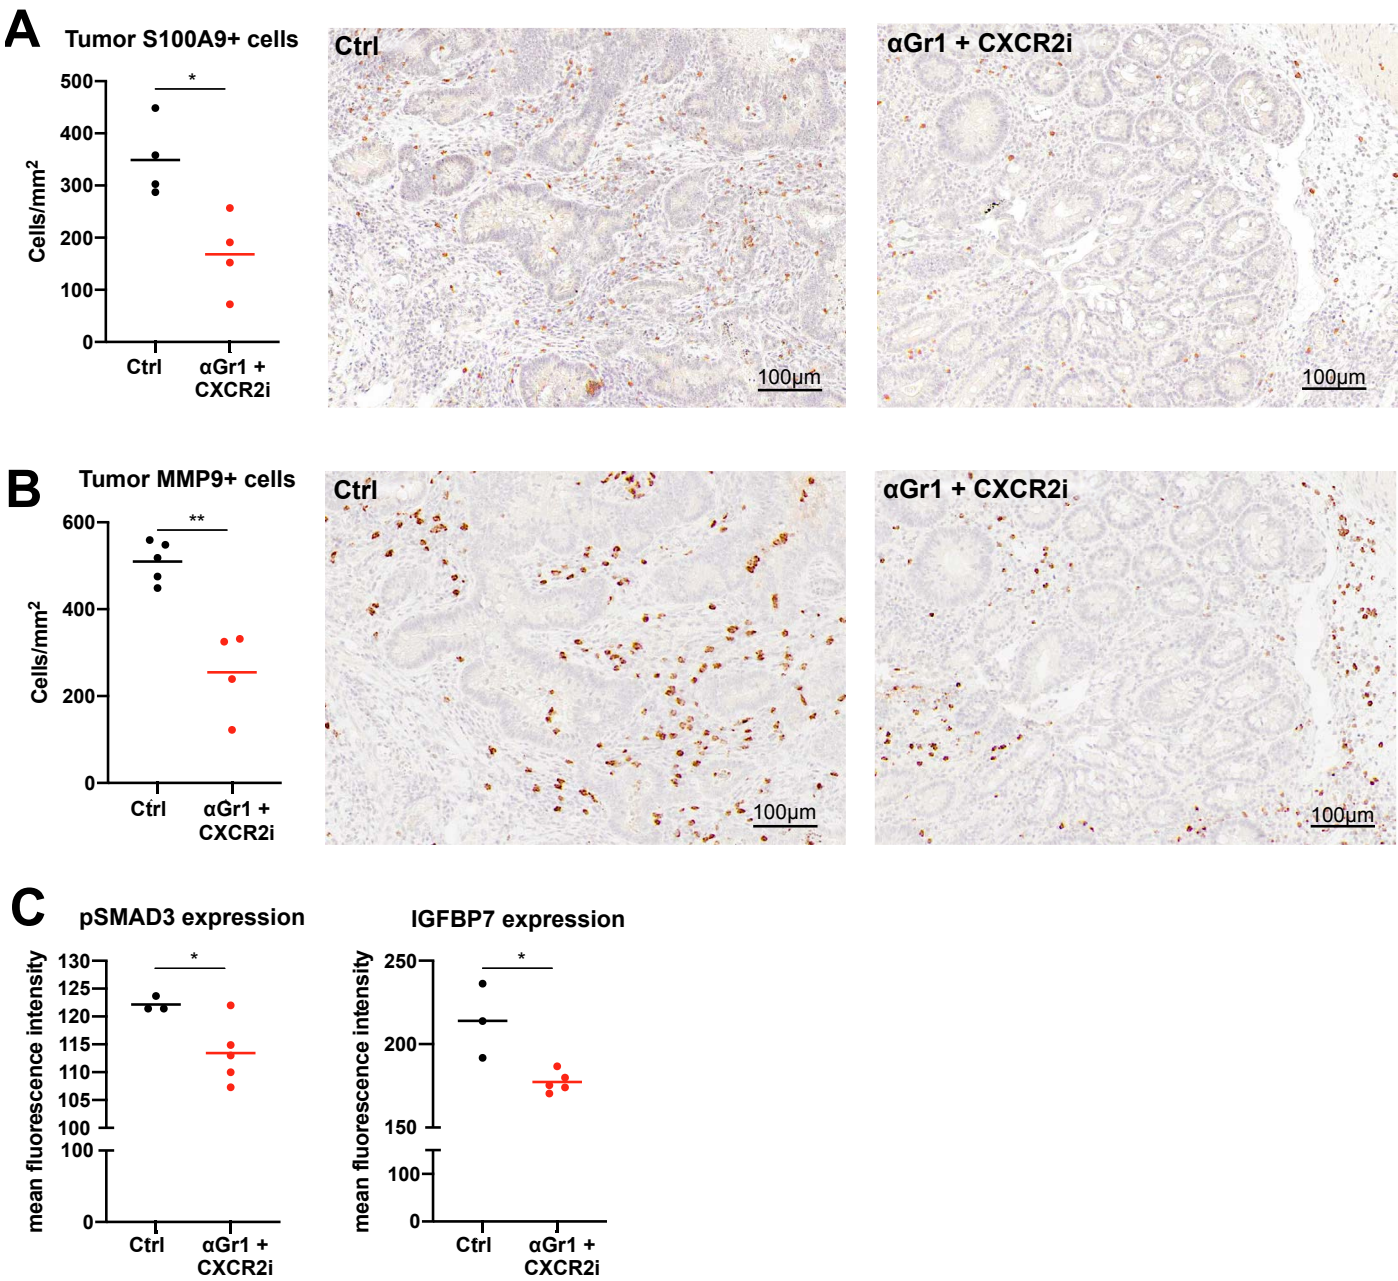

Appendix figure S10

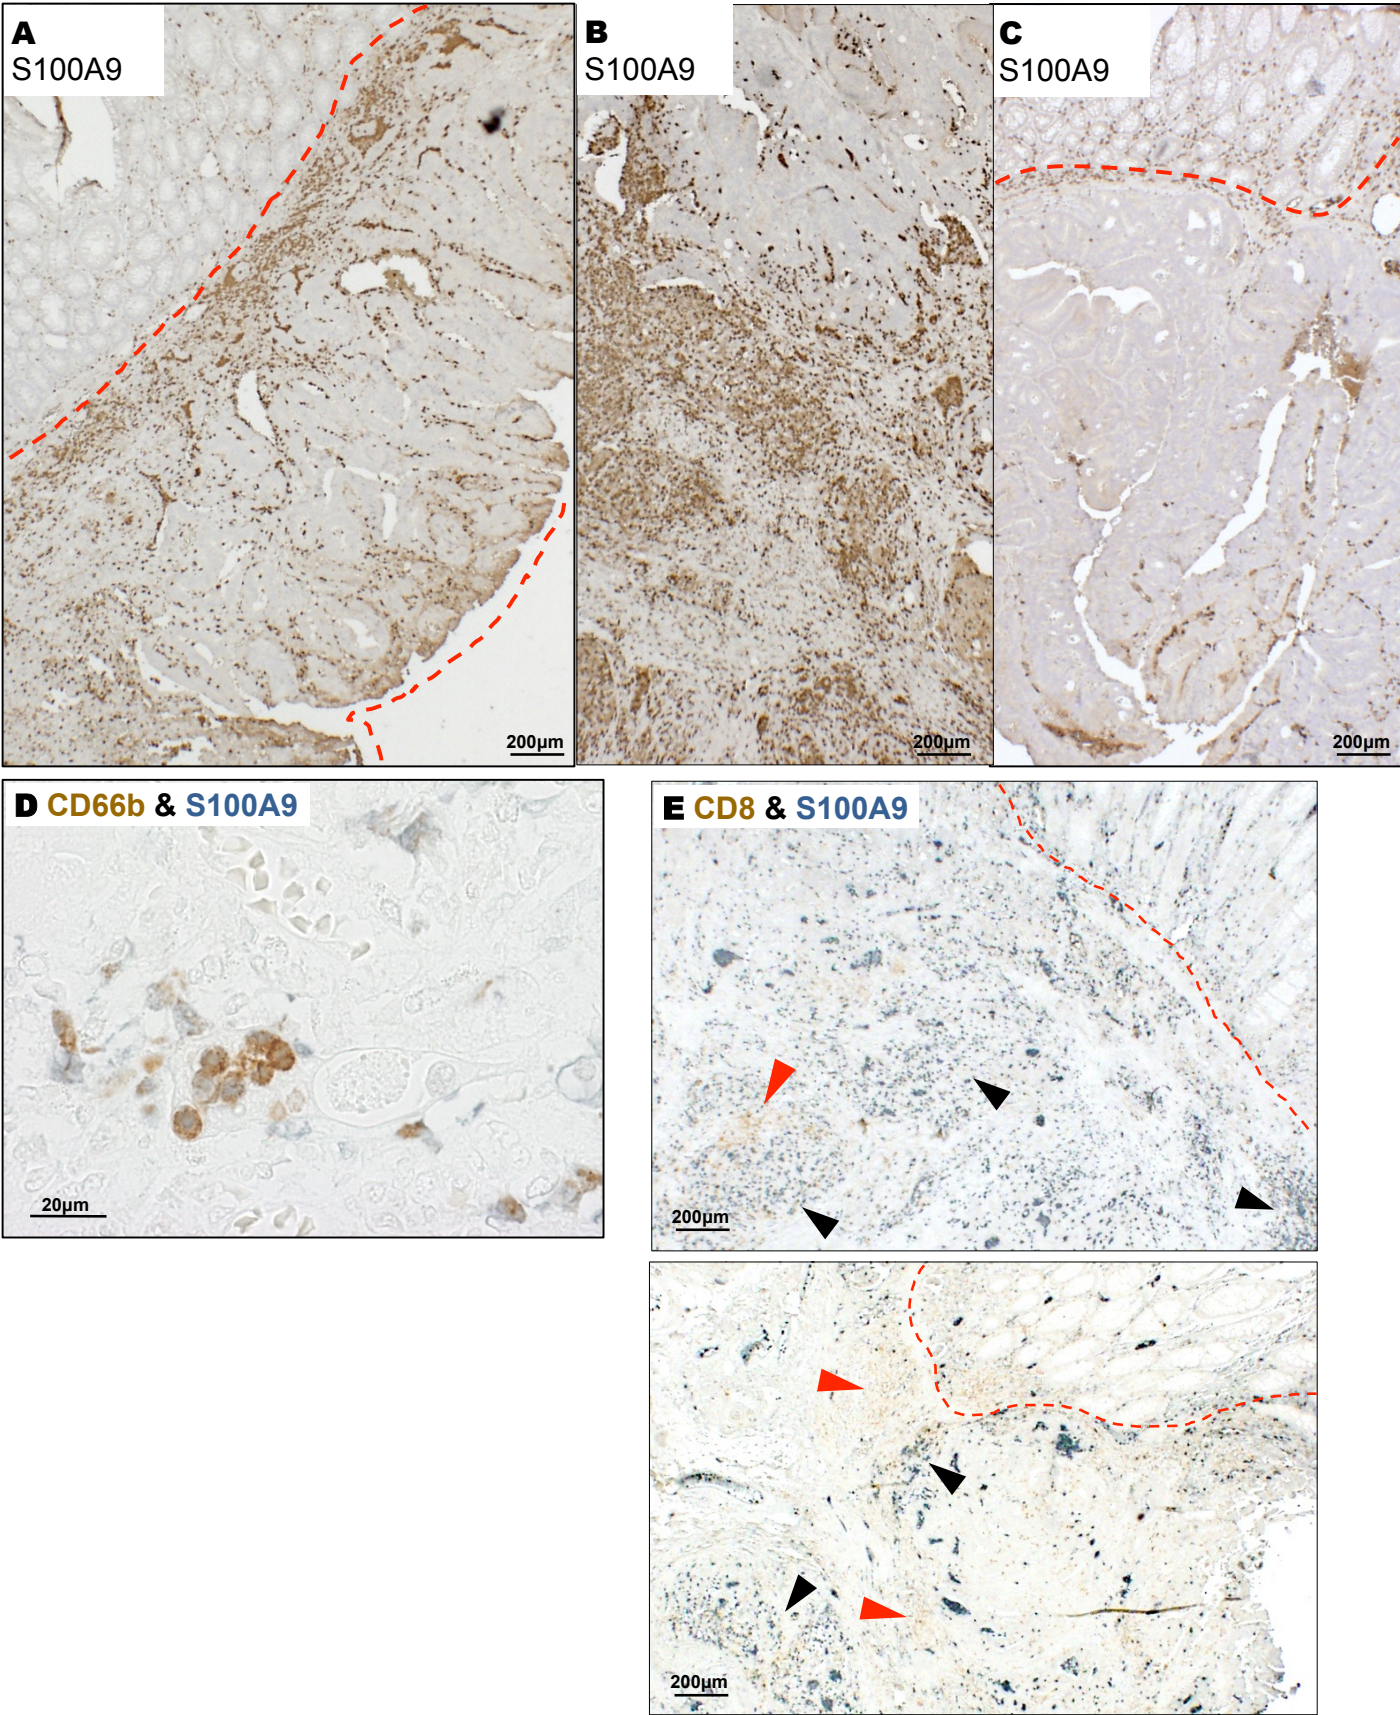

Appendix figure S11

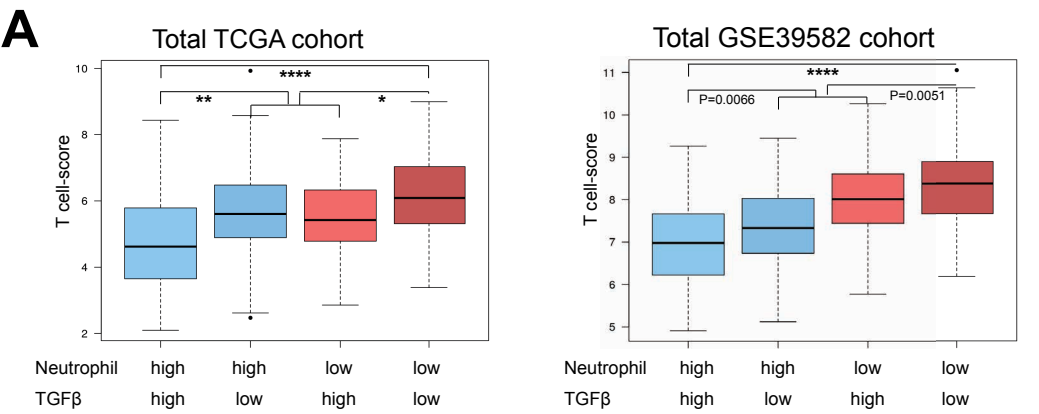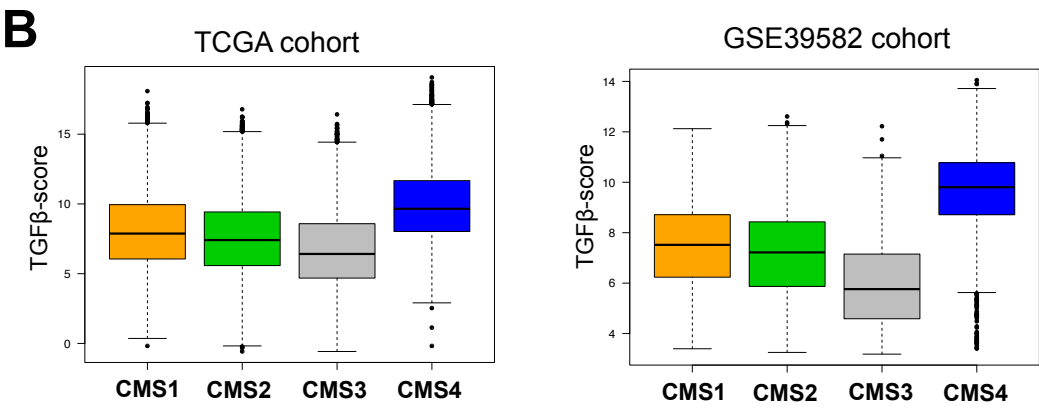

Appendix figure S12

A

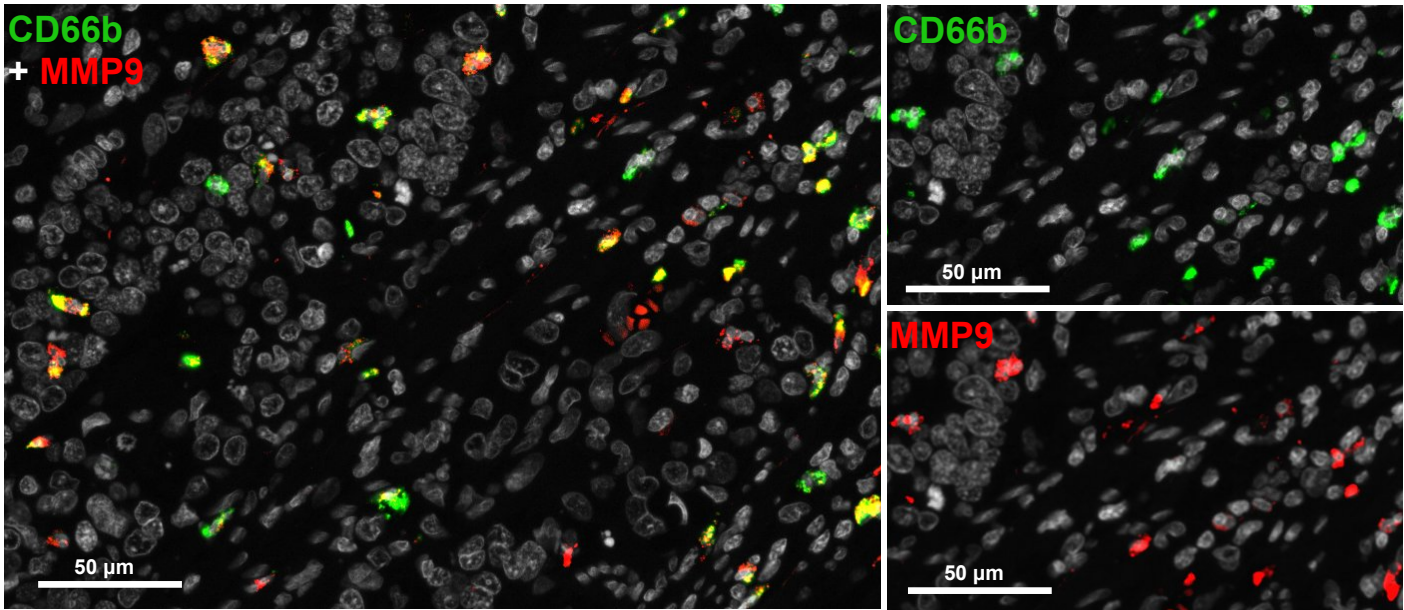

B

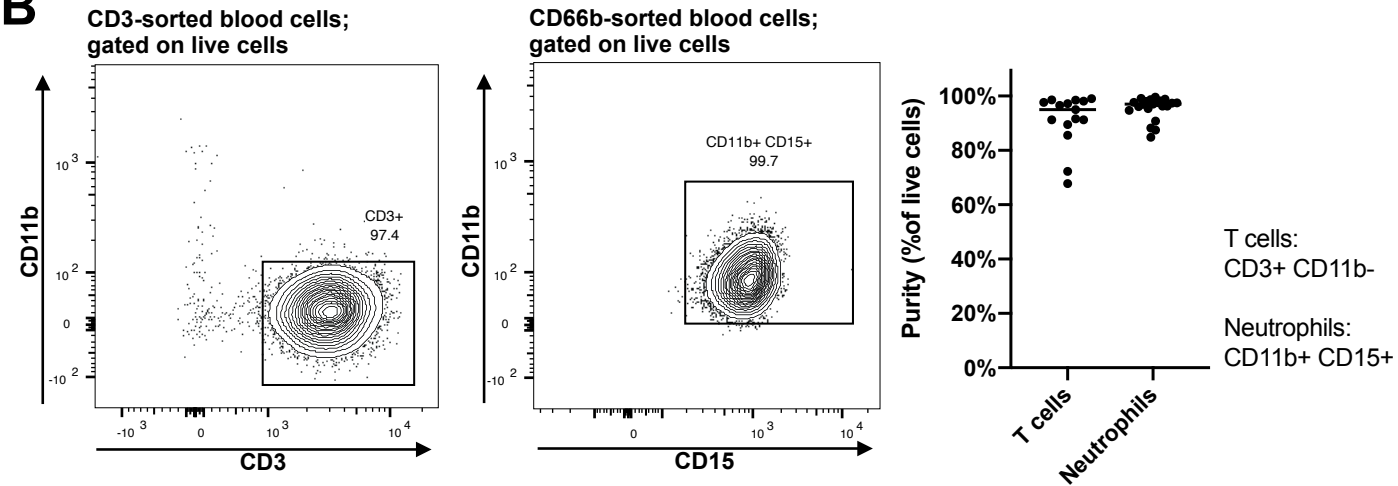

## Appendix figure legends

### Figure S1. Effect of anti-CD4/anti-CD8 treatment on mouse colon adenoma T cell infiltration and on Tamoxifen-induced CreERT recombinase activity.

A and B, *Apc*<sup>fl/fl-Cdx2CreERT2</sup> mice were treated with Tamoxifen and one day post treatment injected with anti-CD4 plus anti-CD8 neutralizing antibodies ( $\alpha$ CD4/ $\alpha$ CD8) or IgG control twice a week for six weeks. Colons were then excised and tissue sections were stained with anti-CD3 antibody and CD3<sup>+</sup> cells were quantified. A, Representative anti-CD3 immunostaining on sections derived from IgG treated (left panel) and  $\alpha$ CD4/ $\alpha$ CD8 treated (right panel) mice. Dashed lines outline tumor tissue. Arrowheads indicate tertiary lymphoid structures in adjacent benign colon mucosa. B, Quantification of CD3<sup>+</sup> cells in sections of tumors derived from IgG- (n=3) and  $\alpha$ CD4/ $\alpha$ CD8-treated (n=6) mice. At least five arbitrarily selected areas per section were scored.

C and D, *Apc*<sup>fl/fl-Cdx2CreERT2</sup> mice were treated with Tamoxifen and one day post treatment injected with anti-CD4 plus anti-CD8 neutralizing antibodies ( $\alpha$ CD4/ $\alpha$ CD8) or IgG control twice a week for five days. Colons were then excised and tissue sections were stained with anti- $\beta$ -catenin antibody and cells with detectable nuclear  $\beta$ -catenin were quantified. C, Representative anti- $\beta$ -catenin immunostaining on sections derived from IgG-(upper panel) and  $\alpha$ CD4/ $\alpha$ CD8-treated (lower panel) mice. Right panels are higher magnifications of indicated areas in left panels. Red delineated areas in left panels were the quantified areas on those sections. Red dashed lines in right panels outline cells with increased nuclear and cytoplasmic  $\beta$ -catenin staining. D, Quantification of nuclear and cytoplasmic  $\beta$ -catenin<sup>+</sup> cells in sections of tumors derived from IgG- (n=5) and  $\alpha$ CD4/ $\alpha$ CD8-treated (n=5) mice. Ten arbitrarily selected areas per section were scored.

Data information: In (B and D), statistical analysis was performed by unpaired two-tailed Student's t-tests. \*:  $p < 0.05$ ; \*\*\*:  $p < 0.001$ . Exact p-values are provided in Appendix table S4.

**Figure S2. Effect of anti-CD4/anti-CD8 treatment on mouse colon adenoma phenotype.**

*Apc*<sup>fl/fl-Cdx2CreERT2</sup> mice were treated with Tamoxifen and one day post treatment injected with anti-CD4 plus anti-CD8 neutralizing antibodies ( $\alpha$ CD4/ $\alpha$ CD8), anti-CD8 neutralizing antibody alone ( $\alpha$ CD8) or IgG control twice a week for five to six weeks.

A, Dissected and cleaned cecum and proximal colon of *Apc*<sup>fl/fl-Cdx2CreERT2</sup> mice at the end of indicated treatments. Red arrowheads outline tumor containing tissue.

B, Cross sections of cecum and proximal colon of mice at the end of indicated treatments, stained with hematoxylin/eosin. Lower panels are higher magnifications of indicated areas in upper panels. Tumors in both IgG and  $\alpha$ CD4/ $\alpha$ CD8 treated mice displayed with an adenomatous, non-invasive phenotype.

C and D, Comparison of  $\alpha$ CD8 treatment to  $\alpha$ CD4/ $\alpha$ CD8 treatment. C, Relative numbers of CD8<sup>+</sup> TCR $\beta$ <sup>+</sup> cells determined by FACS in blood (left panel) and tumors (right panel) in mice at the end of indicated treatments (IgG: n=11;  $\alpha$ CD8: n=7). D, Number (left panel) and average tumor size (right panel) per mouse at the end of indicated treatments (Pooled data from two independent experiments; IgG: n=18;  $\alpha$ CD8: n=9;  $\alpha$ CD4/ $\alpha$ CD8: n=16).

Data information: In (C) and (D), each dot represents an individual mouse and exact group sizes are mentioned in brackets above. Statistical analysis was performed by

unpaired two-tailed Student's t-tests. \*\*:  $p < 0.01$ ; \*\*\*\*:  $p < 0.0001$ . Exact p-values are provided in Appendix table S4.

**Figure S3. FACS gating strategy to identify and sort individual myeloid cell and T cell populations.**

A, Gating strategy to identify and sort EpCAM<sup>+</sup> CD45<sup>-</sup> epithelial cells, EpCAM<sup>-</sup> CD45<sup>-</sup> stromal cells, CD45<sup>+</sup> CD11b<sup>+</sup> MHCII<sup>+</sup> macrophages, CD45<sup>+</sup> CD11b<sup>+</sup> MHCII<sup>-</sup> Ly6G<sup>+</sup> Ly6C<sup>low</sup> neutrophils and CD45<sup>+</sup> CD11b<sup>+</sup> MHCII<sup>-</sup> Ly6G<sup>-</sup> Ly6C<sup>high</sup> monocytes in tumor derived single cell suspension.

B, Gating strategy to identify TCRβ<sup>+</sup> cells among CD45<sup>+</sup> cells in tumor or blood derived single cell suspension.

C, Gating strategy to identify CD4<sup>+</sup> and CD8<sup>+</sup> T cell subsets among CD45<sup>+</sup> TCRβ<sup>+</sup> cells in tumor or blood derived single cell suspension.

D, Gating strategy to identify Foxp3<sup>+</sup>CD4<sup>+</sup> regulatory T cells among CD45<sup>+</sup> TCRβ<sup>+</sup> cells in tumor derived single cell suspension.

E, Gating strategy to identify IFNγ<sup>+</sup> (left panel), CD4<sup>-</sup> Granzyme B<sup>+</sup> (middle panel) and CD4<sup>+</sup> IL17a<sup>+</sup> (right panel) effector T cell subsets among CD45<sup>+</sup> TCRβ<sup>+</sup> cells in tumor derived single cell suspension.

**Figure S4. Quantification of CD3<sup>+</sup> T cells, CD45<sup>+</sup> hematopoietic cells and Gr1<sup>+</sup> myeloid cells in mouse normal colon and colon adenomas by immunohistochemistry.**

Colons of healthy *Apc*<sup>fl/fl</sup> (Colon) or tumor bearing (Tumor) *Apc*<sup>fl/fl-Cdx2CreERT2</sup> mice 10-14 weeks after Tamoxifen treatment.

A, Quantification of CD3<sup>+</sup> cells using immunohistochemistry. Colon: n=3; Tumor: n=6.

B, Immunohistochemical staining for CD45<sup>+</sup> on representative sections of healthy normal colon (left panels) or colon tumor (right panels). Lower panels are higher magnifications of indicated areas in upper panels.

C, Quantification of CD45<sup>+</sup> cells using immunohistochemistry. Colon: n=3; Tumor: n=4.

D, Quantification of CD45<sup>+</sup> cells using FACS analysis described in Appendix Figure S3A. Colon: n=9; Tumor: n=13.

E, Quantification of Gr1<sup>+</sup> cells using immunohistochemistry. Colon: n=3; Tumor: n=4.

Data information: In (A) and (C-E), each dot represents an individual mouse.

Statistical analysis was performed by unpaired two-tailed Student's t-tests. \*: p<0.05;

\*\*\*: p<0.001. Exact p-values are provided in Appendix table S4.

**Figure S5. Purity control of mouse T cells and neutrophils used for *in vitro* experiments.**

A - C, Purity of tumor-derived MACS sorted T cells and neutrophils used for *in vitro* co-culture assays. A, Representative purity test using TCR $\beta$  and CD11b FACS analysis on anti-CD4/anti-CD8 isolated lymph node cells. B, Representative purity test using Gr1 and CD11b FACS analysis on anti-Ly6G isolated tumor cells. C, Quantification of the purity of isolated TCRb<sup>+</sup> CD11b<sup>-</sup> cells and CD11b<sup>+</sup> Gr1<sup>+</sup> cells. Each dot represents an individually isolated sample. T cells: n=7; neutrophils: n=20.

D - F, Purity of tumor-derived FACS sorted neutrophils, monocytes and macrophages for *in vitro* co-culture assays and for cell type specific gene expression analysis. The gating strategy used is described in Appendix Fig. S3A. D,

Representative purity test on CD45<sup>+</sup> CD11b<sup>+</sup> MHCII<sup>-</sup> Ly6G<sup>-</sup> Ly6C<sup>high</sup> monocytes. E, Representative purity test on CD45<sup>+</sup> CD11b<sup>+</sup> MHCII<sup>+</sup> macrophages F, Quantification of the purity of isolated neutrophils, monocytes and macrophages. Each dot represents an individually isolated sample. Neutrophils: n=3; monocytes: n=3, macrophages: n=2.

**Figure S6. Effect of treatment of mice with anti-Gr1-neutralizing antibody, CXCR2-inhibitor or CSF1R-inhibitor on neutrophils, macrophages and colon tumor formation.**

A, Comparison of the effect of anti-Gr1-neutralizing antibody treatment ( $\alpha$ Gr1; n=22) to the combined  $\alpha$ Gr1 plus CXCR2-inhibitor ( $\alpha$ Gr1 + CXCR2i; n=16) on neutrophil tumor infiltration. Ctrl: n=35

B - D, Effect of  $\alpha$ Gr1 + CXCR2i treatment on blood neutrophil content and blood monocyte content determined by FACS analysis (B; Ctrl: n=11,  $\alpha$ Gr1 + CXCR2i: n=9), on total tumor burden and tumor number per mouse (C; Ctrl: n=12,  $\alpha$ Gr1 + CXCR2i: n=9) and on tumor CD3<sup>+</sup> cell content determined by immunohistochemistry (D; Ctrl: n=5,  $\alpha$ Gr1 + CXCR2i: n=5).

E - G, Effect of CSF1R-inhibitor (CSF1Ri) treatment on tumor M1 macrophages and M2 macrophages (CD11b<sup>+</sup> MHCII<sup>+</sup> CD206<sup>+</sup>) content (E; Control: n=6, CSF1Ri: n=6), on average tumor size and tumor number per mouse (F; Control: n=11, CSF1Ri: n=9) and on tumor CD8<sup>+</sup>, CD4<sup>+</sup> and IFN $\gamma$ <sup>+</sup> T cell content determined by FACS analysis (G; Control: n=6, CSF1Ri: n=6).

Data information: In (A – G), each dot represents an individual mouse and exact group sizes are mentioned in brackets above. Statistical analysis was performed by

unpaired two-tailed Student's t-tests. \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ . Exact p-values are provided in Appendix table S4.

**Figure S7. Expression of T cell suppressive pathway genes in mouse tumor neutrophils and monocytes.**

RNA-sequencing analysis of neutrophils and monocytes isolated from colon tumors, blood of tumor-bearing mice or blood of healthy mice.

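Hierarchical clustering was computed on the 24 neutrophil and monocyte libraries of the experiment shown in Appendix Fig S7, from the 1000 genes with the highest mean RPKM. The distance was Euclidean between log2 RPKM values with a pseudocount of 1, with complete linkage, since the paper's text does not name either. The topmost split separated the 12 neutrophil from the 12 monocyte libraries. Within neutrophils, the tumor libraries, the blood libraries of tumor-bearing mice and the blood libraries of healthy mice each formed a cluster of their own. Within monocytes, the 4 tumor libraries formed a cluster and the 8 blood libraries another, in which those of tumor-bearing and healthy mice were mixed, so that 4 of the 6 groups formed their own cluster. A distance of 1 minus Pearson's correlation gave 6 of 6 and moved this number most. With TMM-normalized CPM in place of RPKM the topmost split had 11 libraries on its smaller side, with tumor neutrophil replicate 1 placed among the monocytes.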

A, Unsupervised clustering of 1000 highest overall expressed genes.

B, Overlap of localization-specific gene expression pattern between neutrophils (blue) and monocytes (red). Differential gene expression was evaluated for tumor-derived cells compared to blood-derived cells (upper panels) and for cells derived from blood of tumor bearing mice compared to cells derived from blood of healthy mice (lower panel).

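The overlap was computed over genes tested in both cell types. Of the 12616 genes tested for tumor against blood in both, 707 were differentially expressed in neutrophils and in monocytes, against 230.5 that would be shared if the calls were independent (3.07 times as many, 1-sided Fisher's exact test, p = 1.6e-221, a value that takes genes as independent, which they are not). Of these, 578 were higher and 125 lower in tumor in both cell types, and 4 went opposite ways. A further 1522 genes were called in neutrophils only and 1074 in monocytes only, counting genes tested in 1 cell type as well. Across the genes tested in both, the log2 fold changes of the 2 cell types had a Pearson correlation of 0.535, a description of these libraries since genes are not independent replicates. For blood of tumor-bearing against healthy mice, 15 genes were shared among 12228 tested in both, where 0.983 would be shared if the calls were independent. A further 521 were called in neutrophils only and 17 in monocytes only. Some library titles name the same animal for both cell types, in tumor and in blood, although some such libraries differ in Xist. Differences between mice could thus also bring shared genes. Higher in tumor-bearing mice in both cell types were Abca13, Atp11a, B4galt6, Lcn2, Ltf and Ngp, and lower in both were Gbp9, Ifit2, Ifit3, Ifit3b, Oas1b, Tgtp1, Tgtp2 and Usp18. Ppp1r9a was lower in neutrophils (-2.02 on the log2 scale) and higher in monocytes (3.30). Ifit3 and Ifit3b, and Tgtp1 and Tgtp2, are near-identical copies whose reads the counting could have split. The largest log2 fold changes were those of Prok2 (6.47) and Ifit2 (-7.34) in neutrophils and of Ngp (10.19) and Ifit3 (-3.73) in monocytes, with edgeR adjusted p-values of 0.00152, 0.00573, 1.7e-05 and 0.0226, and every library of 1 group lay beyond every library of the other. The fit of all 40 libraries moved the overlap in tumor most, to 1590 genes, and DESeq2 moved the overlap in blood most, to 77. Without blood monocyte replicate 3 of tumor-bearing mice the overlap in blood was 2 genes. In monocytes the adjusted p-value of Ifit3 reached 0.248 and that of Ppp1r9a 0.482 across the alternatives.

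**Figure D2:**
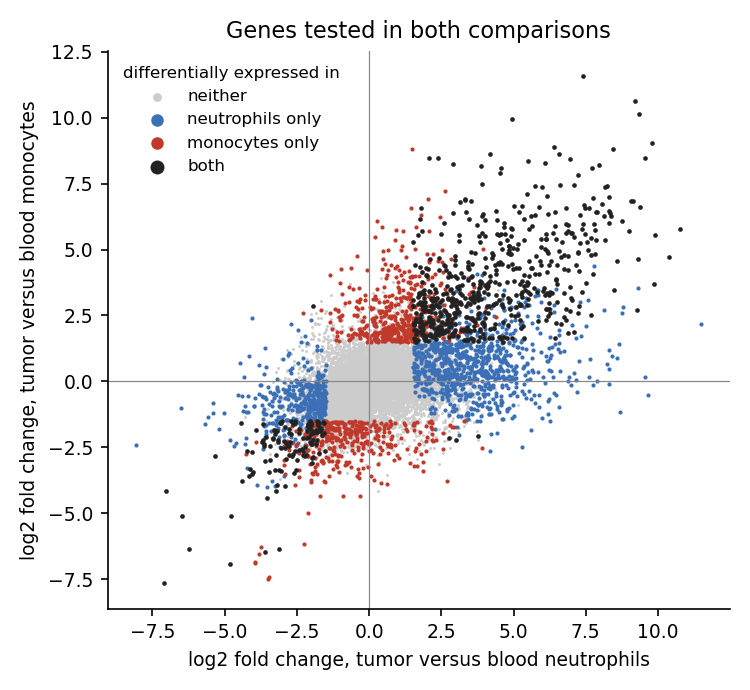
Log2 fold change from blood to tumor in neutrophils (x axis) against that in monocytes (y axis) for the 12616 genes tested in both, with color marking genes called in neither, in neutrophils only, in monocytes only or in both. Of the 707 genes called in both, 578 lie in the upper right and 125 in the lower left quadrant.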

C, mRNA levels of indicated genes that have previously been described to be involved in myeloid cell mediated T cell suppression. 

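The same 7 genes were also measured in blood of healthy mice. Arg2 had 31.5 ± 5.32 RPKM in neutrophils and 0.391 ± 0.303 in monocytes, and Entpd1 had 28.0 ± 2.47 RPKM in neutrophils and 2.99 ± 1.47 in monocytes. Ptgs2 stood at 20.4 ± 6.46 RPKM in neutrophils and 0.342 ± 0.381 in monocytes, Il10 at 0.235 ± 0.227 RPKM in neutrophils and 0.962 ± 1.70 in monocytes and Nt5e at 0.205 ± 0.107 RPKM in neutrophils and 0.113 ± 0.137 in monocytes. Arg1 was measured at 0.0243 ± 0.00829 RPKM in neutrophils and 0.227 ± 0.120 in monocytes. For Nos2 the means were 0.0258 ± 0.0138 RPKM in neutrophils and 0.0103 ± 0.0117 in monocytes. Between blood of tumor-bearing and healthy mice, Nos2 differed in neutrophils, with a log2 fold change of 5.87 (standard error 0.69, edgeR adjusted p = 0.00231), which reached 0.229 across the alternatives. With healthy blood as the reference, the log2 fold change of Nos2 in tumor neutrophils was 7.33, with an edgeR adjusted p-value of 0.00304, against 0.272 to 0.773 with the other alternatives, and that of Arg2 was 1.74, with 0.0456. Entpd1 in neutrophils did not pass with that reference (1.45, adjusted p = 0.0503 in the same fit), nor did Il10 in monocytes (3.20, adjusted p = 0.133, against 0.00670 to 0.0396 with the other alternatives).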

Shown are mRNA levels in neutrophils (Ne; triangles) and monocytes (Mo; squares), derived from blood (black) or tumor (red), as reads per kilobase of transcript, per million mapped reads (rpkm);  $n=4$  for all groups.

**Figure S8. *In vitro* activity of T cell-suppressive pathways in mouse tumor neutrophils and monocytes.**

*In vitro* co-culture of activated T cells with tumor-derived neutrophils.

A, Culture of T cells alone (T only), together with neutrophils plated in a transwell insert (T + Ne transwell) or together with neutrophils in direct contact (T & Ne direct).

Each line represents a culture established with neutrophils from an individual mouse. T cell proliferation index is numbers of proliferated T cells after three days of indicated co-culture condition relative to the number of proliferated T cells when cultured alone; n=3.

B and C, Proliferation of T cells in co-culture with neutrophils and treated with the arginase inhibitor NorNOHA (n=4), the iNOS inhibitor L-NMMA (n=2), an IL10 neutralizing antibody ( $\alpha$ IL10; n=4), the adenosine receptor 2A inhibitor SCH58261 (A2i; n=4) and a CD73 neutralizing antibody ( $\alpha$ CD73; n=4) or the Ptgs2 inhibitor acetylsalicylic acid (ASA; n=4), the TGFBR inhibitors Galunsertib (n=6) and SB431542 (n=4) or TGF $\beta$  neutralizing antibody ( $\alpha$ TGF $\beta$ ; n=2). T cell proliferation index is numbers of proliferated T cells after three days of indicated treatment as relative to the number of proliferated T cells when treated with vehicle.

D, Protein levels of free active TGF $\beta$ 1 and of total TGF $\beta$ 1 in T cell culture medium (n= 1) and T cell culture supernatants (n=4) determined by ELISA.

Data information: In (A – C), each dot represents a measurement on an individually derived sample and exact group sizes are mentioned in brackets above. In (C), statistical analysis performed by using one-way ANOVA with Dunnett's multiple comparison tests. \*\*\*: p<0.001; \*\*\*\*: p<0.001. Exact p-values are provided in Appendix table S4.

**Figure S9. Quantification of S100A9<sup>+</sup> cells, MMP9<sup>+</sup> cells and protein levels of pSMAD3<sup>+</sup> and IGFBP7<sup>+</sup> in tumors of neutrophil-depleted mice.**

Eight weeks after Tamoxifen treatment of *Apc*<sup>fl/fl-Cdx2CreERT2</sup> mice, animals were treated with anti-Gr1 antibody plus CXCR2 inhibitor ( $\alpha$ Gr1 + CXCR2i; n=4) or with IgG plus DMSO control (Ctrl; n=4) for one to three weeks. Tumor sections were then analyzed

for specific marker expression using immunohistochemistry (A and B) and immunofluorescence (C).

A, Quantification (left panel) and immunostaining of representative tumor sections (middle and right panel) for S100A9<sup>+</sup> cells.

B, Quantification (left panel) and immunostaining of representative tumor sections (middle and right panel) for MMP9<sup>+</sup> cells. Ctrl: n=5,  $\alpha$ Gr1 + CXCR2i: n=4.

C, Quantification of pSMAD3 (left panel) and IGFBP7 (right panel) staining intensity per positive cell. Each dot represents an individual mouse. Ctrl: n=3,  $\alpha$ Gr1 + CXCR2i: n=5.

Data information: In (A – C), at least five arbitrarily selected areas per section were scored. Statistical analysis was performed by unpaired two-tailed Student's t-tests. \*: p<0.05; \*\*: p<0.01. Exact p-values are provided in Appendix table S4.

### **Figure S10. Neutrophil infiltration in human colon tumors.**

Immunostainings for neutrophils and CD8<sup>+</sup> T cells on representative human CRC sections.

A - C, Anti-S100A9 immunostainings described in table S1. A, Sample with high S100A9<sup>+</sup> cell infiltration at tumor border and in tumor center. B, Sample with high S100A9<sup>+</sup> cell infiltration in tumor center. C, Sample with high S100A9<sup>+</sup> cell infiltration at tumor border and in benign tissue, but not in tumor center.

D, Co-localization of immunostainings for neutrophil markers S100A9 (brown) and CD66b (grey-blue).

E, Section co-stained for the T cell marker CD8 (brown) and the neutrophil marker S100A9 (grey-blue). Upper and lower panels depict two areas on the same section.

Black arrowheads indicate foci of S100A9<sup>+</sup> cells and red arrowheads indicate foci of CD8<sup>+</sup> cells.

A – C and E, Red dashed lines indicate tumor border.

**Figure S11. Comparison of gene expression signatures indicative of T cells, neutrophils and TGFβ signaling in CRC and colon adenoma datasets.**

Gene expression signatures and scores specific for either T cells, TGFβ signaling or neutrophils were generated as described in material and methods.

A, T cell score in categories of CRC samples according to neutrophil and TGFβ scores.

B, TGFβ scores in categorization of CRC samples according CMS subtypes. Boxes are lower and upper quartiles with median as solid lines; horizontal lines define minimum and maximum; dots define outliers.

Data information: In (A), p-values were calculated with Mann-Whitney test. \*:  $p < 1 \times 10^{-3}$ ; \*\*:  $p < 1 \times 10^{-6}$ ; \*\*\*:  $p < 1 \times 10^{-8}$ ; \*\*\*\*  $p < 1 \times 10^{-10}$ . Exact p-values are provided in Appendix table S4.

**Figure S12. MMP9 expression by human neutrophils and purity of isolated human neutrophils and T cells.**

A, Co-immunostaining for MMP9 (red) and CD66b (green) with DAPI counterstaining on a representative human CRC section. Left panel is merged channels for CD66b- and MMP9-specific fluorescent staining. Right panels show a region of left panel with individual channels for CD66b- and MMP9-specific fluorescence.

B, Purity of CRC patient and healthy volunteer derived blood T cells and neutrophils used for in vitro co-culture assays. T cell purity was tested with CD3 plus CD11b FACS analysis on anti-CD3 MACS-isolated cells. Neutrophil purity was tested using CD11b plus CD15 FACS analysis on anti-CD66b MACS isolated cells. Each dot represents an individual human sample. T cells: n=15; Neutrophils: n=21.

## Appendix Table S1

Information on cell marker panels used to analyze and sort individual cell types

| Species | Cell type       | Marker MACS | Marker FACS                                   |
|---------|-----------------|-------------|-----------------------------------------------|
| Mouse   | T cell          | CD4 & CD8   | CD45+ EpCAM- TCRb+                            |
| Mouse   | Neutrophil      | Ly6G        | CD45+ EpCAM- CD11b+ MHCII-<br>Ly6C-low Ly6G+  |
| Mouse   | Monocyte        | not done    | CD45+ EpCAM- CD11b+ MHCII-<br>Ly6C-high Ly6G- |
| Mouse   | Macrophage      | not done    | CD45+ EpCAM- CD11b+ MHCII+                    |
| Mouse   | Epithelial cell | not done    | CD45- EpCAM+                                  |
| Mouse   | Stromal cell    | not done    | CD45- EpCAM-                                  |
|         |                 |             |                                               |
| Human   | T cell          | CD3         | CD45+ CD3+                                    |
| Human   | Neutrophil      | CD66b       | CD45+ CD11b+ HLA-DR- CD14-<br>CD15+ CD66b+    |

## Appendix Table S2

Gene signatures indicative for the presence of neutrophils, T cells or TGF $\beta$  signaling. Individual gene signatures for TCGA and GSE39582 were generated as described in Material and Methods

| Cohort          | TCGA                                                                                  |                                                                                                                                                                                                                                                                                                                                                                                                                                                        |                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |                                                                                                                                             |                                                                                                                                                                                                                                                                                                                                                                                                                                           |                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Samples         | CMS1-4                                                                                |                                                                                                                                                                                                                                                                                                                                                                                                                                                        |                                                                                                                                                                                                                                                                                                                                                                                                                                                                     | CMS4                                                                                                                                        |                                                                                                                                                                                                                                                                                                                                                                                                                                           |                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Signature type  | Neutrophils                                                                           | T cells                                                                                                                                                                                                                                                                                                                                                                                                                                                | TGF $\beta$                                                                                                                                                                                                                                                                                                                                                                                                                                                         | Neutrophils                                                                                                                                 | T cells                                                                                                                                                                                                                                                                                                                                                                                                                                   | TGF $\beta$                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Signature genes | AQP9<br>CSF3R<br>CXCL5<br>CXCR1<br>CXCR2<br>FCAR<br>FCGR3B<br>FPR2<br>PROK2<br>S100A8 | CCL5<br>CD2<br>CD27<br>CD3D<br>CD3E<br>CD3G<br>CD7<br>CD8A<br>CD96<br>CIITA<br>CRTAM<br>CTSW<br>CXCL9<br>CXCR6<br>FASLG<br>FCRL6<br>GBP4<br>GBP5<br>GNLY<br>GPR171<br>GPR174<br>GZMA<br>GZMH<br>GZMK<br>HLA-DOA<br>IDO1<br>IFNG<br>IL12RB1<br>IL21R<br>IL2RB<br>ITGAL<br>ITK<br>JAKMIP1<br>KLRK1<br>LAG3<br>MAP4K1<br>NKG7<br>P2RY10<br>PDCD1<br>PYHIN1<br>SH2D1A<br>SIRPG<br>SLA2<br>SLAMF7<br>TBX21<br>THEMIS<br>TIGIT<br>TRAT1<br>UBASH3A<br>ZNF683 | ADAM12<br>ADAMTS16<br>AEBP1<br>ANTXR1<br>AOC3<br>ASPN<br>BGN<br>BNC2<br>CCDC8<br>CCDC80<br>COL10A1<br>COL11A1<br>COL1A1<br>COL1A2<br>COL3A1<br>COL8A1<br>COL8A2<br>CTHRC1<br>CYS1<br>EFEMP1<br>EVC<br>FBLN1<br>FBLN2<br>FBN1<br>FIBIN<br>FNDC1<br>GLI3<br>HMCN1<br>HTRA3<br>ISLR<br>ITGA11<br>ITGBL1<br>LUM<br>MRGPRF<br>MSRB3<br>NAP1L3<br>NTM<br>P4HA3<br>PDLIM3<br>PTGER3<br>SCARF2<br>SFRP4<br>SGCD<br>SPOCK1<br>SSC5D<br>ST6GALNAC5<br>SULF1<br>TAGLN<br>THBS2 | AQP9<br>CXCL5<br>CXCR1<br>CXCR2<br>FCAR<br>FCGR3B<br>FPR2<br>IL1B<br>IL24<br>MEFV<br>MMP1<br>MMP3<br>PROK2<br>S100A12<br>S100A8<br>SERPINB2 | ABCD2<br>CCL5<br>CD2<br>CD226<br>CD27<br>CD38<br>CD3D<br>CD3E<br>CD3G<br>CD40LG<br>CD8A<br>CD96<br>CXCL9<br>CXCR2P1<br>CXCR6<br>EOMES<br>FASLG<br>FCRL5<br>GBP4<br>GBP5<br>GZMA<br>GZMH<br>GZMK<br>IRF4<br>ITK<br>JAKMIP1<br>KLRB1<br>KLRK1<br>LAX1<br>LY9<br>MAP4K1<br>NKG7<br>P2RY10<br>PDCD1<br>PLA2G2D<br>PTPRCAP<br>PYHIN1<br>RASGRP1<br>SH2D1A<br>SIRPG<br>SLA2<br>SLAMF1<br>SLAMF7<br>TBX21<br>THEMIS<br>TIGIT<br>TRAT1<br>UBASH3A | ADAM12<br>ADAMTS16<br>AEBP1<br>APCDD1L<br>ARSI<br>C1QTNF3<br>C5orf46<br>CALB2<br>CERCAM<br>CHST6<br>CIDEA<br>CILP<br>CNTN1<br>COL1A1<br>COL1A2<br>COL3A1<br>COMP<br>CPXM1<br>EPYC<br>FABP4<br>FBLN2<br>FNDC1<br>FST<br>GAS1<br>GDF6<br>GPIHBP1<br>HTRA1<br>IGFL1<br>IGFL2<br>KLK5<br>MFAP5<br>MMP23A<br>NPR3<br>OMD<br>PCDHGB5<br>PDGFRL<br>PTH1R<br>SCARF2<br>SFRP1<br>SFRP2<br>SFRP4<br>SNCG<br>SPON1<br>SSC5D<br>TGFB3<br>THBS2<br>WISP2 |

| Cohort          | GSE39582                                                                                                                                                                                                                                                                                                  |                                                                                                                                                                                                                                                                                                                                                                                                                                                 |                                                                                                                                                                                                                                                                              |                                                                                                                                                                                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                   |                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Samples         | CMS1-4                                                                                                                                                                                                                                                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                 |                                                                                                                                                                                                                                                                              | CMS4                                                                                                                                                                                                                                 |                                                                                                                                                                                                                                                                                                                                                                                                                   |                                                                                                                                                                                                                                                                                                                                           |
| Signature type  | Neutrophils                                                                                                                                                                                                                                                                                               | T cells                                                                                                                                                                                                                                                                                                                                                                                                                                         | TGFβ                                                                                                                                                                                                                                                                         | Neutrophils                                                                                                                                                                                                                          | T cells                                                                                                                                                                                                                                                                                                                                                                                                           | TGFβ                                                                                                                                                                                                                                                                                                                                      |
| Signature genes | AQP9<br>BCL2A1<br>CCL3<br>CHI3L1<br>CXCL1<br>CXCL2<br>CXCL3<br>CXCL5<br>CXCL6<br>CXCL8<br>DMBT1<br>FCGR3B<br>FPR1<br>G0S2<br>HCAR3<br>IL1B<br>IL1RN<br>IL6<br>LYZ<br>MMP1<br>MMP3<br>PLEK<br>PPBP<br>PROK2<br>PTGS2<br>REG1A<br>REG1B<br>REG3A<br>S100A12<br>S100A8<br>S100A9<br>SRGN<br>TNFAIP6<br>TREM1 | APOBEC3G<br>C1QA<br>C1QB<br>CCL5<br>CCR5<br>CD2<br>CD247<br>CD27<br>CD274<br>CD3D<br>CD52<br>CD8A<br>CXCL10<br>CXCL13<br>CXCL9<br>GBP1<br>GBP4<br>GBP5<br>GIMAP6<br>GNLY<br>GPR171<br>GZMA<br>GZMH<br>GZMK<br>HLA-DMA<br>HLA-DMB<br>HLA-DPB1<br>HLA-DRB1<br>IDO1<br>IKZF1<br>IL18BP<br>IRF1<br>ITGAL<br>ITK<br>NCKAP1L<br>NKG7<br>PRF1<br>PSMB9<br>RARRES3<br>RASGRP1<br>SLAMF7<br>STAT1<br>TAP1<br>TRAC<br>TRAF3IP3<br>TRBC1<br>UBE2L6<br>WARS | ACTG2<br>ANTXR1<br>ASPN<br>COL10A1<br>COL11A1<br>COL1A1<br>COL1A2<br>COL8A1<br>DCN<br>EFEMP1<br>FBLN1<br>FNDC1<br>GAS1<br>GREM1<br>MAB21L2<br>MGP<br>MSRB3<br>MYL9<br>PCDH7<br>PLN<br>POSTN<br>SFRP2<br>SFRP4<br>SPOCK1<br>SULF1<br>SYNPO2<br>TAGLN<br>THBS2<br>TNS1<br>VCAN | AQP9<br>BCL2A1<br>CCL3<br>CHI3L1<br>CXCL1<br>CXCL3<br>CXCL5<br>CXCL6<br>CXCL8<br>FCGR3B<br>FPR1<br>G0S2<br>HCAR3<br>IL1B<br>IL1RN<br>IL24<br>IL6<br>MCEMP1<br>MMP1<br>MMP3<br>PROK2<br>S100A12<br>S100A8<br>S100A9<br>TFPI2<br>TREM1 | AIM2<br>APOBEC3G<br>BTN3A3<br>C1QB<br>CCL5<br>CCR5<br>CD2<br>CD247<br>CD27<br>CD37<br>CD38<br>CD3D<br>CD48<br>CD52<br>CD8A<br>CXCL13<br>CXCL9<br>GATA3<br>GBP4<br>GBP5<br>GNLY<br>GPR171<br>GZMA<br>GZMB<br>GZMH<br>GZMK<br>HLA-DMA<br>HLA-DOA<br>IDO1<br>IKZF1<br>IL10RA<br>IL2RB<br>IRF1<br>ITGAL<br>ITK<br>LAMP3<br>NKG7<br>NLRC3<br>PSMB9<br>RASGRP1<br>SLAMF7<br>STAT1<br>TAGAP<br>TRAC<br>TRAF3IP3<br>TRBC1 | ADAM12<br>ASPN<br>COL10A1<br>COL11A1<br>COL12A1<br>COL1A1<br>COL1A2<br>COL5A1<br>COL5A2<br>COL8A1<br>COL8A2<br>COLEC12<br>COMP<br>DCN<br>DPYSL3<br>EPYC<br>FBLN1<br>FNDC1<br>GAS1<br>GLT8D2<br>GXYLT2<br>HOPX<br>LOX<br>LOXL1<br>MFAP5<br>MXRA5<br>POSTN<br>RGS4<br>SFRP2<br>SFRP4<br>SPOCK1<br>SPON1<br>TWIST1<br>VCAN<br>VGLL3<br>ZFPM2 |

## Appendix table S3

### FACS

| Antigen | Clone       | Reactivity    | Supplier    | Cat. number    | Lot number     | Dilution |
|---------|-------------|---------------|-------------|----------------|----------------|----------|
| CD11b   | M1/70       | Human, mouse  | Biolegend   | 101241         | B235643        | 1/400    |
| CD14    | HCD14       | Human         | Biolegend   | 325603         | B211976        | 1/100    |
| CD15    | HI98        | Human         | Biolegend   | 301907         | 7068674        | 18264    |
| CD206   | C068C2      | Mouse         | Biolegend   | 141711         | B230155        | 1/50     |
| CD3     | HIT3a       | Human         | Biolegend   | 300317         | B241860        | 1/100    |
| CD4     | GK1.5       | Mouse         | in house    | not applicable | not applicable | 1/800    |
| CD45    | HI30        | Human         | Biolegend   | 304041         | B242281        | 1/100    |
| CD45    | M1/89       | Mouse         | in house    | not applicable | not applicable | 1/400    |
| CD66b   | G10F5       | Human         | Biolegend   | 305105         | B221033        | 1/200    |
| CD8     | YTS169.4    | Mouse         | in house    | not applicable | not applicable | 1/1600   |
| EpCAM   | G8.8        | Mouse         | Biolegend   | 118207         | B199448        | 1/100    |
| FOXP3   | 236A/E7     | Human, Monkey | eBioscience | 14-4777-80     | E04269-1631    | 1/100    |
| Gr1     | RB6-8C5     | Mouse         | in house    | not applicable | not applicable | 1/800    |
| HLA-DR  | L243        | Human         | Biolegend   | 307635         | B223586        | 1/50     |
| IFNg    | XMG1.2      | Mouse         | Tonbo       | 20-7311-U02    | C711111716202  | 1/100    |
| Ly6C    | HK1.4       | Mouse         | Biolegend   | 128013         | B236102        | 1/400    |
| Ly6G    | 1A8         | Mouse         | Biolegend   | 127615         | B218783        | 1/100    |
| MHCII   | M5/114.15.2 | Mouse         | Biolegend   | 107603         | B189443        | 1/800    |

### MACS

| Antigen | Clone | Reactivity | Supplier  | Cat. number | Lot number | Dilution |
|---------|-------|------------|-----------|-------------|------------|----------|
| CD3     | HIT3a | Human      | Biolegend | 300303      | B230221    | 1/100    |
| CD66b   | G10F5 | Human      | Biolegend | 305120      | B215969    | 1/100    |
| Ly6G    | 1A8   | Mouse      | Biolegend | B205345     | B205345    | 1/100    |

### IHC-Paraffin

| Antigen | Clone      | Reactivity        | Supplier    | Cat. number | Lot number               | Dilution |
|---------|------------|-------------------|-------------|-------------|--------------------------|----------|
| CD3     | Sp7        | Human, Mouse, Rat | Abcam       | ab16669     |                          | 1/100    |
| CD8     | C8/144B    | Human             | eBioscience | 14-0085     | E15903-103               | 1/200    |
| CD66b   | G10F5      | Human             | Biolegend   | 305102      | B197492                  | 1/600    |
| MMP9    | 5G3        | Human             | Thermo      | MA5-15886   | TI2443744                | 1/400    |
| S100A9  | Polyclonal | Human, Mouse, Rat | Novus       | NB110-8972  | A-2                      | 1/5000   |
| MMP9    | Polyclonal | Mouse             | Abcam       | ab38898     | Gift of D Hanahan (EPFL) | 1/400    |

### IHC-Frozen

| Antigen | Clone   | Reactivity | Supplier       | Cat. number    | Lot number     | Dilution |
|---------|---------|------------|----------------|----------------|----------------|----------|
| CD45    | 30-F11  | Mouse      | BD Biosciences | 5505539        |                | 1/200    |
| Gr1     | RB6-8C5 | Mouse      | in house       | not applicable | not applicable | 1/400    |

### In vivo neutralisation

| Antigen | Clone    | Reactivity | Supplier | Cat. number    | Lot number     | Dilution             |
|---------|----------|------------|----------|----------------|----------------|----------------------|
| CD4     | YTS191.1 | Mouse      | in house | not applicable | not applicable | 10 mg/kg body weight |
| CD8     | YTS169.4 | Mouse      | in house | not applicable | not applicable | 10 mg/kg body weight |
| Gr1     | RB6-8C5  | Mouse      | in house | not applicable | not applicable | 20 mg/kg body weight |

***In vitro* neutralisation**

| <b>Antigen</b> | <b>Clone</b> | <b>Reactivity</b> | <b>Supplier</b> | <b>Cat. number</b> | <b>Lot number</b> | <b>Dilution</b> |
|----------------|--------------|-------------------|-----------------|--------------------|-------------------|-----------------|
| CD73           | TY/23        | Mouse             | BioXcell        | BE0209             | 616317J1          | 2 µg/ml         |
| IL10           | JES5-2A5     | Mouse             | Biolegend       | 504903             | B178143           | 2 µg/ml         |
| Tgfb1          | 11D1         | Mouse             | BioXcell        | BE0057             | 642917J1          | 2 µg/ml         |

**Appendix table S4**

# Supplementary material for: Neutrophils suppress tumor‐infiltrating T cells in colon cancer via matrix metalloproteinase‐mediated activation of TGFβ
**Source:** EMBO Mol Med. 2019 Dec 2;12(1):e10681. doi: 10.15252/emmm.201910681
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

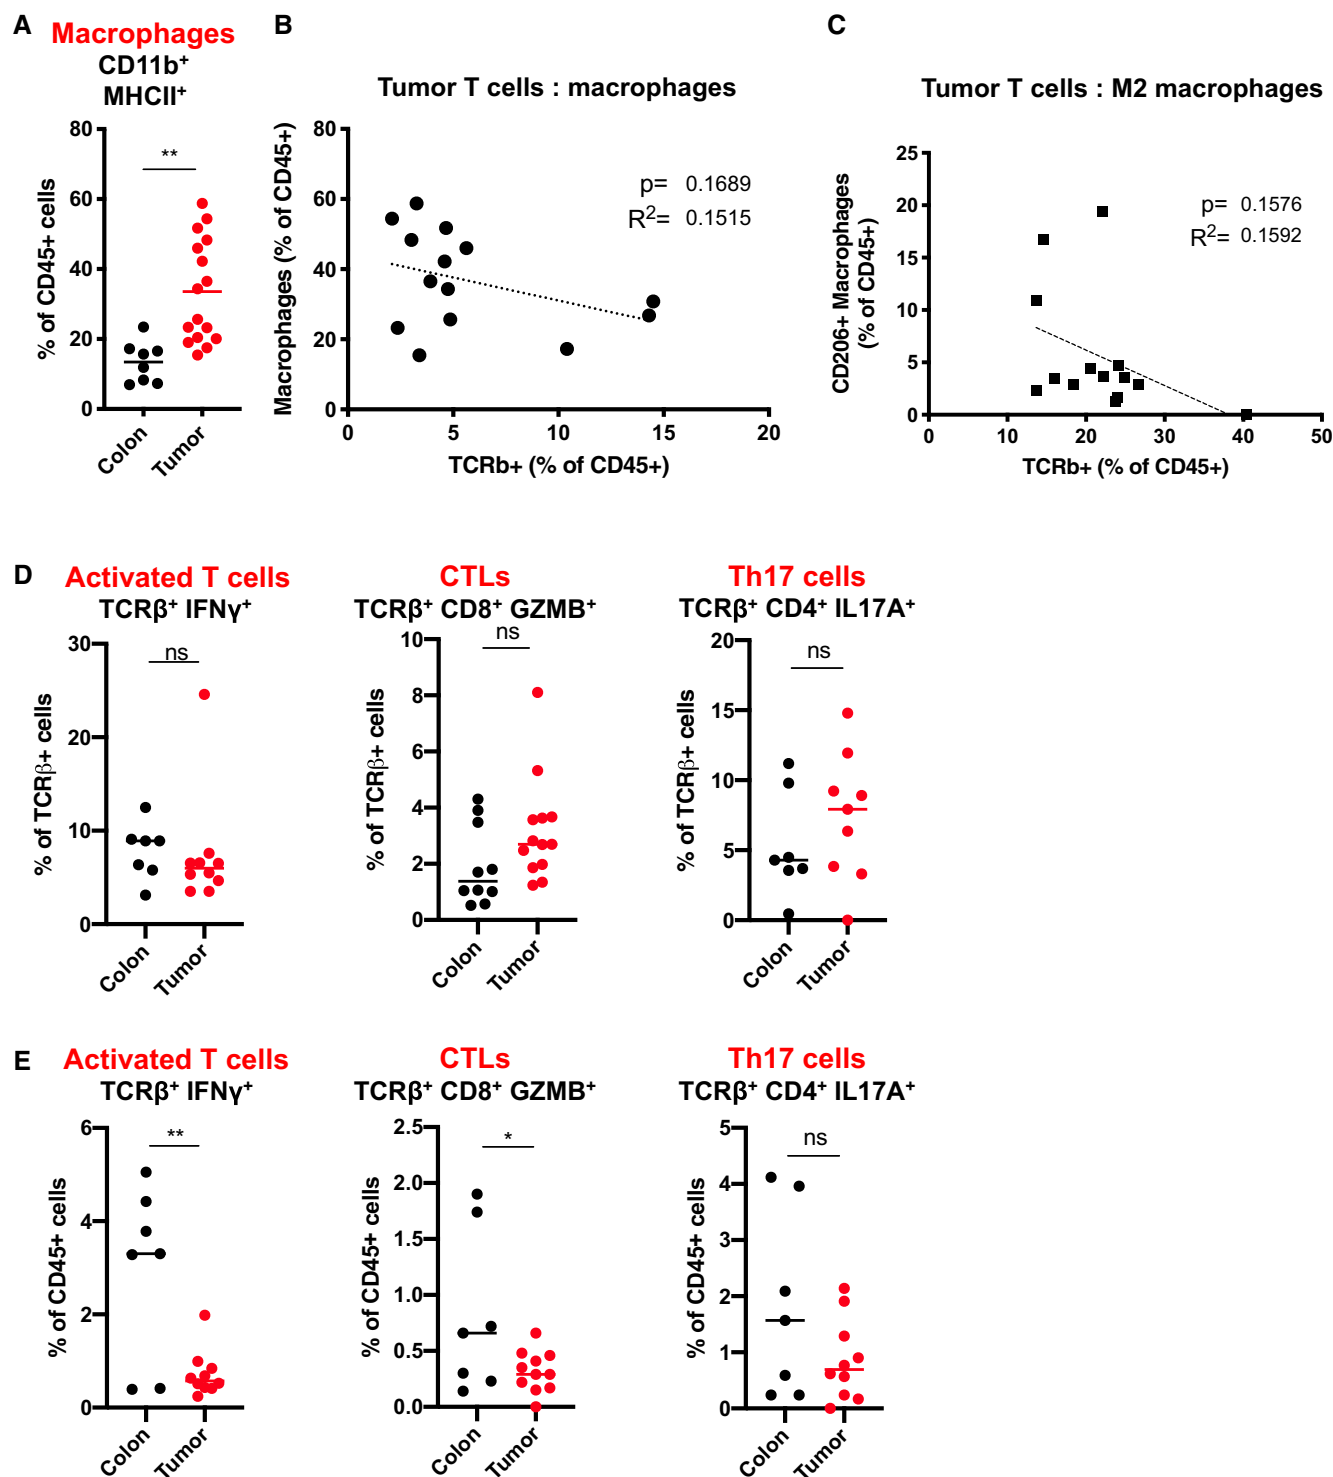

Figure EV1.

**Figure EV1. Infiltration of macrophages and T-cell subsets in mouse colon tumors.**

- A Relative CD11b<sup>+</sup> MHCII<sup>+</sup> macrophage content in colon ( $n = 8$ ) and tumors ( $n = 16$ ).  
 B Correlation of relative CD11b<sup>+</sup> MHCII<sup>+</sup> macrophage content to sample-matched relative TCR $\beta$ <sup>+</sup> T-cell content in colon tumors ( $n = 14$ ).  
 C Correlation of CD206<sup>+</sup> macrophage content to sample-matched T-cell content isolated from colon tumors ( $n = 14$ ).  
 D, E IFN $\gamma$ <sup>+</sup>, CD8<sup>+</sup> GZMB<sup>+</sup>, and IL17A<sup>+</sup> CD4<sup>+</sup> effector T-cell subsets in normal colon and colon tumors displayed as percentage of total TCR $\beta$ <sup>+</sup> T cells (D) or total CD45<sup>+</sup> hematopoietic cells (E).

Data information: In (A–E), each dot represents an individual mouse. (D, left panel); Colon:  $n = 7$ . Tumor:  $n = 10$ . (D, middle panel); Colon:  $n = 10$ . Tumor:  $n = 13$ . (D, right panel); Colon:  $n = 7$ . Tumor:  $n = 9$ . (E, left panel); Colon:  $n = 7$ . Tumor:  $n = 10$ . (E, middle panel); Colon:  $n = 7$ . Tumor:  $n = 11$ . (E, right panel); Colon:  $n = 7$ . Tumor:  $n = 10$ . (A), (D), and (E), statistical analysis was performed by unpaired two-tailed Student's  $t$ -tests. \* $P < 0.05$ ; \*\* $P < 0.01$ . Exact  $P$ -values are provided in Appendix Table S4. (B) and (C), statistical analysis was performed by linear regression.

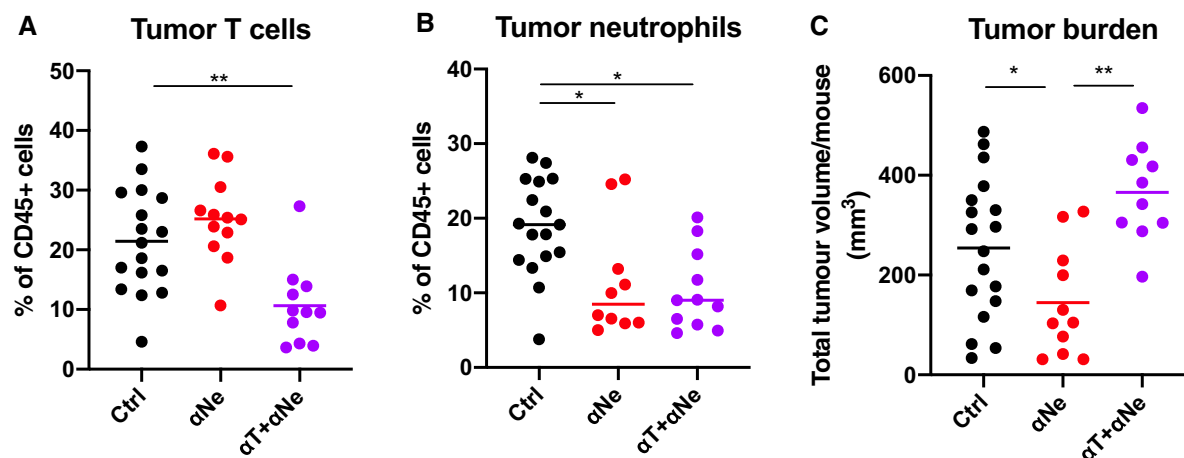**Figure EV2. Effect of neutrophil plus T-cell co-depletion on mouse colon tumor formation.**

- A–C *Apc*<sup>fl/fl-Cdx2CreERT2</sup> mice were treated with Tamoxifen and 1 day post-treatment injected with either IgG control, neutrophil depletion regimen (αGr1+CXCR2i; αNe) or with neutrophil depletion regimen plus T-cell depletion regimen (αCD4<sup>+</sup>αCD8<sup>+</sup>) (αT + αNe) for 5 weeks (A). Colons were then excised and analyzed by FACS for their content of CD45<sup>+</sup> TCR $\beta$ <sup>+</sup> T cells (A) and CD45<sup>+</sup> CD11b<sup>+</sup> Ly6C<sup>lo</sup> SSC<sup>hi</sup> neutrophils (B) and scored on the number and size of tumors (C).

Data information: In (A–C), each dot represents an individual mouse. (A) Ctrl:  $n = 17$ . αNe:  $n = 11$ . αT+αNe:  $n = 11$ . (B) Ctrl:  $n = 17$ . αNe:  $n = 10$ . αT+αNe:  $n = 11$ . (C) Ctrl:  $n = 18$ . αNe:  $n = 11$ . αT+αNe:  $n = 11$ . Statistical analysis was performed by unpaired two-tailed Student's  $t$ -tests. \* $P < 0.05$ ; \*\* $P < 0.01$ . Exact  $P$ -values are provided in Appendix Table S4.

**Figure EV3. TGF $\beta$ -signaling activation and neutrophil infiltration at different stages of adenoma formation.**

- A–C Co-immunostaining of the TGF $\beta$  signaling component pSMAD3 (brown) and the neutrophil marker S100A9 (gray-blue) on sections of *Apc*<sup>fl/fl-Cdx2CreERT2</sup> mouse colon adenomas representative of different stages of adenoma formation. (A and B) Sections of established adenoma and adjacent benign mucosa 14 weeks after tumor initiation. (A) Right panels are higher magnifications of indicated areas in left panel. Adenoma tissue (left panel, below) presents with strong pSMAD3 staining in adenoma, but weak pSMAD3 staining in the adjacent benign tissue (left panel, above). (B) High magnification of tumor tissue demonstrating pSMAD3 staining in epithelial cells (delineated by dashed black lines), as well as in tumor stromal cells, including endothelium (\*) lining cells. (C) Section of an early, aberrant crypt focus-like colon lesion 3 weeks after tumor initiation.  
 D Immunostaining of the TGF $\beta$  target gene IGFBP7 in an early colon lesion 3 weeks after tumor initiation. Lower panels are higher magnifications of areas indicated in upper panel. IGFBP7 staining was mainly found in the stroma of the adenomatous lesion (left area), but not in adjacent benign mucosa (right panel).

Source data are available online for this figure.

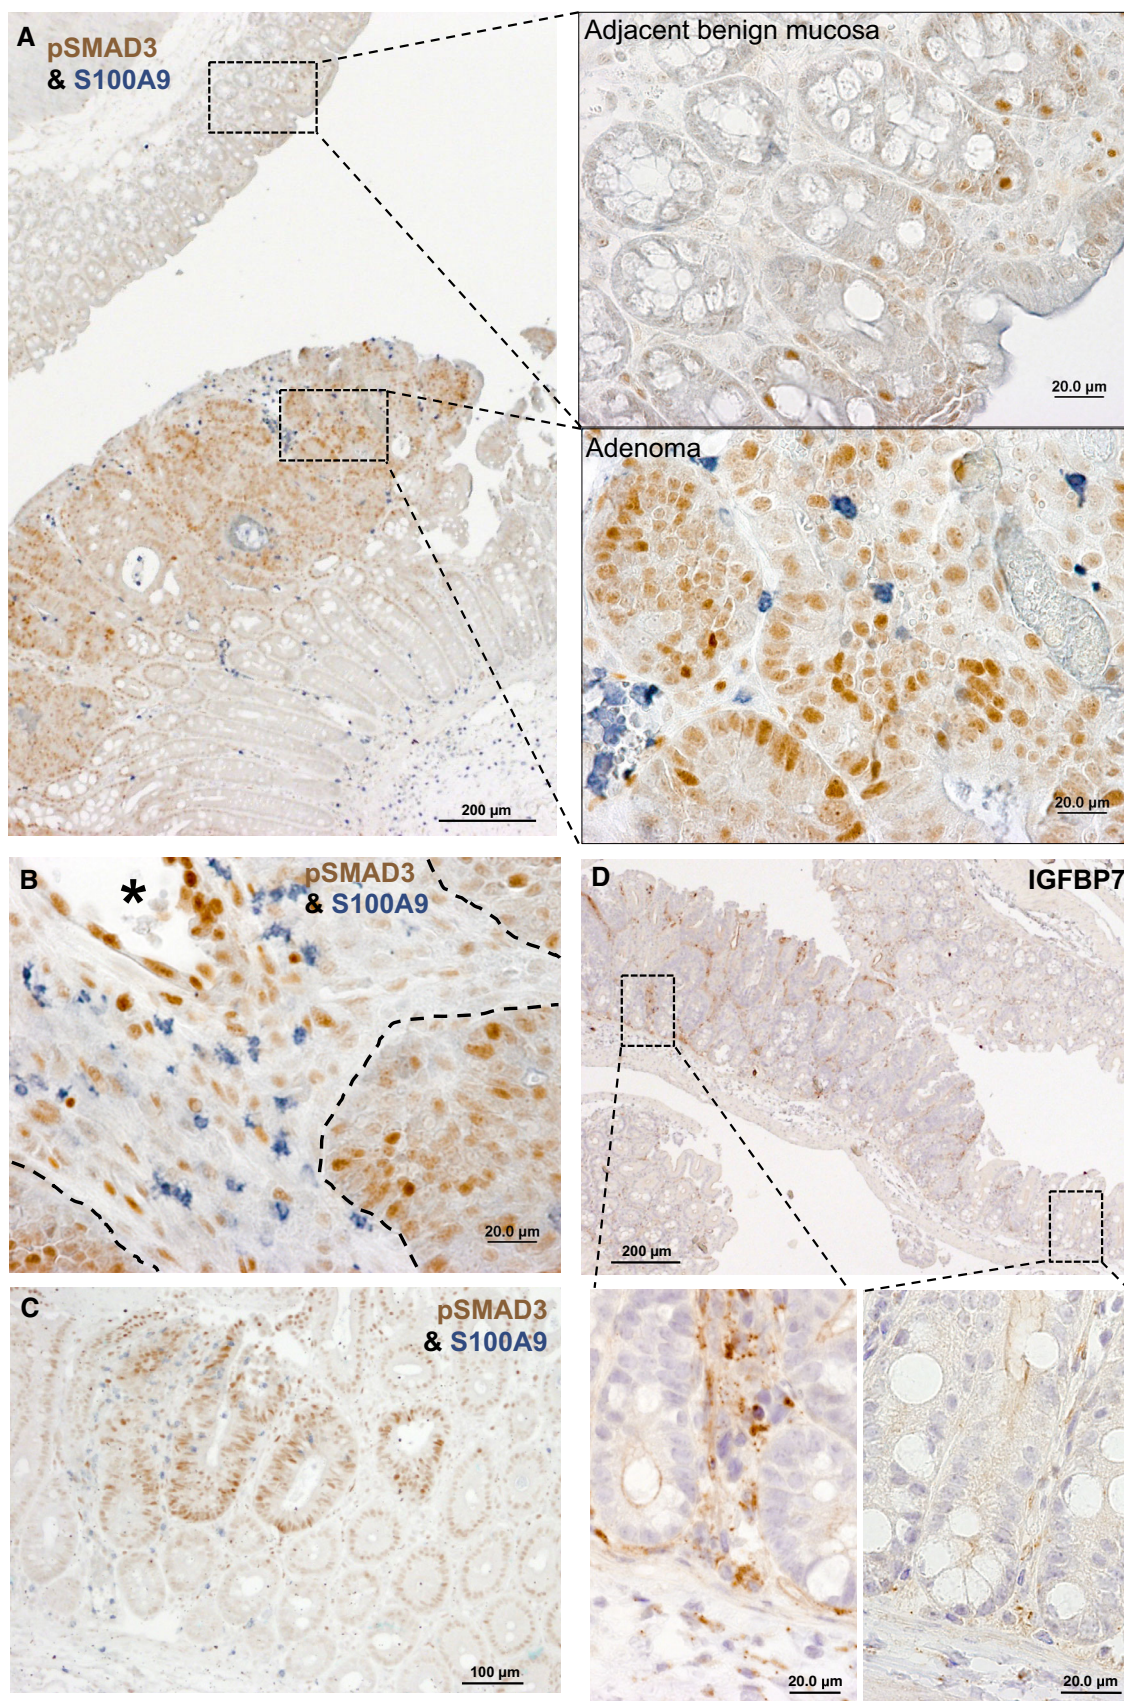

Figure EV3.

How the deposited data were processed for this re-analysis (not part of the article)

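Colon tumors were induced in mice by tamoxifen at 25 mg/kg, and RNA was sequenced from neutrophils, monocytes, epithelial cells and stromal cells sorted from tumors, from neutrophils and monocytes sorted from blood of tumor-bearing and healthy mice, and from epithelial and stromal cells of healthy colon, with 4 libraries in each of 10 groups. The authors mapped the reads to mouse genome mm10, with Bowtie 2 cited, and counted them per Ensembl gene with HTSstation, and the deposited counts are expected counts, without normalization, for 45706 genes in each of the 40 libraries. The authors also deposited RPKM values, which were computed from the same counts with 1 constant per library and 1 per gene. Dividing these RPKM values by the counts gave a scale of 0.643 to 1.56 between libraries relative to their totals of counts on genes, so those totals are not what the authors divided by. The paper's text does not name the annotation release, how reads that map to several places were treated, or whether strand was used, so overlapping genes, antisense genes and near-identical copies are given as uncertain where they are named. Of the genes, 45143 were matched by identifier to a symbol of GENCODE M21, and 56 symbols belong to more than 1 gene. The paper gives the age at tumor induction as 8 to 12 weeks and the sample labels give 8 to 10 weeks.

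The table for the whole series was checked against the files of the single samples, and the largest difference was 0. Since 99.6% of the nonzero counts were not whole numbers, they were rounded, which changed the total of a library by at most 1105 counts. Counts on genes totaled 10717873 to 38002939 per library. The median was 23037723 in healthy colon epithelial cells, 19731508 in healthy colon stromal cells, 24901076 in tumor epithelial cells and 17013828 in tumor stromal cells. Mitochondrial genes took 5.34% to 83.9% of the counts of a library. For 60 pairs of replicates, the squared differences over genes with at least 20 counts were compared with those of counting error.

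Each comparison was fitted to the 4 libraries of each of its groups, on genes kept by filterByExpr, after TMM normalization, with the robust quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1.5. Whether the change from blood to tumor differed between neutrophils and monocytes was tested as an interaction over 16 libraries, and the tumor cell types were compared by edgeR contrasts over their 16 libraries. RPKM values of the 7 genes of Appendix Fig S7C, and of Mmp9, Tgfb1, Tgfb2 and Tgfb3, were compared with 2-sided exact permutation tests over the 70 arrangements of 4 against 4 libraries. A gene with at most 3 counts in every library of a group was given a lower bound of its fold change. The clustering used the 1000 genes with the highest mean RPKM, a pseudocount of 1, Euclidean distance and complete linkage, since the paper's text names neither of the last 2. Genes named in the text were those the paper names and, for each comparison and direction, the 3 called genes with the largest change among those with a mean log2 CPM of at least 5 and no overlap between the groups. Genes named in the closing observations outside this rule were chosen after their values were seen.

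The comparisons, the thresholds, the rule for named genes and the alternatives were chosen before the data were examined, apart from 4 alternatives added later: a limma-voom fit of the 24 neutrophil and monocyte libraries, a limma-voom fit of all 40 libraries, fits without mitochondrial genes, and fits with Xist as a covariate. The alternatives set first were limma-voom (limma 3.58.1), DESeq2 1.42.0, RLE size factors, no filter, at least 10 counts in every library, an edgeR fit of all 40 libraries, the counts of the table for the whole series, the replicate number as a block, no fold threshold, healthy blood as the reference, limma on log2 RPKM with a pseudocount of 1 or 0.1, the animal in the library titles as a block for the tumor cell types, and leaving out each library in turn. Limma-voom is the tool the paper names.

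Lists of marker genes were written for epithelial cells, fibroblasts, endothelial cells, neutrophils, immature neutrophils, monocytes, macrophages, erythroid cells and platelets, for Wnt targets, for genes induced by tissue dissociation, and for sex. The level of a list in a library was the median over its genes of the RPKM as a percentage of the mean in the group that list was set against. The expected contribution of epithelial cells to a rise was the mean level of the epithelial list times the mean RPKM in sorted tumor epithelial cells. A second share was the median level of the 50 transcripts most abundant in tumor epithelial cells among those far lower in the blood libraries of tumor-bearing mice or, for stromal cells, in healthy stromal cells.

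Each model was tested on simulated data with 200 genes changed by known amounts, drawn with the means and library sizes of the real libraries. For tumor against blood neutrophils, edgeR recovered 140 of 195 changed genes that were tested (71.8%), with 6 unchanged genes called among 14938 tested, limma-voom recovered 64.1%, DESeq2 89.7% with 71 unchanged genes called, and limma on log2 values 59.5%. For blood neutrophils of tumor-bearing against healthy mice, where replicates differed less, edgeR recovered 189 of 197 (95.9%), with 7 unchanged genes called among 13639. The interaction recovered 84 of 200, with 3 unchanged genes called among 17820. The summaries were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Gene set enrichment was not analysed here, because the gene sets the paper used were not at hand.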

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

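The comparisons, the fits that left out each library in turn and the alternatives set first were chosen before the data were examined. The other splits of the libraries of epithelial and stromal cells were also set before the results were seen. All other tests given for these results were chosen only after the results were seen.

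In 5 of the 44 groups of 4 libraries examined for Mmp9, Tgfb1, Tgfb2, Tgfb3 and the 7 genes of Appendix Fig S7C, 1 library lay far from the other 3, with a gap to its nearest neighbor, relative to the whole range, above the critical value of Dixon's test. The nominal level of that test gives 2.2 such groups, but over all genes tested 5.27% to 11.3% had such a library in these cell types, which would give 3.87 of 44, so the 5 are little more than the spread of these libraries brings. Arg1 stood at 2.94 RPKM in tumor neutrophil replicate 1 against 0.0132 to 0.428 in the others, and the log2 fold change from blood was 0.26 without that library. Of the 1541 genes with 1 tumor neutrophil library far from the other 3, 53.8% had this same library apart, and the epithelial markers of that library reached 92.7% of their level in tumor epithelial cells, so a candidate explanation is a library that differs as a whole. The epithelial cells themselves cannot bring the Arg1, which is at 0.350 RPKM in tumor epithelial cells, while tumor monocytes, at 20.5 RPKM, could. Il10 stood at 16.5 RPKM in tumor monocyte replicate 2, against 3.69 to 5.03 in the others, and Nos2 at 21.7 RPKM in tumor monocyte replicate 1, against 0.619 to 2.32. These libraries were the distant one for 15.4% and 17.4% of the 1406 such genes in tumor monocytes, below an equal share, which argues against a library that differs as a whole. In monocyte replicate 2 the epithelial markers were at 20.8% of their level in tumor epithelial cells, against 0.944% to 5.09% in the others, but the 50 abundant epithelial transcripts were at 6.69%, against 0.623% to 7.80%, and Il10 is at 0.162 RPKM in tumor epithelial cells, so such cells cannot bring it. The adjusted p-value of Il10 in monocytes was 0.0514 without replicate 2. For Il10 at 1.46 RPKM in blood monocyte replicate 1 of tumor-bearing mice, against 0.0340 to 0.268, the share was 29.9% of 1337 genes, and for Ptgs2 at 323 RPKM in tumor neutrophil replicate 2, against 48.5 to 85.2, it was 38.8%. The log2 fold change of Ptgs2 was 2.83 without that library. In these 2 libraries a mixed or otherwise different sample and a difference between mice cannot be told apart, since these shares are neither below an equal one nor above 50%. A difference between the mice was not tested for any of the 5.

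The change from blood to tumor differed between neutrophils and monocytes for 690 of 17465 genes (edgeR interaction), with a positive difference, neutrophils minus monocytes, for 476 and a negative one for 214. Nos2 differed by a log2 of -7.40, the largest such difference in its direction, followed by Inhba (-6.50) and Vegfa (-5.46), and Tmem176b (7.68), Tmem176a (7.28), which overlaps it, and Ms4a8a (7.26) differed most in the other. Of 100 relabelings of the cell type within tumor and within blood, the real one included, 4 gave at least as many genes, and the largest other count was 5608. Relabeled groups can mix the 2 cell types or set 1 against the other, so this count does not measure chance for the interaction. Leaving out mitochondrial genes before normalization gave 680 genes, which decides nothing about their varying share of the counts, since TMM already trims such genes. The epithelial share of the tumor neutrophil libraries would bring 50% or more of the rise in neutrophils for 81.9% of the 476 genes, with a median of 124% of the rise, so it is too high for many of them. By the 50 abundant epithelial transcripts the share was 20.7%, which gives 74.4% of the genes and a median of 81.0%. The first share, 31.8% on average, rests on replicate 1, and without this library it was 11.5%, and 49.1% of the 342 genes with a positive difference were so accounted for, or 48.2% by the abundant transcripts. Epithelial cells in the sorted fraction may thus account for many of the 476, largely through replicate 1, and for the other libraries these values leave them open. Without tumor neutrophil replicate 2 the count was 1327, and without blood neutrophil replicate 2 it was 346. The Nos2 difference passed 0.05 in 8 of the 16 fits that each left out 1 library and not in the other 8. It was weakest without tumor monocyte replicate 1 (log2 difference -5.05, edgeR adjusted p = 0.105), and the alternatives gave adjusted p-values from 4.0e-04 to 0.681. A difference in how the 2 cell types respond to the tumor remains open and was not tested apart from these.

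The paper reports no comparison of tumor with healthy colon for epithelial or stromal cells. In epithelial cells 2476 of 16085 genes were differentially expressed, 1209 higher and 1267 lower in tumor, and in stromal cells 1602 of 19081, 646 higher and 956 lower. For each comparison 1 of the 35 splits of the 8 libraries, the real one, gave that many genes. Without mitochondrial genes the counts were 2458 and 1565, which decides nothing about their share for the same reason. In stromal cells the epithelial share of the tumor libraries would bring 50% or more of the rise for 79.6% of the 646 higher genes, or 82.7% by the abundant transcripts, so epithelial cells in the sorted fraction may account for many of them. Without tumor stromal replicate 1 the share fell from 42.6% to 27.0%, and 48.7% of the 398 higher genes were so accounted for, or 58.3% by the abundant transcripts, which leaves them open in the other libraries. The largest rises in stromal cells, those of Pnliprp2 (8.53), Bpifb5 (8.44) and Pnliprp1 (7.85), belong to genes at 56.0, 45.3 and 90.9 RPKM in tumor epithelial cells. Without healthy colon stromal replicate 2, 827 genes differed, without replicate 1, 876, and without tumor stromal replicate 2, 1053. In epithelial cells Ptn (7.95), Dsc3 (7.28) and Pnliprp1 (7.12) rose most and Cyp2c55 (-8.54), Slc37a2 (-7.55) and Car1 (-7.44) fell most. Strain, sex and the loss of Apc differ between the same groups and were not tested here.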

How the results depend on the processing

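None of the tests of alternatives were chosen after the results were seen except those with a limma-voom fit of 24 or of 40 libraries, without mitochondrial genes, or with Xist as a covariate. Among the values counted next, none changed direction under the alternatives, but genes outside them did: the log2 fold change of Xist between tumor-bearing and healthy mice, 1.07 in blood neutrophils and -0.36 in blood monocytes, ranged from -0.05 to 1.08 and from -1.47 to 0.10. Of 158 values of the comparisons under the alternatives, 113 stayed within the limit of 1.5 times, or within the spread between replicates, and 45 did not. The fits of the 7 T-cell suppression genes gave 190 values, of which 170 kept their side of the threshold, 15 lost the call and 5 gained it, and the contrasts between tumor cell types gave 120 values, with 95, 15 and 10. The shares of Mmp9 and of Tgfb1, Tgfb2 and Tgfb3 stayed within the spread between libraries with TMM-normalized CPM and with group medians. The clusters numbered 4 with average linkage, 5000 genes, the most variable genes or a pseudocount of 0.1, 5 with Ward linkage or TMM-normalized CPM and 6 with 1 minus Pearson's correlation.

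The fit of all 40 libraries called 5995 genes for tumor against blood neutrophils, 2803 for monocytes, 18 for blood monocytes of tumor-bearing against healthy mice and 1994 for the interaction, and it gave overlaps of 1590 in tumor and 6 in blood. A minimum of 10 counts in every library, which left 7194 genes in place of 13674 for tumor against blood neutrophils, called 1270 genes there, 71 for blood monocytes, 1246 and 947 for tumor against healthy colon epithelial and stromal cells and 454 for the interaction, with overlaps of 403 and 27, and it kept only 4 of the T-cell suppression genes in monocytes, all called. DESeq2 called 868 genes for blood neutrophils, 263 for blood monocytes, 2707 for tumor against healthy stromal cells and 1916 for the interaction, with an overlap of 77 in blood. It gave no adjusted p-value for Ptgs2 in neutrophils or Il10 in monocytes. Limma-voom called 17 genes for blood monocytes, with an overlap of 8 in blood, and 2253 for tumor against blood neutrophils, of which 1900 were also called by edgeR. The share of genes higher in tumor was 60.7% with limma-voom and 72.9% with edgeR in neutrophils, and the share with a positive difference, neutrophils minus monocytes, was 57.02% and 69.0% in the interaction. Without a fold threshold 871 genes were called for blood neutrophils. In limma on log2 RPKM with either pseudocount, 1 of the T-cell suppression genes was called in neutrophils, in place of 4. Except where fewer genes were tested, the cause was not tested.

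The alternatives added later gave these counts. The limma-voom fit of 24 libraries called 4362 genes for tumor against blood neutrophils (53.9% higher), 265 for blood neutrophils, 8 for blood monocytes and 1100 for the interaction (56.2% with a positive difference), with overlaps of 1215 in tumor and 4 in blood. The limma-voom fit of all 40 called 5093 (54.9% higher), 2741 for tumor against blood monocytes, 3125 for stromal cells and 1545 for the interaction (55.0% with a positive difference), with overlaps of 1291 and 9. With Xist as a covariate, 934 genes were called for tumor against blood neutrophils, with an overlap of 362 in tumor. The cause was not tested.

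Same-numbered libraries of 2 groups did not deviate together in every pair, so the replicate numbers were not taken to pair the libraries. The correlation of their deviations passed 0.1 in 0 of 4 pairs for tumor and blood neutrophils (-0.0834 to 0.0999), tumor and blood monocytes (-0.158 to -0.0241) and both kinds of epithelial cells (-0.0670 to 0.00210), in 1 for blood neutrophils (-0.147 to 0.112), in 2 for stromal cells (-0.104 to 0.184) and in 3 for blood monocytes (0.0578 to 0.249). With the replicate number as a block, 1407 genes were called for tumor against blood neutrophils, 353 for blood neutrophils, 14 for blood monocytes and 397 for the interaction, the overlaps were 452 and 7, and 2 T-cell suppression genes were called in neutrophils. The block gave 1376, 2267 and 1396 genes for tumor against blood monocytes and for epithelial and stromal cells. The cause was not tested.

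Across the fits that each left out 1 library, tumor against blood neutrophils gave 1638 to 3624 genes, the highest without tumor neutrophil replicate 2, and monocytes 1509 to 1848. Blood neutrophils gave 259 to 604, the lowest without healthy replicate 3, with 273 without replicate 1 and 280 without replicate 2 of tumor-bearing mice. Blood monocytes gave 4 to 44, with 4 without replicate 3 or 4 of tumor-bearing mice or healthy replicate 1, 10 without replicate 1 and 15 without replicate 2 of tumor-bearing mice. Epithelial cells gave 2196 to 2801, and stromal cells 827 to 1761, with 827 without healthy replicate 2, 876 without healthy replicate 1 and 1053 without tumor replicate 2. The interaction gave 346 to 1327, the highest without tumor neutrophil replicate 2 and the lowest without blood neutrophil replicate 2, with 398, 452 and 448 without blood neutrophil replicates 1, 3 and 4, 385 and 426 without tumor monocyte replicates 1 and 4, and 408 without blood monocyte replicate 1. The overlap was 543 to 847 in tumor and 2 to 16 in blood, with 2 without blood monocyte replicate 3 or 4 of tumor-bearing mice or healthy replicate 1, 7 without replicate 1 and 8 without replicate 2. The T-cell suppression genes called numbered 1 to 5 in neutrophils, with 1 without blood replicate 1 or 2, 2 without blood replicate 3 and 5 without tumor replicate 1, and 6 to 7 in monocytes. The shares of the sums over tumor cell types were 93.0% to 97.3% for Mmp9, 76.3% to 81.4% for Tgfb1, 84.2% to 89.4% for Tgfb2 and 79.8% to 85.3% for Tgfb3. The cause was not tested, nor whether deeper libraries would let more genes pass.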

Differences from the paper's values

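The tests of the limma-voom fits of 24 and of 40 libraries were chosen only after the results were seen. Of 39 measures that Appendix Fig S7 and Fig 4 also show, 4 differ by more than 1.5 times. A mean RPKM value was counted only if it also differed by more than the SD between replicates. By that rule 0 of the 32 mean RPKM values differ, which leaves ratios above 1.5 possible where the SD is large. The paper shows about 3100 genes changed between tumor and blood in neutrophils only in Appendix Fig S7B, read by eye, and 1522 were called here. Of the alternatives set before the data were examined, DESeq2 (2232), the fit of all 40 libraries (4405) and leaving out tumor neutrophil replicate 2 (2777) came within 1.5 times of it. Limma-voom (1536), RLE size factors (1544), no filter (1840), a minimum of 10 counts in every library (867), the counts of the table for the whole series (1522), the replicate block (955), no fold threshold (1487), healthy blood as the reference (1701) and the other fits without 1 library (1095 to 1605) did not. The limma-voom fits of 24 libraries (3147) and of all 40 (3802), chosen after seeing the values, came within 1.5 times as well.

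For blood of tumor-bearing against healthy mice, the paper shows about 83 genes in neutrophils only in Appendix Fig S7B, read by eye, and 521 were called here. None of the alternatives set before the data were examined came within 1.5 times, the lowest being 247 without healthy blood neutrophil replicate 3, and the limma-voom fit of 24 libraries, chosen after seeing the values, gave 261. For monocytes only, the figure shows about 1 gene, read by eye from Appendix Fig S7B, and 17 were called. None of the alternatives set before the data were examined came within 1.5 times, the lowest being 2 without blood monocyte replicate 3 or 4 or healthy replicate 1, and the added limma-voom fit of 24 libraries, chosen after seeing the values, gave 4. For genes shared by both cell types the figure shows about 4, read by eye from Appendix Fig S7B, and 15 were called. Of the alternatives set before the data were examined, the fit of all 40 libraries (6) came within 1.5 times, and limma-voom (8), DESeq2 (77), the replicate block (7) and the others did not, while the limma-voom fit of 24 libraries, chosen after seeing the values, gave 4.

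Appendix Fig S7A shows all 6 groups of neutrophils and monocytes as clusters, and 4 formed one here, with 6 under 1 minus Pearson's correlation. The paper states that tumor neutrophils had more Arginase 2 and iNOS mRNA than circulating neutrophils. The edgeR adjusted p-value of Arg2 was 0.0510, and it passed with DESeq2, with a minimum of 10 counts in every library (0.0222), with healthy blood as the reference (0.0456), without tumor neutrophil replicate 1 (0.00438) and, chosen after seeing the values, without mitochondrial genes (0.0496). The adjusted p-value of Nos2 was 0.341, and it passed with healthy blood as the reference (0.00304) and not with the other alternatives. The paper states that Tgfb2 and Tgfb3 mRNA was mostly found in epithelium and stroma. The edgeR contrasts of Tgfb3 with neutrophils and monocytes did not pass 0.05, and those with neutrophils passed with limma-voom (0.0114 against stromal and 0.0177 against epithelial cells), with limma on log2 RPKM at either pseudocount and without tumor neutrophil replicate 1 (0.0120 and 0.0156). The contrasts of Tgfb2 between neutrophils and epithelial or stromal cells passed with limma on log2 RPKM and a pseudocount of 1 (0.00202 and 0.0192) or 0.1, and the first without tumor monocyte replicate 1 (0.0418).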

Other observations

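The tests of other splits for pairs of groups and of strain for the genes shared in blood were set before any value was seen. So were those of epithelial or stromal cells and of digestion for the genes higher in tumor neutrophils and monocytes. The fits that left out each library in turn and the alternatives set first were chosen before the data were examined. Every other test, including those with Xist as a covariate, was chosen only after the result was seen.

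Only the real split, 1 of the 35 splits of the 8 libraries, gave as many differentially expressed genes for tumor against blood neutrophils, tumor against blood monocytes, blood neutrophils and blood monocytes of tumor-bearing against healthy mice. The largest other splits gave 0, 1, 6 and 1 genes. For the overlaps between the cell types in tumor and in blood 1 of 100 drawn pairs of splits, the real one, gave as many genes, and for the numbers of T-cell suppression genes 1 of 35 splits in each cell type. As the other splits called so few genes, their overlaps were 0 by construction, and these counts say nothing on the overlaps or on the T-cell suppression genes beyond the numbers of genes called.

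Of the 10 epithelial marker genes, 9 were tested in tumor against blood neutrophils and 8 were higher in tumor, against 5 of 7 tested in monocytes, and 2 of the 10 were expressed enough to be tested in blood neutrophils alone. Their median level was 92.7%, 12.7%, 17.5% and 4.22% of that in tumor epithelial cells in the 4 tumor neutrophil libraries and 0.944% to 20.8% in the tumor monocyte libraries. The mean epithelial share would bring 50% or more of the rise for 61.9% of the 1626 genes higher in tumor neutrophils, with a median of 88.6% of the rise, and for 53.5%, with a median of 57.8%, when the share is taken from 50 abundant epithelial transcripts (20.7% in place of 31.8%), so epithelial cells in the sorted fraction may account for a large part of this list. Without tumor neutrophil replicate 1 this was 37.2% of 1425 genes, which argues against them as the main source in the other libraries. In monocytes it was 16.5% of 1186 genes, and 7.35% of 1048 without tumor monocyte replicate 2, and for the rise in monocytes of the 578 genes higher in both cell types it was 26.8%, which also argues against them as the main source. For the rise of these genes in neutrophils it was 46.7%, too near to 50% to decide, or 40.5% by the abundant transcripts, and 30.7% of 570 genes without tumor neutrophil replicate 1, which argues against them in the other libraries. In tumor neutrophil replicate 1, Mmp9 was 12.8% of the mean of the other 3 libraries (53.3 ± 8.09 RPKM), the neutrophil markers were at 14.4% of theirs, and 50 abundant epithelial transcripts at 50.0% of their level in tumor epithelial cells. The 8 neutrophil markers were at 7.89%, 37.0%, 55.7% and 58.9% of their level in blood in the tumor neutrophil libraries, and none of them was called, so admixture of epithelial cells is a candidate explanation for the low Mmp9 of that library.

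For the T-cell suppression genes past the threshold in neutrophils, the epithelial share would bring at most 8.50% of the rise, that of Nt5e, which argues against epithelial cells as its source, and for the 7 genes in monocytes at most 3.39%. For Arg1, which was not called in neutrophils, it was 15.4%, and 166% of the small rise left without tumor neutrophil replicate 1. The 9 macrophage markers, 7 of which were tested in neutrophils with 5 higher in tumor, stood at 6.89% to 25.1% of their level in tumor monocytes in the tumor neutrophil libraries. With the mean of 13.3%, tumor monocytes would bring at most 16.9% of the rise of the genes past the threshold in neutrophils (Il10), 14.4% for Ptgs2, 8.68% for Nt5e and 4.20% for Entpd1. This argues against tumor monocytes as the source of the called rises. Macrophages were not sequenced, so their level of these genes is not known, and macrophages and neutrophils cannot be told apart as its source. For the genes that were not called, tumor monocytes at that share would bring 379.8% of the rise of Arg1, 29.0% for Nos2 and 6.38% for Arg2.

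Tumor stromal replicates 1 and 2 carried 50 abundant epithelial transcripts at 102.5% and 67.6% of their level in tumor epithelial cells, against 23.8% and 9.58% in the replicates labeled 3, so epithelial cells in the sorted fraction are a candidate explanation for the split. Their expression over 45706 genes correlated with that of tumor epithelial cells at 0.977 and 0.970, against 0.816 and 0.789, and with healthy stromal cells at 0.801 and 0.810, against 0.887 and 0.883. The endothelial markers were at 0.948% and 1.64% of healthy colon stromal cells in replicates 1 and 2 and at 121.6% and 114% in the others. Of the 7 fibroblast markers, 6 were lower in tumor than in healthy stromal cells, at 1.31% to 3.97% of the healthy level.

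Of the 10 dissociation genes, all tested in blood as well, 6 were higher in tumor than in blood in neutrophils and 6 in monocytes. Since blood cells were not digested, an effect of the digestion and one of the tumor cannot be told apart.

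Xist was above 1 RPKM in 0 of 4 tumor neutrophil and 0 of 4 tumor monocyte libraries, and in 2 of 4 blood libraries of either cell type in tumor-bearing mice, and it was lower in tumor with log2 fold changes of -7.11 and -7.66. Of the 4 genes on the Y chromosome 1 was higher in tumor in each cell type. With Xist as a covariate 934 genes were called in neutrophils and 1237 in monocytes, where the largest of the other 34 splits, fitted with the same covariate, gave 0 and 1, which argues against the sex of the mice as the whole cause, but leaves part of the lists open to it. In blood the libraries with Xist also carried hemoglobin RNA, at 384 RPKM or more against 84.0 or less in the others, so sex is not separable from red-cell content there. Some libraries whose titles name the same animal differed in Xist.

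The genes shared by both blood comparisons numbered 15. With Xist as a covariate 13 of them were called in both, and Xist itself did not differ between tumor-bearing and healthy mice (log2 fold change 1.07 in neutrophils, edgeR adjusted p = 0.792, and -0.36 in monocytes, adjusted p = 0.973, each changing sign under some alternatives), which argues against sex as the whole cause. Abca13, Lcn2 and Ltf, 3 of the genes, differed the same way in epithelial and stromal cells, and Gbp9 differed the opposite way in epithelial cells. As the tumor-bearing mice are of another strain background than the healthy mice, strain and the tumor cannot be told apart. Of the 9 immature neutrophil markers, 5 were higher in blood neutrophils and 3, Ngp, Ltf and Lcn2, in blood monocytes of tumor-bearing mice, and 4 were lower in tumor than in blood in each cell type. In blood monocytes of tumor-bearing mice Ngp was at 14.9%, Ltf at 17.0% and Lcn2 at 4.79% of its level in blood neutrophils, but Lcn2 (edgeR adjusted p = 0.0374) was called in 3 of the 8 fits that left out 1 library, without replicate 2 of tumor-bearing mice or healthy replicate 3 or 4, and its adjusted p-value reached 0.178 without healthy replicate 1. Camp, at 31.0%, was not called (adjusted p = 0.0591), but it was under 2 of 9 alternatives and without replicate 2 of tumor-bearing mice. The highest of the abundant neutrophil transcripts S100a8, S100a9, Retnlg and Cxcr2 was at 0.901%, which argues against carried-over RNA of neutrophils such as those sorted from blood. S100a8 (log2 fold change 3.72) and S100a9 (5.45) were themselves higher in blood monocytes of tumor-bearing than of healthy mice (edgeR adjusted p = 0.0374 and 0.0384), but each was called in 1 of the 8 fits that left out 1 library, S100a8 without healthy replicate 2 and S100a9 without replicate 2 of tumor-bearing mice. Immature neutrophils were not sequenced apart, so their RNA in the sorted monocytes, with Ngp, Ltf and Lcn2, 3 of the markers, higher, and granule genes made in monocytes cannot be told apart. No biological explanation was tested.

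Retnlb stood at 72.6 ± 44.7 RPKM in tumor neutrophils and 215 ± 57.2 in blood neutrophils of tumor-bearing mice. Its ratio to its paralog Retnlg ran from 0.101 to 0.109 over 11 neutrophil libraries, a coefficient of variation of 2.11%, while Retnlb itself varied by 69.8%. The ratio was 0.188 in tumor neutrophil replicate 1 and 5.34 to 10.6 in the 8 epithelial libraries, so reads shared with Retnlg are a candidate explanation for its level in neutrophils.

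In tumor against blood neutrophils 1 of the monocyte markers was higher, and in monocytes 1 was lower and all 5 erythroid genes were lower, with 1 of the 4 platelet genes lower in each. The Wnt targets, 8 genes, were higher in tumor epithelial cells for 6 and in tumor stromal cells for 7. Against blood, 5 of the 5 tested were higher in tumor neutrophils and 3 of the 4 tested in tumor monocytes. Of 4 endothelial markers 1 was higher in tumor in each myeloid cell type. Of the fibroblast markers, 4 of the 6 tested were higher in tumor neutrophils and 1 of the 2 tested in tumor monocytes. No stromal share of a rise was computed, so stromal cells in the sorted fractions remain open. Mmp8 was at 574 ± 341 RPKM in blood and 130 ± 123 in tumor neutrophils. Mmp7 was at 30.7 ± 13.9 RPKM in tumor and 0.533 in healthy epithelial cells, and Mmp2 at 28.1 ± 10.8 in healthy and 1.29 ± 0.854 in tumor stromal cells. Igfbp7 was at 319 ± 51.4 RPKM in healthy and 121 ± 134 in tumor stromal cells. As fibroblast markers in the tumor stromal libraries were at 1.31% to 3.97% of the healthy level, the mix of sorted cells may bring these differences. The paper's stronger IGFBP7 staining in adenomas is of protein. Mmp9 stood at 111 ± 16.0 RPKM in blood neutrophils of tumor-bearing mice and 65.5 ± 23.2 in those of healthy mice, and tumor against blood neutrophils gave a log2 fold change of -1.26 (edgeR adjusted p = 0.178).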
